# Aberrant neuronal activity-induced signaling and gene expression in a mouse model of RASopathy

**DOI:** 10.1371/journal.pgen.1006684

**Published:** 2017-03-27

**Authors:** Franziska Altmüller, Santosh Pothula, Anil Annamneedi, Saeideh Nakhaei-Rad, Carolina Montenegro-Venegas, Eneko Pina-Fernández, Claudia Marini, Monica Santos, Denny Schanze, Dirk Montag, Mohammad R. Ahmadian, Oliver Stork, Martin Zenker, Anna Fejtova

## Abstract

Noonan syndrome (NS) is characterized by reduced growth, craniofacial abnormalities, congenital heart defects, and variable cognitive deficits. NS belongs to the RASopathies, genetic conditions linked to mutations in components and regulators of the Ras signaling pathway. Approximately 50% of NS cases are caused by mutations in *PTPN11*. However, the molecular mechanisms underlying cognitive impairments in NS patients are still poorly understood. Here, we report the generation and characterization of a new conditional mouse strain that expresses the overactive *Ptpn11*^*D61Y*^ allele only in the forebrain. Unlike mice with a global expression of this mutation, this strain is viable and without severe systemic phenotype, but shows lower exploratory activity and reduced memory specificity, which is in line with a causal role of disturbed neuronal Ptpn11 signaling in the development of NS-linked cognitive deficits. To explore the underlying mechanisms we investigated the neuronal activity-regulated Ras signaling in brains and neuronal cultures derived from this model. We observed an altered surface expression and trafficking of synaptic glutamate receptors, which are crucial for hippocampal neuronal plasticity. Furthermore, we show that the neuronal activity-induced ERK signaling, as well as the consecutive regulation of gene expression are strongly perturbed. Microarray-based hippocampal gene expression profiling revealed profound differences in the basal state and upon stimulation of neuronal activity. The neuronal activity-dependent gene regulation was strongly attenuated in Ptpn11^D61Y^ neurons. In silico analysis of functional networks revealed changes in the cellular signaling beyond the dysregulation of Ras/MAPK signaling that is nearly exclusively discussed in the context of NS at present. Importantly, changes in PI3K/AKT/mTOR and JAK/STAT signaling were experimentally confirmed. In summary, this study uncovers aberrant neuronal activity-induced signaling and regulation of gene expression in Ptpn11^D61Y^ mice and suggests that these deficits contribute to the pathophysiology of cognitive impairments in NS.

## Author summary

RASopathies are genetic disorders often accompanied by a developmental delay and intellectual disabilities. However, the molecular mechanisms causing cognitive impairments are yet unclear. RASopathies are linked to mutations in components of the Ras/MAPK pathway. This pathway enables cells to adjust the expression of their genes in response to various environmental stimuli. In the brain, neurodevelopmental signals and neuronal activity are the main modulators of Ras/MAPK signaling, which regulates the expression of neuronal genes. This process is of key importance for normal cognition, learning and memory formation. In this study, we show that neurons expressing a RASopathy-related mutation fail to modulate their gene expression in response to neuronal activity. Paradoxically, despite of an increased basal Ras/MAPK signaling the induction of gene expression by neuronal activity is largely attenuated suggesting the emergence of compensatory mechanisms that dampen the unconstrained signaling. We propose that these mechanisms interfere with a normal induction of Ras/MAPK signaling and subsequent gene expression by neuronal activity. These findings have a therapeutic relevance, as they suggest that possible treatment strategies should focus on the restoration of the physiological dynamics of neuronal Ras/MAPK signaling rather than on a general dampening of this cascade.

## Introduction

Noonan syndrome (NS) is a congenital developmental disorder characterized by reduced growth, craniofacial abnormalities, heart defects and variable cognitive deficits [1]. NS belongs to the RASopathies, a group of genetic diseases linked to mutations in genes coding for components or regulators of the Ras/mitogen-activated protein/extracellular signal-regulated kinase (Ras/MAPK) signaling cascade [2]. The dysregulation of this signaling pathway is believed to cause the pleiotropic phenotype associated with NS. However, the molecular mechanisms underlying the manifestations in particular organ systems are still poorly understood [1]. In more than 50% of cases NS is caused by mutations in *PTPN11*, encoding a widely expressed non-receptor protein tyrosine phosphatase (also known as SHP2) that dephosphorylates a broad range of cellular substrates [3] among them the small GTPase Ras [4]. The most prominent cellular role of the Ptpn11 is the regulation of the pleiotropic Ras/MAPK and phosphoinositide-3 kinase (PI3K) cascades initiated classically upon growth factor or hormone binding to their transmembrane receptor kinases. While Ptpn11 mostly facilitates Ras/MAPK signaling [5,6], both positive and negative regulatory effects have been demonstrated on PI3K signaling [7]. NS-associated mutations in *PTPN11* typically lead to an increased phosphatase activity of the enzyme [8–10], and in line with the positive regulatory role of Ptpn11 in Ras/MAPK signaling, this pathway was shown to be hyperactive in NS [10]. An increased phosphorylation of the extracellular signal-regulated kinases 1 and 2 (ERK1/2) was reported for cell lines, neuronal and non-neuronal tissues overexpressing mutants of Ptpn11 leading to a higher phosphatase activity [10–13]. Increased Ras/MAPK signaling seems to play a major role in the pathogenesis of NS-related defects, since several studies demonstrated that the inhibition of this signaling cascade by pharmacological inhibitors of the mitogen-activated protein kinase kinase (shortly called MEK) was able to fully or partially rescue cardiac [14,15] and craniofacial malformations [16], as well as defects in growth hormone release, which likely contribute to growth retardation seen in patients with NS [13].

Ras/MAPK signaling controls cell proliferation and differentiation in non-neuronal cells. In mature neurons, which are terminally differentiated cells, the function of this pathway shifts towards the mediation of multiple forms of neuronal plasticity, which underlie learning and memory formation in animals and in humans [17]. Recently, disturbed Ras/MAPK signaling was suggested to be the cause of impaired learning and defects in hippocampal synaptic transmission and plasticity in animals carrying the overactive *Ptpn11*^*D61G*^ mutation, which is a known mutation causing NS in humans [11]. The level of ERK phosphorylation was increased in the brains of heterozygous *Ptpn11*^*D61G*^ animals. Moreover, the treatment with Ras or MEK inhibitors was able to dampen the ERK hyperphosphorylation. This treatment also reversed learning deficits and normalized synaptic transmission in *Ptpn11*^*D61G*^ mice [11]. However, the neurobiological mechanistic explanation of these findings is not straightforward. Ras/MAPK signaling is normally activated by neuronal activity and therefore it is not clear, why the increased Ras/MAPK activity in neurons expressing *Ptpn11*^*D61G*^ leads to disturbances rather than enhancement of the respective functional readouts.

The main effector of neuronal activity-induced Ras/MAPK signaling is ERK, which is activated by phosphorylation upon neuronal stimulation [18]. ERK controls the trafficking of postsynaptic glutamate receptors, which plays an important role in the activity-induced potentiation of neurotransmission [19]. Phosphorylated ERK1/2 can also translocate from axons and dendrites to the soma and enter the nucleus to mediate neuronal activity-induced reprogramming of gene expression. The activation and translocation of ERK are of key importance for the persistent usage-dependent neuronal plasticity [18]. It is currently unknown to what extent these molecular functions of Ras/MAPK signaling in neurons are affected by NS-associated mutations in *Ptpn11*.

Here, we report the generation and characterization of a new conditional mouse strain, in which the expression of the NS-linked Ptpn11^D61Y^ 1) occurs from an endogenous locus modeling precisely the situation in patients, and 2) is restricted to the excitatory neurons of the forebrain excluding influence of any systemic phenotype. We used this model to investigate effects of Ptpn11^D61Y^ expression on behavior, neuronal morphogenesis, cellular signaling, and neuronal-activity induced regulation of gene expression.

## Results

### Generation of the mouse strain expressing Ptpn11^D61Y^ in the forebrain

To obtain viable animals expressing the overactive *Ptpn11*^*D61Y*^ allele from an endogenous locus selectively in the brain, we crossed heterozygous conditional *Ptpn11*^*floxedD61Y/WT*^ animals [20] with animals homozygous for *Emx1*^*IREScre*^ allele (Fig 1A). The endogenous *Emx1* promoter drives the expression of the cre recombinase from embryonic day 10.5 onwards selectively in excitatory neurons and astrocytes of the forebrain and ventral pallium in mice carrying the *Emx1*^*IREScre*^ allele [21]. Our breeding scheme was designed to yield offspring that are all heterozygous for *Emx1*^*IRESCre*^ allele, while 50% are wildtype for the *Ptpn11* locus (Ptpn11^WT/WT^; from here on referred to as control) and 50% are heterozygous for the mutated allele (Ptpn11^floxedD61Y/WT^; referred to as Ptpn11^D61Y^ further on). The analysis of 348 male offspring confirmed an equal ratio of animals surviving by the age of 5 weeks (49% control vs. 51% Ptpn11^D61Y^). Female offspring were not weaned and genotyped but their occurrence at birth did not differ from their male littermates. Thus, the spatially and temporally restricted expression of Ptpn11^D61Y^ obviously circumvented embryonic lethality reported earlier for its constitutive expression [20]. Quantitative immunoblotting revealed no changes in the expression of Ptpn11 in the forebrain of Ptpn11^D61Y^ mice as compared to controls (Fig 1C, n = 3 animals per genotype). To prove the expression of an overactive phosphatase, the protein tyrosine phosphatase (PTP) activity of Ptpn11 immunoprecipitated from forebrain lysates of 8 weeks-old animals was measured. Indeed, the PTP activity was nearly threefold higher in Ptpn11^D61Y^ compared to controls (Fig 1B; 288±4% PTPase activity of control, n = 3 experiments with 1 mouse per genotype; *p≤0.05; one-sample t-test). An examination of sagittal brain slices stained with markers for excitatory and inhibitory synapses did not reveal any gross morphological defects in the brain structure in Ptpn11^D61Y^ animals (Fig 1D).

**Fig 1:**
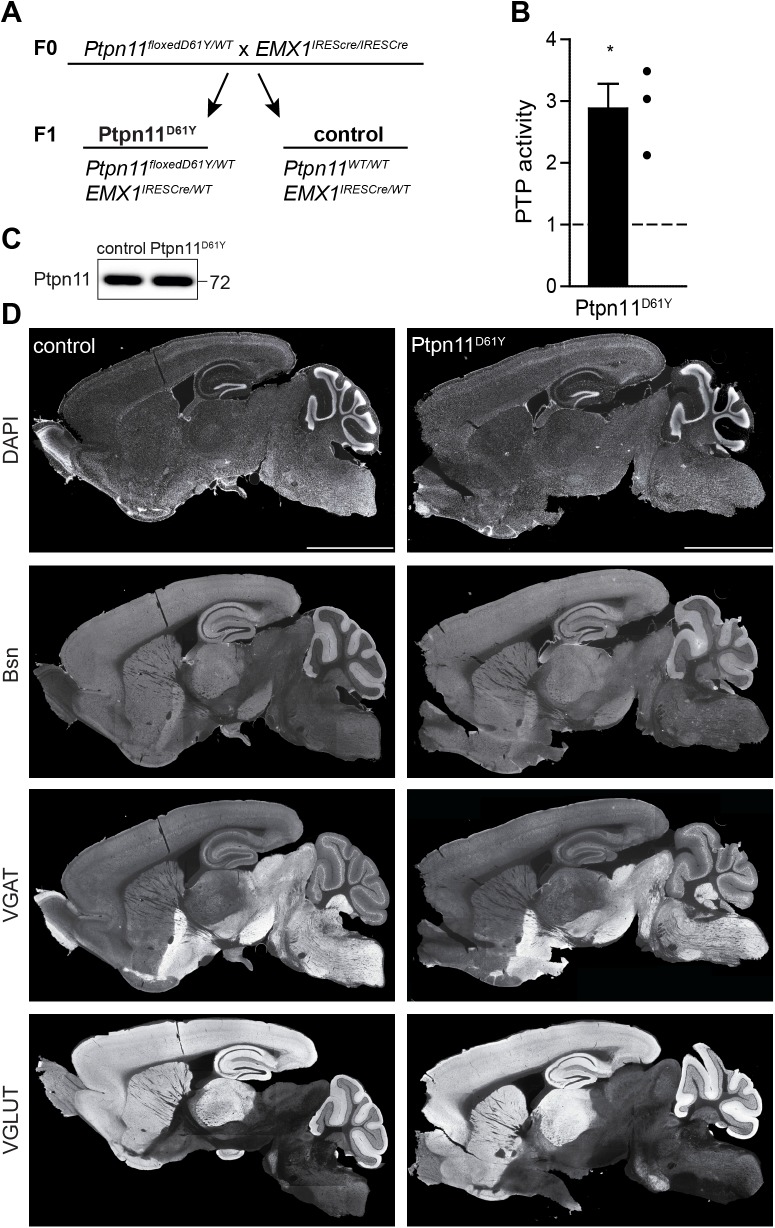
Establishment of *Ptpn11*^*D61Y*^ mouse strain. **(A)** Breeding scheme showing genotypes of parental (F0) and offspring (F1) generation. Progeny segregated in 2 genotypes used as mutants (Ptpn11^D61Y^) and controls (control) in all experiments. **(B)** Ptpn11-specific PTP activity was 3-fold higher in Ptpn11^D61Y^ forebrain homogenate as compared to controls. Data are shown as normalized mean ± SEM and analyzed using one sample t-test, *p<0.05. Dots indicate the values of 3 Ptpn11^D61Y^ animals. **(C)** The expression of Ptpn11 is not altered in the forebrain of Ptpn11^D61Y^ mice. **(D)** The overall brain morphology is not affected in Ptpn11^D61Y^ animals. Sagittal sections of brains from control and Ptpn11^D61Y^ mice were stained with antibodies against Bsn, VGAT, and VGLUT and with DAPI. Scale bar: 3.5 mm.

### Ptpn11^D61Y^ animals show reduced exploratory activity and a deficit in memory specificity

To test the effect of Ptpn11^D61Y^ on forebrain function in vivo, we analyzed the exploratory behavior and memory formation in our mouse model. Intrinsically motivated locomotor activity was tested in the animal’s home cage. The hour-wise comparison confirmed a significant time effect on this activity (12 hours dark vs. 12 hours light; two-way repeated measures ANOVA: F_23,92_ = 25.61, p<0.0001), indicating a normal circadian pattern in Ptpn11^D61Y^ and control animals. There was a slight effect of genotype during the overall time analyzed (two-way repeated measures ANOVA: F_1,4_ = 7.84, p = 0.049). However, Bonferroni post hoc tests revealed no significant differences at any given time point. The mean values of activity during dark or light phase were not changed (12 hours dark: control, 48±4% activity, n = 12; Ptpn11^D61Y^, 46±5% activity, n = 10; during 12 hours light: control: 20±2% activity; Ptpn11^D61Y^: 25±6% activity). There was no significant interaction of time and genotype (two-way repeated measures ANOVA: F_23,92_ = 1.46, p>0.05). Of note, no differences in the intrinsically motivated activity were observed between 9:00 a.m. and 5:00 p.m. when further behavioral tests were conducted.

Next we measured the exploratory behavior in the open field task (OFT) providing a novel environment. Ptpn11^D61Y^ mice showed a reduced exploratory activity in OFT, indicated by a shorter distance run compared to littermate control mice (Fig 2A; control: 89±3 m, n = 12; Ptpn11^D61Y^: 80±2 m, n = 12; unpaired t-test, p<0.05). However, the time spent in the center did not differ between the genotypes (Fig 2B; control, 14±1% of center time, n = 12; Ptpn11^D61Y^, 15±1% of center time, n = 12; unpaired t-test, p>0.05).

**Fig 2:**
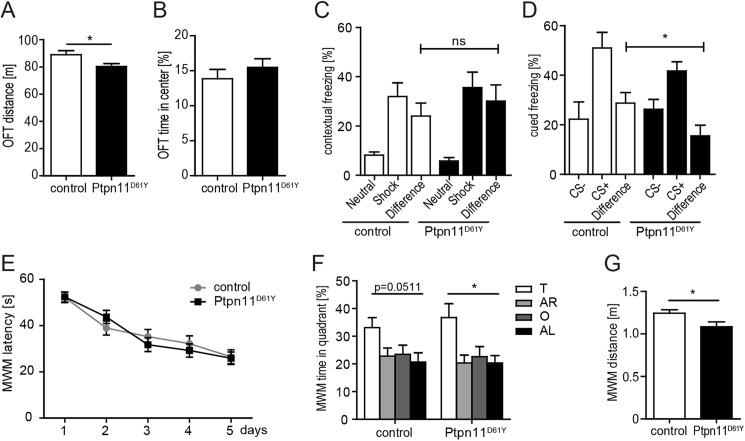
Ptpn11^D61Y^ animals show reduced exploratory activity and mild impairment of memory specificity. **(A)** Ptpn11^D61Y^ animals show a reduced run distance in the OFT. **(B)** The time spent in the center of field did not differ in the OFT. **(C)** Ptpn11^D61Y^ animals display normal levels of contextual fear memory. **(D)** In cued fear conditioning the differentiation of CS+ and CS- was reduced in the mutants compared to controls. **(E, F)** In the MWM, the escape latency during training **(E)** as well as the time spent in the target quadrant (T) in the first probe trial (F) are comparable between the genotypes indicating normal spatial memory in Ptpn11^D61Y^ (AR, adjacent right; O, opposite; AL adjacent left quadrant). **(G)** Ptpn11^D61Y^ animals swam shorter distances in the probe trial. Data are shown as mean ± SEM analyzed using unpaired t-test, one-way ANOVA or two-way repeated measures ANOVA (n = 10–12; *p<0.05).

Furthermore, we investigated the behavior in a combined cued/contextual fear conditioning task. Both genotypes (n = 10 Ptpn11^D61Y^, n = 10 control) showed comparable freezing levels in the shock context (initial 2 min of the test session: control, 32±6% freezing; Ptpn11^D61Y^, 35±6% freezing; total 8 min of the test session: control, 29±5% freezing; Ptpn11^D61Y^, 30±4% freezing) and a clear discrimination from the unconditioned control context (Fig 2C; differences of shock context and neutral context: control, 24±5% freezing; Ptpn11^D61Y^, 30±7% freezing). By contrast, during auditory cued retrieval the mutant mice showed a reduced ability to discriminate CS+ and CS- (Fig 2D; differences: control, 29±4% freezing, n = 10; Ptpn11^D61Y^, 16±4% freezing, n = 10; unpaired t-test, p<0.05). The response to the CS+ was slightly reduced (control, 51±6% freezing; Ptpn11^D61Y^, 41±4% freezing), while that to the CS- was somewhat increased (control, 22±7% freezing; Ptpn11^D61Y^, 26±4% freezing).

Finally we assessed spatial learning and memory in the Morris water maze (MWM) task. Both the Ptpn11^D61Y^ (n = 12) and control (n = 12) mice performed in a comparable manner and successfully learned the location of the submerged platform. During training, escape latency did not differ between the genotypes (Fig 2E; two-way repeated measures ANOVA: F_1,94_ = 0.05, p>0.05), however, Ptpn11^D61Y^ mice had a reduced path length (two-way repeated measures ANOVA: F_1,94_ = 3.96, p<0.05;). Lower average speed of Ptpn11^D61Y^ mice (repeated measures ANOVA F_(1,94)_ = 26.773, p<0.0001) explains escape latencies similar to controls despite slightly reduced path length. During probe trials, mice of both genotypes spent more time in the target quadrant (Fig 2F; control: 33±4%; Ptpn11^D61Y^: 37±5%) when compared to non-target quadrants indicating spatial memory (control, one-way ANOVA, probe trial 1: F_3,44_ = 2.798, p>0.05, probe trial 2: F_3,44_ = 4.302, p<0.01; Ptpn11^D61Y^, one-way ANOVA, probe trial 1: F_3,44_ = 4.683, p<0.01, probe trial 2: F_3,44_ = 5.606, p<0.01). Interestingly, the total distance travelled (Fig 2G; control, 1.243±0.41 m; Ptpn11^D61Y^, 1.084±0.59 m, n = 12; one-way ANOVA, F_(,22)_ = 4.969, unpaired t-test, p<0.05;) during probe trial 1 in the MWM was also reduced in Ptpn11^D61Y^ mice. In summary Ptpn11^D61Y^ mice displayed lower exploratory activity and reduced memory specificity, which is in line with a causal role of disturbed neuronal Ptpn11 signaling in the development of NS-linked cognitive deficits.

### Morphometric analyses of Ptpn11^D61Y^ neurons

Since RASopathies are neurodevelopmental disorders [22] and since there is evidence that Ptpn11 is required for neuronal outgrowth [23], we tested whether the expression of Ptpn11^D61Y^ affects neuronal morphology and synaptogenesis. To this end, we analyzed axonal outgrowth and dendritic arborization in cultured hippocampal neurons derived from Ptpn11^D61Y^ newborns and their control littermates. Cultured cortical neurons from mutants showed a 2-fold increase in the Ptpn11-specific PTP activity, which confirms the transgene activation also in neurons grown in vitro (Fig 3B; control vs. Ptpn11^D61Y^ 208±12% of control PTPase activity, n = 5 vs. 7, unpaired t-test, p≤0.0001). Dendrites and axons of neurons cultured for 5 days in vitro (DIV) were visualized by immunostaining with antibodies against MAP2 and Tau1, respectively (Fig 3A). The dendritic arborization was assessed by counting the number of intersections on the array of concentric circles centered over the cell body (Fig 3C) and plotting the number of intersection as a function of distance from the soma (Sholl analysis; Fig 3C and 3D). No significant differences were found in this analysis (Fig 3D and 3E; control vs. Ptpn11^D61Y^, 427.5±13 vs. 404.5±13, n = 137 vs. 134 cells from 3 experiments, p≥0.05; unpaired t-test). The length of the longest outgrowing neurite did also not differ between the genotypes (Fig 3F; control vs. Ptpn11^D61Y^, 249±9 vs. 243±11 μm, n = 187 vs. 188 cells from 3 experiments, p≥0.05, unpaired t-test). Thus, the Ptpn11^D61Y^ mutation does not lead to profound changes in the neuronal morphology *in vitro*, which is consistent with the unchanged gross brain morphology in these mice (Fig 1G).

**Fig 3:**
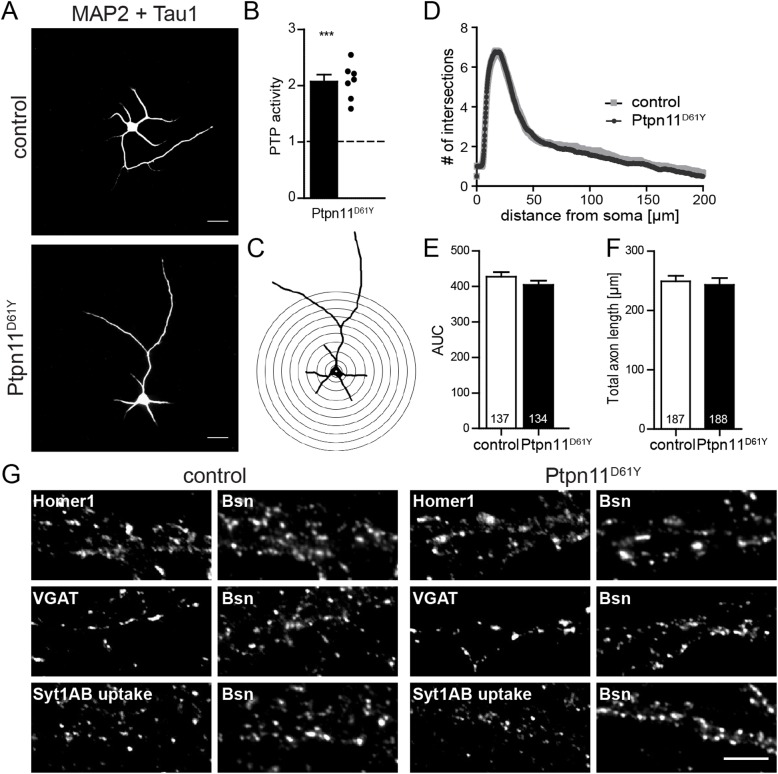
Morphometric analysis of Ptpn11^D61Y^ neurons. **(A)** DIV5 neurons were stained with antibodies against the dendritic marker MAP2 and the axonal marker Tau1 for the assessment of dendritic arborization and axonal outgrowth. Scale bar: 50 μm. **(B)** The Ptpn11-specific PTP activity showed a 2-fold increase in cultured cortical Ptpn11^D61Y^ neurons compared to controls. The points indicate the values from cultures derived from individual animals. **(C)** Example image of a neuron from (A) after binarization and placement of the array of concentric circles used for Sholl analysis. **(D)** Sholl analysis of DIV5 neurons is shown, where the number of ramifications is plotted against the distance from the soma. **(E, F)** The area under the curve (AUC) in Sholl analysis **(E)** and the axonal length **(F)** do not differ between control and Ptpn11^D61Y^ neurons. **(G)** Immunostaining of excitatory (positive for Homer1), inhibitory (positive for VGAT) and active (showing the syt1AB uptake) synapses in DIV14 neurons from control and Ptpn11^D61Y^. Scale bar: 5 μm. Data are presented as mean ± SEM and analyzed using unpaired t-test. The numbers in columns indicate the number of cells analyzed.

Next we tested whether the neuronal expression of Ptpn11^D61Y^ affects synaptogenesis. Synapses were quantified within 20 μm long segments of proximal dendrites. Excitatory synapses were identified as puncta co-labeled with the presynaptic marker Bassoon (Bsn) and the marker of excitatory postsynapses Homer1. Inhibitory synapses were labeled for the markers vesicular GABA transporter (VGAT) and Bsn. The number of excitatory and inhibitory synapses was not altered, comparing control and Ptpn11^D61Y^ neurons (Fig 3G; control vs. Ptpn11^D61Y^; excitatory: 46±2 vs. 48±2 puncta, n = 183 vs. 185 cells from 11 experiments; inhibitory: 17±2 vs. 16±1 puncta, n = 49 vs. 47 cells from 3 experiments). Usually, a significant fraction of synapses are functionally silent despite their normal morphological appearance [24]. To visualize active presynapses undergoing evoked neurotransmitter release, we depolarized living neurons by a brief application of 50 mM KCl in the presence of an antibody against the luminal epitope of synaptotagmin1 (Syt1 AB). This antibody binds to its epitope when exposed to the synaptic cleft during synaptic vesicle fusion and is taken up during compensatory endocytosis [25]. We did not observe significant differences in the density of active presynaptic boutons between the genotypes (Fig 3G; 13±1 vs. 12±1 puncta per 20 μm dendrite, n = 82 vs. 61 cells from 5 experiments). Altogether these experiments suggest a normal synaptogenesis in Ptpn11^D61Y^ neurons.

### Surface expression of synaptic glutamate receptors is altered in Ptpn11^D61Y^ neurons

Ras signaling has been implicated in the regulation of the delivery of AMPARs to the postsynaptic plasma membrane [26], which is a major determinant of the sensitivity of postsynapses to the neurotransmitter glutamate. To test a possible dysregulation of AMPAR trafficking in Ptpn11^D61Y^ neurons, we quantified the overall synaptic expression of AMPARs (total) and the fraction of AMPARs residing on the surface of spines (surface). In fact only surface receptors can be activated by neurotransmitter and thus represent the fraction contributing to synaptic transmission. To this end, we stained hippocampal neurons prepared from control and Ptpn11^D61Y^ animals with an antibody binding to the extracellular epitopes of all AMPAR isoforms 1–4 (panGluA) and antibodies specific for the subunits GluA1 and GluA2 (Fig 4A and 4B, and S1 Fig; see S1.1 and S1.2 Tables for all values). Receptors on the surface were visualized by the incubation of living cells with the respective antibody followed by fixation and imaging. To quantify the total synaptic expression of AMPARs immunostaining was done on fixed cells. There were no changes in the number of synapses showing surface immunoreactivity for any tested antibody comparing Ptpn11^D61Y^ to control neurons (Fig 4C and S1 Fig). Nevertheless, our quantification revealed a slight decrease in the intensity of the GluA2 surface staining in Ptpn11^D61Y^ neurons (Fig 4B and S1 Fig; 86±4% of controls, p<0.05, unpaired t-test). Regarding the total synaptic expression of AMPARs we observed no significant differences using panGluA or GluA2 antibodies. However, the number of stained synapses and their staining intensity for GluA1 were decreased by about 25% in Ptpn11^D61Y^ neurons (Fig 4A and 4C and S1 Fig). The unchanged surface expression of GluA1 in spines showing lower total expression argues for less efficient endocytosis of this subunit, which was tested in the following experiment. The surface fraction of GluA1 receptors was labeled using a specific antibody in living cells incubated at 4°C to transiently block membrane trafficking. Then, the endocytosis was monitored upon the release of temperature block by immunostaining as described previously [27]. In this assay, we observed less internalized GluA1 in Ptpn11^D61Y^ neurons (Fig 4D; 62%±6 of control, p<0.01, unpaired t-test) supporting an aberrant trafficking of GluA1-containing AMPARs in spines of neurons expressing the *Ptpn11*^*D61Y*^ allele.

**Fig 4:**
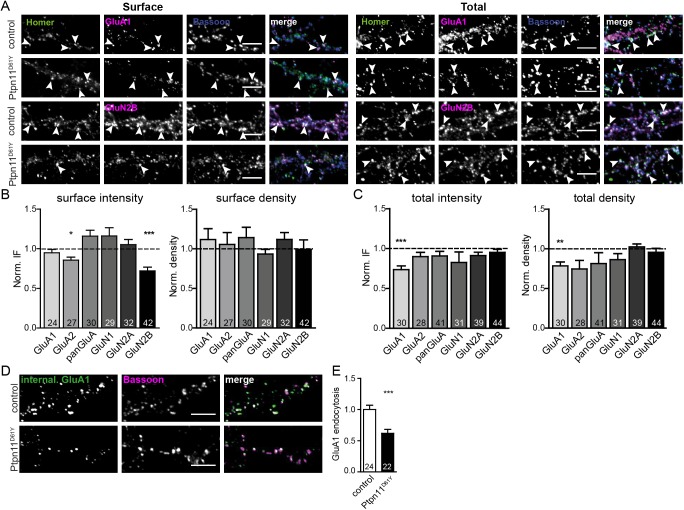
Synaptic expression and surface trafficking of glutamate receptors is affected in Ptpn11^D61Y^. **(A)** Representative examples of the staining of synaptic surface (left) and total (right) glutamate receptors containing GluA1 or GluN2B subunit in neurons from control and from Ptpn11^D61Y^. Excitatory synapses were stained for Homer1 and Bassoon. **(B, C)** Synaptic IF intensity and density (puncta per 20 μm of proximal dendrite) of surface **(B)** and total **(C)** staining for all tested receptor subunits are shown. Values are normalized to the respective value in control, represented by the dashed line in the graphs. Note the reduced surface expression of GluA2 and GluN2B and the decrease of the overall expression of GluA1 in Ptpn11^D61Y^ neurons as compared to controls. All numerical values and statistics are listed in S1 Table. **(D, E)** The rate of internalization of the GluA1-containing AMPARs is reduced in Ptpn11^D61Y^ cells. Scale bars: 5 μm. Data are presented as mean ± SEM and analyzed using unpaired t-test (*p≤0.05, **p≤0.01, ***p≤0.001). Numbers in columns indicate the number of cells analyzed.

Next we tested potential changes in the expression of N-methyl-D-aspartate receptors (NMDARs) in Ptpn11^D61Y^ neurons. The total expression levels and the number of stained synapses were unchanged for GluN1, GluN2A and GluN2B subunits of NMDARs (for all numerical values see S1.1 and S1.2 Tables). However, we observed a significant decrease of the GluN2B-subunit containing receptors on the surface of Ptpn11^D61Y^ neurons (Fig 4A–4C and S1 Fig; 72±5% of control, p<0.001, unpaired t-test). In summary, these data reveal notable changes in the regulation of the surface expression of synaptic AMPARs and NMDARs in Ptpn11^D61Y^ neurons and suggest their aberrant trafficking as a potential underlying mechanism.

### Activity-induced phosphorylation of ERK

To investigate, how the expression of the overactive *Ptpn11*^*D61Y*^ allele affects the basal and neuronal activity-induced Ras/MAPK signaling, we assessed the phosphorylation of the main downstream target of this pathway, ERK, in acute hippocampal slices from 8 to 11 weeks old Ptpn11^D61Y^ animals and their control siblings. Slices were treated with vehicle or 2.5 mM 4-aminopyridine (4AP) and 50 μM Bicuculline (Bic) for 10 min. This treatment is well established to rapidly enhance neuronal activity and leads to ERK phosphorylation [28]. Immediately after the treatment slices were collected, tissue lysates were prepared and processed for analyses by quantitative immunoblots (Fig 5A and 5B). The expression of total ERK and its phosphorylated active form (pERK) was measured and the ratio of pERK/ERK was calculated. The basal pERK level was significantly increased in Ptpn11^D61Y^ samples as compared to controls (Fig 5D; 156±11% of control). The total ERK expression in Ptpn11^D61Y^ samples was also increased but to a lesser extent (Fig 5E; 138±13% of control). As a consequence, the average ratio of the basal pERK/ERK was slightly increased in mutant slices (Fig 5C; 120±7% of control), but this difference did not reach statistical significance. The stimulation of synaptic activity induced a significant rise of pERK levels in controls (Fig 5D; 179±8% of control basal levels), but completely failed to do so in Ptpn11^D61Y^ slices. Here, the pERK levels rose only to 109±8% compared to the basal activity level in the mutant and correspond to 170±14% of the basal activity level in control slices (Fig 5D). The total ERK level was not significantly changed after the induction of activity compared to the basal levels in any of both genotypes (Fig 5E, control vs. Ptpn11^D61Y^: 120±5% vs. 101±9% of basal levels in respective genotype). Correspondingly, the induction of neuronal activity increased the pERK/ERK ratio significantly only in controls but not in Ptpn11^D61Y^ slices (Fig 5C, 141±6% vs. 104±8% of basal activity in the respective genotype). This analysis indicates an aberrant neuronal activity-induced ERK signaling in Ptpn11^D61Y^ mice.

**Fig 5:**
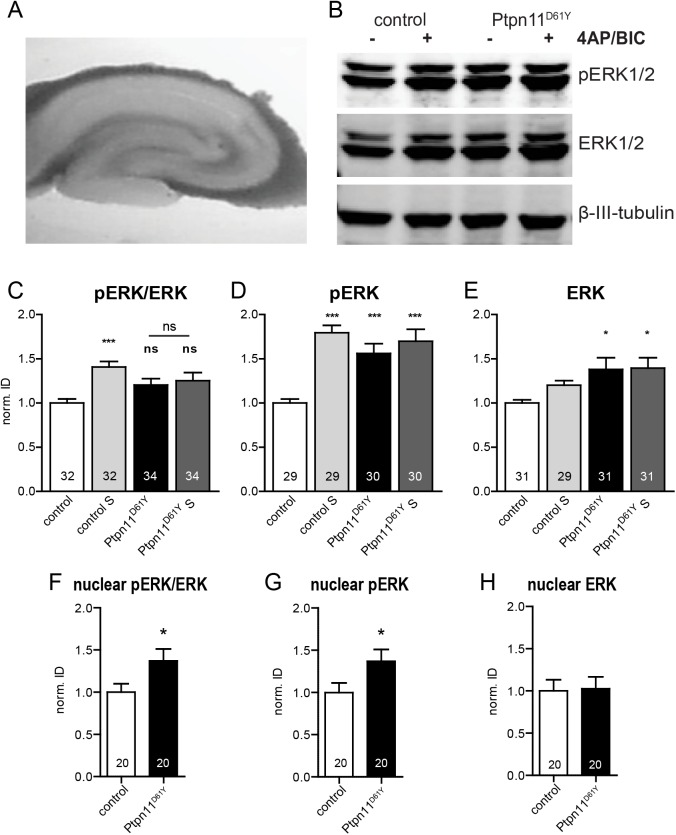
Neuronal activity-induced phosphorylation of ERK is disturbed in Ptpn11^D61Y^. **(A)** Exemplary photograph of an acute slice used for experiments. **(B)** Western blot of lysates from control and Ptpn11^D61Y^ acute slices treated with 4AP/Bic (**+**) or vehicle (**-**) for 10 minutes and probed with antibodies against pERK, ERK and β-III-tubulin. The latter was used as a loading control. **(C-E)** Quantification of the Western blot experiment as exemplified in B is shown. The stimulation of control slices led to a significant increase of the pERK level **(C, D)**. The basal pERK level was increased in Ptpn11^D61Y^ slices compared to controls. No further increase of pERK immunoreactivity could be detected upon stimulation of neuronal activity **(C, D)**. Note the increased total expression of ERK in the slices from Ptpn11^D61Y^ in the basal state and upon stimulation **(E)**. **(F-H)** The quantification of ERK phosphorylation in the nuclear fraction prepared from forebrains indicates an increase in the pERK level in the samples from Ptpn11^D61Y^ animals as compared to controls. Data are shown as mean ± SEM and analyzed using either one-way ANOVA followed by Bonferroni´s multiple comparison test or unpaired t-test (*p≤0.05, ***p≤0.001). The number of replicates from a total of three independent experiments is indicated in the columns of the graph.

Increased neuronal activity induces ERK phosphorylation and its subsequent translocation to the soma, where it is transported into the nucleus. This mechanism is of key importance for ERK-mediated control of neuronal activity-regulated gene expression [18,29]. To investigate the nuclear pERK levels we isolated nuclear fractions from forebrains of Ptpn11^D61Y^ and control animals and analyzed them in quantitative immunoblots. The nuclear pERK level was significantly increased in Ptpn11^D61Y^ compared to controls (Fig 5G; 137±14% of control), while the total nuclear ERK level was unchanged (Fig 5H; 103±14% of control). Consequently the ratio of nuclear pERK/ERK was higher in Ptpn11^D61Y^ samples (Fig 5F; 137±14% of control), indicating changes in nuclear pERK upon expression of overactive Ptpn11^D61Y^.

To further dissect the effect of the Ptpn11^D61Y^ expression on the activity-induced nuclear translocation of pERK, we moved on to neuronal cultures that allow an easy pharmacological modulation of neuronal activity and an assessment of the subcellular distribution of pERK by immunostaining. The nuclear abundance of pERK in the basal state was increased in 14 DIV old Ptpn11^D61Y^ neurons similarly as it was observed in the nuclear fractions of the forebrain extracts (Figs 5 and 6). Here, the basal nuclear pERK level in Ptpn11^D61Y^ was also increased compared to control (Fig 6; 120±4% of basal control level; p<0.001, unpaired t-test). The treatment with 4AP and Bic for 30 min induced a significant rise in the nuclear pERK level in controls, while there was no further increase in the nuclear pERK in Ptpn11^D61Y^ neurons (Fig 6; control 4AP/Bic: 165±6%, Ptpn11^D61Y^ basal: 120±4%; Ptpn11^D61Y^ 4AP/Bic: 131±5% of basal control level). To test whether this difference results from an increased signaling downstream of Ras, we applied SL327 (1 μM), a potent inhibitor of MEK1, to neurons of both genotypes 24 hours prior to activity induction. The treatment with SL327 neither affected the basal pERK level nor the activity-induced increase in nuclear pERK level in controls (Fig 6; control basal + SL327: 92±4%, control 4AP/Bic + SL327: 140±6%). Importantly, the SL327 treatment fully normalized the nuclear pERK level in Ptpn11^D61Y^ neurons (Ptpn11^D61Y^ basal + SL327: 96±7% of basal control) and restored the activity-induced phosphorylation and nuclear import of ERK in Ptpn11^D61Y^ neurons (Fig 6; Ptpn11^D61Y^ 4AP/Bic + SL327: 149±7% of basal control). These data support the notion that the impaired activity-induced ERK activation and nuclear translocation in Ptpn11^D61Y^ neurons result from an increased activation of Ras/MAPK signaling.

**Fig 6:**
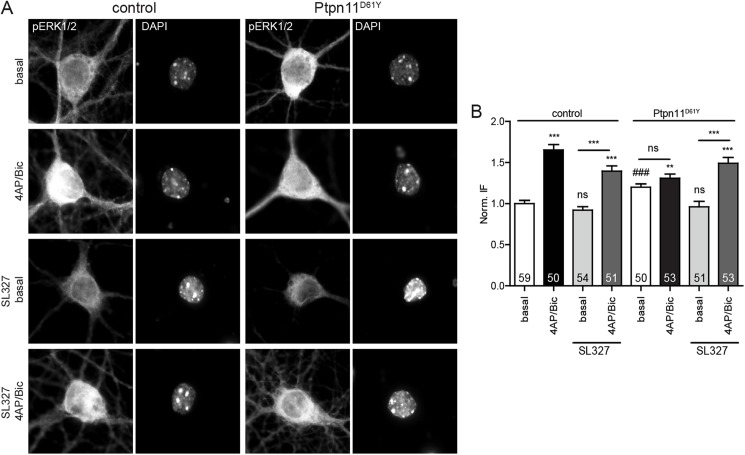
Activity-induced increase of pERK is abolished in Ptpn11^D61Y^ neurons and can be restored upon MEK1 inhibition. Staining **(A)** and quantification **(B)** of pERK in nuclei (marked by DAPI) of excitatory neurons revealed elevated basal nuclear pERK levels in Ptpn11^D61Y^ neurons. The basal levels of nuclear pERK significantly differ between the genotypes (unpaired t-test, ###p≤0.001). The stimulation of neuronal activity induces a rapid increase in the nuclear pERK level (in relation to the basal levels) in control neurons but not in those from Ptpn11^D61Y^ mice. The inhibition of MEK1 using SL327 for 24 h prior to the stimulation normalized the elevated basal pERK in nuclei of Ptpn11^D61Y^ neurons and fully restored the activity-induced increase of nuclear pERK. The identical treatment affected neither the basal nuclear pERK levels nor their stimulation-induced increase in control neurons. Data are presented as mean ± SEM; numbers in columns indicate the numbers of analyzed cells. Significance is assessed using unpaired t-test and one-way ANOVA followed by Bonferroni´s multiple comparison test (**p≤0.01, ***p≤0.001).

To further investigate the nuclear translocation of pERK in presence of Ptpn11^D61Y^ we performed time course experiments in cultured hippocampal neurons. We induced the nuclear translocation of pERK either by pharmacological stimulation of neuronal activity using 2.5 mM 4-AP and 50 μM Bic or by application of brain-derived neurotrophic factor (BDNF, 100 ng/μl). BDNF is a natural binding partner of the tropomyosin receptor kinase B (TrkB) that is known to signal via the Ras/MAPK pathway [30]. We quantified the nuclear pERK level 10 min, 1, 3 and 24 h after the onset of the respective treatment (Fig 7). Only excitatory neurons that express the overactive *Ptpn11*^*D61Y*^ allele in our animal model and that were negative for staining against GAD65, a broad marker of inhibitory cells, were considered for this analysis. Both treatments resulted in a rapid increase in nuclear pERK in control, even though the temporal profile of activation differed between the two treatments. Increased neuronal activity induced a biphasic activation profile with an early peak between 10 min and 1 h, followed by a decline of the nuclear pERK level 3 h after the onset of the treatment and a second peak in the nuclear pERK level after 24 h (Fig 7A and 7B; 10 min: 166±8%; 1 h: 171±15%; 3 h: 122±9%; 24 h: 162±15% of basal control, one-way ANOVA). The BDNF treatment showed a fast and persistent increase of the nuclear pERK level at all time points measured (Fig 7C and 7D; 10 min: 180±15%; 1 h: 172±12%; 3 h: 161±10%; 24 h: 177±17% of unstimulated control, one-way ANOVA). In contrast, in Ptpn11^D61Y^ neurons that have an increased nuclear pERK level already in the basal state, both treatments failed to induce a further increase in the nuclear pERK level (Fig 7A and 7B; 4AP/Bic: basal: 179±14%; 10 min: 164±12%; 1 h: 98±9%; 3 h: 107±7%; 24 h: 156±11% of basal control; Fig 7C and 7D; BDNF: basal: 142±10%; 10 min: 134±13%; 1 h: 171±12%; 3 h: 181±18%; 24 h: 161±16% of basal control, one-way ANOVA). Interestingly, 1 h after the induction of neuronal activity a notable drop in the nuclear pERK level was evident in the mutant, while control neurons still showed peak levels of pERK. This suggests that not only the magnitude of ERK phosphorylation and nuclear translocation, but also the temporal dynamics of neuronal Ras/MAPK signaling are disturbed in Ptpn11^D61Y^.

**Fig 7:**
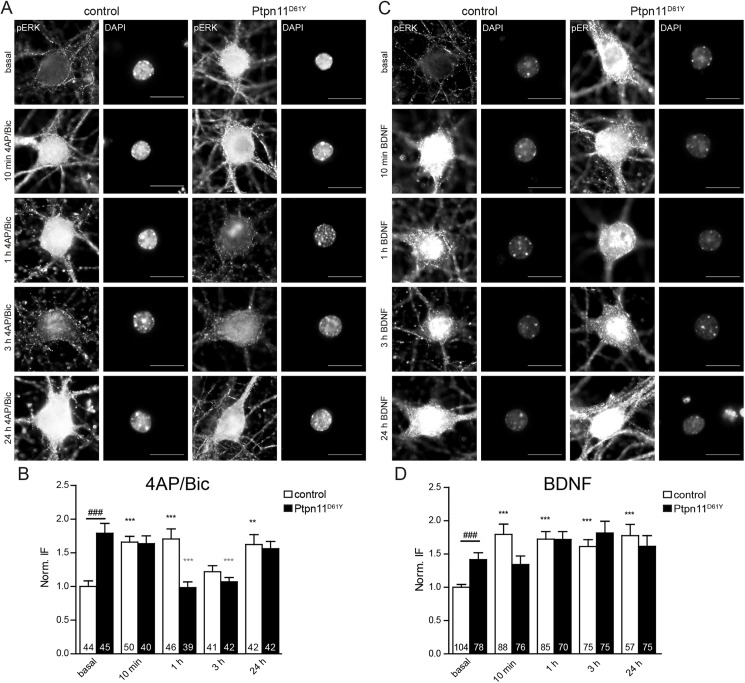
Time course of nuclear pERK accumulation induced by neuronal activity or BDNF is affected in Ptpn11^D61Y^ neurons. **(A, C)** Neurons of both genotypes are stained for pERK at different time points upon 4AP/Bic **(A)** or BDNF **(C)** application. DAPI staining was used as nuclear mask. Scale bar: 10 μm. **(B, D)** Quantification of the nuclear pERK level as exemplified in the staining in **A** and **C**. The basal levels of nuclear pERK significantly differ between the genotypes (unpaired t-test, ### p≤0.001). The time course upon stimulation by both stimuli differed between Ptpn11^D61Y^ and control neurons. Data are shown as mean ± SEM and numbers in columns of graphs indicate number of analyzed cells. The stimulation-induced changes were compared to basal pERK levels in each genotype and significance was assessed using one-way ANOVA and Dunnett´s multiple comparison test (**p≤0.01 and ***p≤0.001) and shown in black for controls and in gray for Ptpn11^D61Y^ neurons.

To monitor the pERK-induced gene expression, we used a BDNF promoter activity reporter, in which the BDNF promoters I and II drive the transcription of the EGFP coding sequence (Fig 8A). This promoter region contains a cAMP-response element (CRE), the binding site of the CRE-binding protein (CREB), which is an important downstream nuclear target of nuclear pERK (Fig 8B). We delivered this reporter to neurons from control and Ptpn11^D61Y^ animals grown for 14 DIV in low-density cultures using a viral vector. In these cultures, the basal nuclear pERK levels were comparable in Ptpn11^D61Y^ and control excitatory neurons (S2 Fig, 97±5% of control), which is likely due to very low endogenous network activity in these cultures. Consistently with the results from high-density cultures, the induction of activity using 4AP/Bic increased the nuclear pERK level in control neurons but failed to do so in the neurons from Ptpn11^D61Y^ (S2 Fig; control vs. Ptpn11^D61Y^: 136±8% vs. 99±4% of basal levels in control). We measured the nuclear EGFP fluorescence of the BDNF promoter activity reporter 30 min after the treatment with vehicle (basal conditions) or with 4AP/Bic. The increase in activity led to a notable rise in the expression of the reporter in control cells (Fig 8A and 8C; 129±9% of basal control level), but completely failed to do so in Ptpn11^D61Y^ neurons (84±5% of basal control level), which is in line with the aberrant activity-induced phosphorylation and nuclear translocation of ERK seen in these cells.

**Fig 8:**
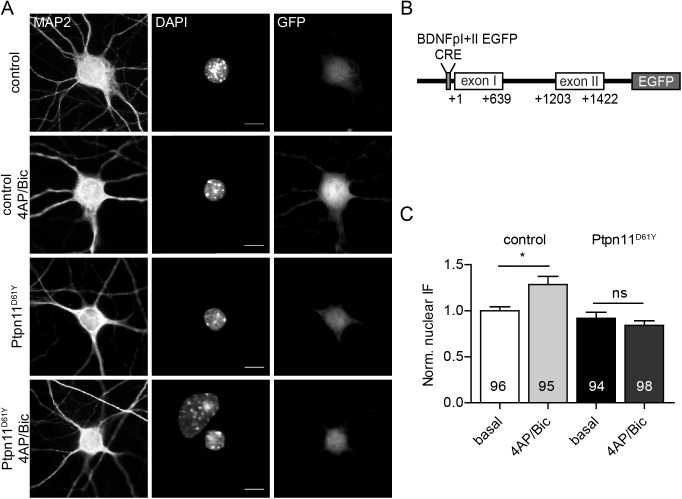
Activity-induced BDNF expression is affected in Ptpn11^D61Y^ neurons. **(A)** Representative images of neurons in low-density cultures infected with the lentivirus containing the BDNFpI+II EGFP reporter in basal conditions and upon treatment with 4AP/Bic for 30 min. Neurons are stained with antibodies against GFP to enhance the intrinsic EGFP signal, MAP2 as a neuronal marker, and DAPI. **(B)** Schema of the activity reporter, in which the BDNF promoters I and II drive the expression of EGFP. The cAMP response element (CRE) is depicted. **(C)** Quantification of the GFP IF that was measured in the nuclei of control and Ptpn11^D61Y^ neurons. The reporter signal increased significantly upon stimulation in control but not in Ptpn11^D61Y^ neurons. Data are shown as mean ± SEM and analyzed using one-way ANOVA followed by Bonferroni´s multiple comparison test (*p≤0.05) Scale bar: 10 μm.

### Neuronal activity-controlled gene expression in Ptpn11^D61Y^

To further investigate the effect of the overactive *Ptpn11*^*D61Y*^ allele on the regulation of neuronal gene expression, we performed an unbiased transcriptome analysis using acute hippocampal slices in the basal state and upon a 10 min pulse application of 4AP and Bic. 

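Hippocampal slices of 3 control and 3 Ptpn11D61Y animals, aged 8 to 11 weeks, were profiled on Mouse Gene 2.0 ST arrays in the basal state (B) and after stimulation (S), so that 12 arrays form 4 groups of 3. Stimulation was a 10 min pulse of 2.5 mM 4AP, a blocker of voltage-gated potassium channels, with 50 µM bicuculline, a GABAA receptor antagonist, and RNA was taken 3 h after the pulse. Ptpn11, which encodes the phosphatase SHP2, had a log2 fold change of -0.09 ± 0.20 (standard error, n = 3 arrays per group) in Ptpn11D61Y against control B, and of -0.05 ± 0.20 in S (adjusted p = 1 for each from limma). The array reads the level of the transcript and not its D61Y codon. Each array gave a signal for 41345 transcript clusters, of which 23521 carry 1 gene symbol, 1814 several and 16010 none. The authors computed the signals with PLIER, with background correction and quantile normalization. The signals are on a linear scale and were taken here to log2 with a floor of 1, which 2.89% of the values lay under. The number of arrays limits the precision: the smallest exact two-sided permutation p for 3 arrays against 3 is 0.1.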

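Median signals still differed between the arrays, from 36.5 in control S replicate 1 to 58.1 in Ptpn11D61Y B replicate 1. The 8 arrays of replicates 2 and 3 correlated with each other across clusters at r = 0.942 to 0.965. Replicate 1 of control B, Ptpn11D61Y B and Ptpn11D61Y S correlated with those 8 at only 0.871 to 0.894, and replicate 1 of control S with all other arrays at 0.84 to 0.916. Transcript clusters are not independent replicates, and these r serve only to compare arrays. Group differences were estimated with limma on all 12 arrays, with a trend of the variance on the signal. The filter used in the passages on gene counts is the paper's: a fold of at least 1.5 either way and an unadjusted p under 0.05. Centring the arrays on their median moved the median log2 change over all clusters from -0.10 to 0.10 in control S vs. B, and from 0.06 to -0.09 in Ptpn11D61Y S vs. control S.

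**Figure D1:**
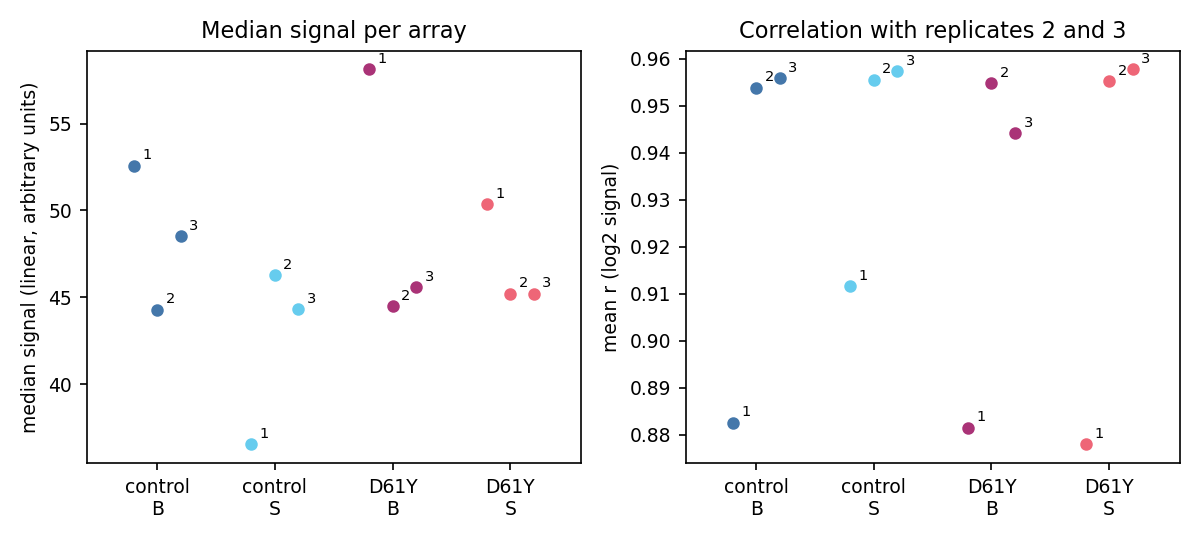
Median linear signal of each array (left) and its mean correlation r with the arrays of replicates 2 and 3 (right), for control B, control S, Ptpn11D61Y B and Ptpn11D61Y S; each point is 1 array, numbered by replicate. The 4 arrays numbered 1 lie at 0.878 to 0.912 in the right panel and the other 8 at 0.944 to 0.958.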

To allow for changes in the expression of activity-regulated genes, slices were incubated for additional 3h before further processing. At this time point a robust increase of the mRNAs of BDNF and the activity-regulated cytoskeleton-associated protein (Arc) was seen in initial time-course experiments (S3 Fig). We analyzed the expression profiles from 4 different conditions: control slices and slices from Ptpn11^D61Y^ animals, both harvested either upon treatment with vehicle, i.e. in basal conditions (B) or upon stimulation with 4AP and Bic (S). The differential expression analysis was done for four comparisons: 1) Ptpn11^D61Y^ B vs. control B, 2) control S vs. control B, 3) Ptpn11^D61Y^ S vs. Ptpn11^D61Y^ B and 4) Ptpn11^D61Y^ S vs. control S (Fig 8A). For all analyses the filter criteria of ≥1.5/≤-1.5 fold change and p<0.05 for statistical significance were used to select differentially expressed genes (DEGs). All datasets are deposited in the GEO repository (GSE80061). DEGs that passed the filtering for each dataset are summarized in the heat-maps in Fig 9A.

**Fig 9:**
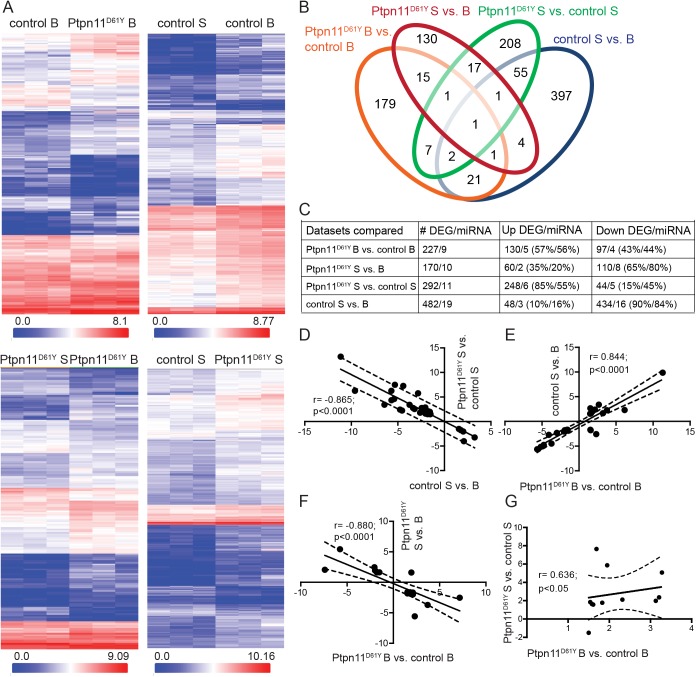
Analysis of DEGs in hippocampi of control and Ptpn11^D61Y^ mice in the basal state and after the stimulation of neuronal activity. **(A)** The heat maps show the expression levels of DEG transcripts for each analyzed dataset. Three biological replicates (columns) per condition are shown for all DEGs (rows). The color code in a logarithmic scale is given for the signal intensities of the DEGs and indicates a low (in blue) or high (red) expression. **(B)** The Venn diagram shows the number of DEGs in each dataset. The intersections indicate the number of genes regulated in two or more datasets. **(C)** The table shows the number of differentially expressed mRNAs and miRNAs as well as the direction of their regulation in each dataset. **(D-F)** Plots show the inter-dependency of the expressional regulations of the DEGs that are commonly regulated between the datasets. Each data point represents one DEG; the x- and y-axis indicate the level of regulation as fold change in a logarithmic scale in the dataset. The correlation coefficient (r) and p-value are indicated in the graphs. The black lines show the best fits; the dashed lines indicate the 95% confidence intervals.

We identified 227 DEGs for the comparison of the transcriptomes of Ptpn11^D61Y^ B vs. control B, thereof 57% of the transcripts were upregulated and 43% were downregulated. 

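In basal slices, Clec2d, a C-type lectin bound by receptors of natural killer cells, was higher in Ptpn11D61Y, with a log2 signal of 7.61 ± 0.17 against 6.65 ± 0.16 (SD, n = 3) and a log2 fold change of 0.96 ± 0.18 (standard error). The matrix protein Thbs4 was higher by 1.34 ± 0.30, the actin-severing protein Gsn by 0.66 ± 0.17 and the chloride importer Slc12a2 by 0.78 ± 0.24. Nkd1, an inhibitor of Wnt signaling, was higher by 0.90 ± 0.28 and Grem1, an antagonist of BMPs, by 0.77 ± 0.24. Ngfr, a neurotrophin receptor, was lower at -0.63 ± 0.25. Clec2d, Thbs4 and Grem1 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Gsn without control B replicate 1 (0.54), by Slc12a2 without control B replicate 1 or Ptpn11D61Y B replicate 3 (0.56 to 0.57), by Nkd1 without control B replicate 1 (0.57) and by Ngfr without control B replicates 1 or 3 or Ptpn11D61Y B replicates 1 or 2 (-0.58 to -0.52). In total, 538 of 41345 clusters passed the filter, 314 higher and 224 lower (58.4% higher). With the arrays centred on their median 302 were higher and 309 lower, and with the quantile normalization repeated 343 and 350. Without Ptpn11D61Y B replicate 1 the count was 1241, of which 32.4% were higher, and without replicate 1 of every group, an alternative chosen after the arrays were seen, 1732 with 37.9% higher. No cluster passed a Benjamini-Hochberg adjusted p of 0.05 in limma (0 of 41345, smallest adjusted p = 0.894). At an unadjusted p under 0.05 there were 610 clusters in limma, where 2067 are expected by chance for arrays without a link, and 806 in the methods' test, which also left 0 after adjustment. The residuals of the B arrays of the 2 genotypes correlate by replicate number, at 0.557, 0.358 and 0.186 for replicates 1 to 3 (highest with another number -0.284, 0.208 and 0.274), a link clear only for replicates 1 and 2, which the 2067 leaves out. The number was 1239 with the replicate number as a block and, in alternatives chosen after the arrays were seen, 3013 with replicates 2 and 3 alone and 4542 with array weights, with 0 past adjustment in each. The 3 arrays of one genotype all lay above those of the other in 4.51% of the clusters, where chance gives 10% for arrays without a link.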

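Markers of choroid plexus, vessel and meningeal cells were higher in Ptpn11D61Y B as groups. Of 11 choroid plexus markers, 8 were above 0 with a median log2 fold change of 1.12 (-0.05, 0.16 and 1.47 in replicates 1 to 3), led by the tight junction protein Cldn2 at 1.12 ± 0.39 and the transthyretin gene Ttr at 3.46 ± 1.29. Ttr had a log2 signal of 13.01 in Ptpn11D61Y B replicate 3 and 4.59 to 7.18 in the other 11 arrays. Of 14 endothelial markers, 12 were above 0 (median 0.34; 0.18, 0.05 and 0.49), with the transporter Slco1a4 at 0.83 ± 0.38. All 10 mural cell markers were above 0 (median 0.33; 0.35, 0.12 and 0.16; none past the filter; Acta2 at 0.73 ± 0.40), as were 13 of 15 meningeal fibroblast markers (median 0.21; 0.35, 0.00 and 0.58), of which Thbs4 also passed when adjusted over the list alone. The adjusted p from limma's camera over 40 gene lists was 4.56e-05, 3.66e-04, 0.00166 and 0.00119 for the 4 groups. With an estimated correlation it was adjusted p = 0.441, 0.50, 0.245 and 0.339. Of these calls, the following ended without 1 array: without Ptpn11D61Y B replicate 3 it was 0.308 for choroid plexus markers, 0.830 for endothelial markers, 0.175 for mural cell markers and 0.142 for meningeal fibroblast markers; without control B replicate 1 it was 0.0725 for endothelial markers; without Ptpn11D61Y B replicate 1 it was 0.0649 for meningeal fibroblast markers. The filter was missed by Cldn2 without Ptpn11D61Y B replicate 3 (0.77), Ttr without control B replicates 2 or 3 (3.11 to 3.27) and by Slco1a4 without control B replicates 1 or 3 or Ptpn11D61Y B replicates 1 or 3 (0.63 to 0.85).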

As expected, stimulation of neuronal activity led to a significant reprograming of gene expression patterns (control S vs. B). 

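Genes that neuronal activity is known to induce were higher in stimulated control slices as a group. Bdnf and Arc, whose mRNA the paper found robustly increased by qPCR at 3 h, did not pass the filter on the arrays. Bdnf was above 0, and Arc was slightly below it with a standard error larger than its change. Of 24 early activity genes, 22 were above 0, with a median log2 fold change of 0.34 and medians of 0.29, 0.24 and 0.15 in animals 1 to 3. Ier2 passed the filter at 0.64 ± 0.28 (standard error, n = 3 arrays per group), while Klf4 was at 0.44 ± 0.39, Btg2 at 0.28 ± 0.27 and Atf3 at 0.35 ± 0.39. Of 24 late activity genes, 19 were above 0 with a median of 0.13 and none past the filter; the neuropeptide gene Crh was at -0.38 ± 0.28 and the vesicle protein gene Syt4 at 0.36 ± 0.27. Excitatory neuron markers had a median of 0.30 (0.30, -0.01 and 0.72 in animals 1 to 3; Calb1 at 0.68 ± 0.32) and glutamate receptor genes one of 0.13 (0.37, 0.10 and -0.04), again with no member past the filter. The adjusted p from limma's camera was 0.00540 for the early and 0.0453 for the late activity genes, 0.0102 for the excitatory markers and 0.0212 for the glutamate receptors. With an estimated correlation it was adjusted p = 0.756 for each of the 4. Leaving out 1 array at a time ended these calls as follows: without control B replicate 1 it was 0.0770 for early activity genes, 0.825 for late activity genes, 0.108 for excitatory neuron markers and 0.643 for glutamate receptor genes with the direction turned; without control S replicate 2 it was 0.137 for late activity genes and 0.105 for glutamate receptor genes; without control S replicate 3 it was 0.153 for late activity genes, 0.126 for excitatory neuron markers and 0.0962 for glutamate receptor genes; without control B replicate 3 it was 0.0500 for excitatory neuron markers. With replicates 2 and 3 alone, chosen after the arrays were seen, it was 0.00169 for the early and 0.214 for the late activity genes.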

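Cyp4f18, which inactivates leukotriene B4, was lower in stimulated than in basal control slices, with a log2 signal of 4.13 ± 0.18 against 5.30 ± 0.35 (SD, n = 3) and a log2 fold change of -1.16 ± 0.29 (standard error). The matrix protein Sned1 was at -0.90 ± 0.24, the choline dehydrogenase Chdh at -0.76 ± 0.22, the growth factor receptor Fgfr4 at -0.84 ± 0.25 and the tubulin-modifying enzyme Vash2 at -0.69 ± 0.22. Also lower were Pde6h, known from cone photoreceptors, at -0.99 ± 0.26, the pancreatic beta cell factor Mafa at -0.65 ± 0.19 and the eye and forebrain factor Six3 at -0.86 ± 0.25. Mrpl22, a protein of the mitochondrial ribosome, was higher by 0.80 ± 0.25. Cyp4f18, Sned1, Chdh, Fgfr4, Pde6h and Six3 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Vash2 without control B replicate 1 (-0.53), by Mafa without control S replicate 1 (-0.54) and by Mrpl22 without control B replicate 1 (0.53). Of 41345 clusters, 1311 passed the filter, 1095 of them lower (83.5%) and 216 higher. With the arrays centred on their median, 51.7% of 1102 were lower, and with the quantile normalization repeated 53.2% of 1060. The count was 550 without control B replicate 1, 659 without control S replicate 1, 2053 without control S replicate 2 and 2001 without control S replicate 3. With the animal as a random block it was 2303. In replicates 2 and 3 alone, 969 passed and 54.7% of them were lower. In limma 0 clusters passed the adjusted p of 0.05 (smallest 0.912; 1468 at an unadjusted p under 0.05), and in the methods' test also 0 (1370 unadjusted).

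**Figure D2:**
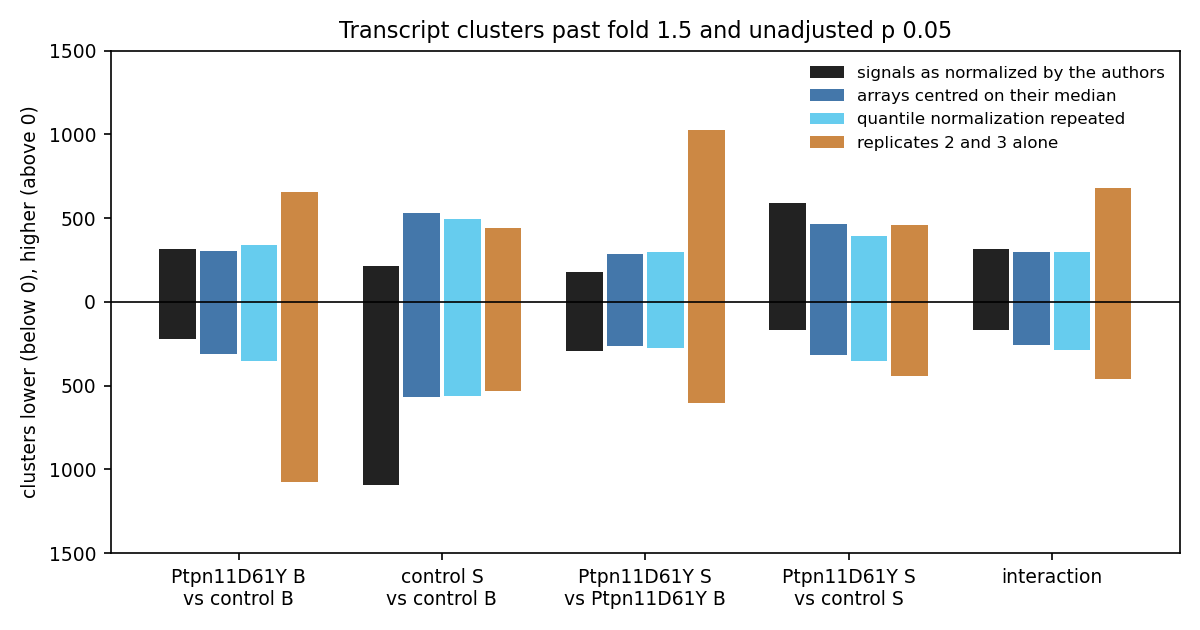
Number of clusters past the filter that were higher (above 0) and lower (below 0) in each comparison, with the signals as normalized by the authors, with the arrays centred on their median, with the quantile normalization repeated, and with replicates 2 and 3 alone. In control S vs. control B, 1095 were lower with the authors' signals and 570 with centred arrays.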

In total 482 DEGs fulfilled the selection criteria, thereof only 10% were upregulated, 90% showed a downregulation. The same treatment in Ptpn11^D61Y^ slices resulted in the regulation of only 170 genes, thereof 35% genes were upregulated and 65% were downregulated. This indicates a much lower complexity of activity-induced expressional regulation in Ptpn11^D61Y^ compared to controls. 

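In Ptpn11D61Y slices, stimulation went with a higher signal of Popdc3, a cAMP-binding membrane protein, at 1.35 ± 0.43 (log2 fold change ± standard error, n = 3 arrays per group), and of Ptcd2, a mitochondrial RNA-processing protein, at 0.65 ± 0.25. The leukotriene C4 synthase Ltc4s was lower at -1.03 ± 0.34, the collagens Col9a3 and Col8a2 at -1.08 ± 0.39 and -0.92 ± 0.34, the guidance cue Sema3b at -0.76 ± 0.26 and Fgfr4 at -0.70 ± 0.25. The water channel Aqp1 of the choroid plexus was at -1.03 ± 0.35. All 11 choroid plexus markers were below 0 (median -1.12, with -0.25, -0.28 and -1.70 in animals 1 to 3), with Clic6 at -2.24 ± 0.93. In Ptpn11D61Y B replicate 3, the array with the high Ttr signal, the markers' median deviation from their mean over all arrays was 1.56. It was at most 0.12 in every other array, so the size of the drop rests largely on this basal array. Of 73 snoRNA genes, 54 were above 0 (median 0.16; -0.31, 0.25 and 0.38 in animals 1 to 3), with Snora28 at 0.72 ± 0.27, and of 13 interneuron markers 12 were (median 0.24; -0.20, 0.43 and 0.25; Htr3a at 0.40 ± 0.30), none past the filter. The adjusted p from limma's camera was 6.78e-10 for the choroid plexus, 1.50e-04 for snoRNA and 0.0134 for interneuron genes. With an estimated correlation it was adjusted p = 0.859, 0.990 and 0.990. For the interneuron markers it was 0.0821 without Ptpn11D61Y B replicate 1 and 0.179 without Ptpn11D61Y S replicate 2. Popdc3 and Fgfr4 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Ptcd2 without Ptpn11D61Y B replicates 1 or 3 or Ptpn11D61Y S replicate 2 (0.50 to 0.61), by Ltc4s without Ptpn11D61Y B replicate 3 (-0.59), by Col9a3 without Ptpn11D61Y B replicate 3 (-0.52), by Col8a2 without Ptpn11D61Y B replicate 1 or Ptpn11D61Y S replicate 3 (-0.81 to -0.64), by Sema3b without Ptpn11D61Y B replicate 3 (-0.52) and by Aqp1 without Ptpn11D61Y B replicate 3 (-0.60).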

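Past the filter were 473 clusters in Ptpn11D61Y S vs. B, 181 higher and 292 lower (61.7% lower). Centring the arrays gave 550 with 47.6% lower, and repeating the quantile normalization 576 with 47.9% lower. The count was 757 without Ptpn11D61Y B replicate 1, with only 29.3% lower, 753 without Ptpn11D61Y B replicate 2 and 956 without Ptpn11D61Y S replicate 1. With the animal as a random block it was 841, and without replicate 1 of every group 1632. The adjusted p of 0.05 was passed by 0 clusters in limma (smallest 0.300; 525 at an unadjusted p under 0.05) and 0 in the methods' test (817 unadjusted). Bicdl2, which links cargo to dynein, had the smallest p of the genes named by rule, at -0.86 ± 0.26, with a log2 signal of 5.72 ± 0.29 in S against 6.58 ± 0.36 in B (SD, n = 3).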

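The activity response of each genotype is its S minus B difference, and the test of whether these responses differ is the interaction of genotype and stimulation. The potassium channel Kcnh8 had the higher response in Ptpn11D61Y, by a log2 difference of 1.36 ± 0.47 (standard error, 3 animals per genotype): its log2 signal went from 5.80 ± 0.20 to 4.85 ± 0.52 in control and from 5.90 ± 0.17 to 6.31 ± 0.60 in Ptpn11D61Y slices (SD, n = 3). Als2cl, a Rab5 regulator, was at 1.11 ± 0.39, the paraoxonase Pon1 at 1.34 ± 0.52, the DNA repair helicase Brip1 at 1.04 ± 0.41 and the homeobox gene Msx3 at 0.74 ± 0.26. The collagen Col8a2 had the lower response in Ptpn11D61Y, at -1.66 ± 0.48, as did the adhesion protein Mpzl2 at -0.96 ± 0.38. In total, 482 of 41345 clusters passed the filter for the interaction, 316 with a higher and 166 with a lower response (65.6% higher; 53.7% of 553 with centred arrays and 51.4% of 584 with the quantile normalization repeated). The animal is not part of this fit, and 957 clusters passed with it as a random block and 706 with it as a fixed block. The count was 1216 without Ptpn11D61Y B replicate 1 and 735 without control S replicate 3. With an adjusted p of at most 0.05 from limma there were 0, against 482 at an unadjusted p under 0.05, and 525 unadjusted in the methods' test, which also left 0. Kcnh8, Als2cl, Msx3 and Col8a2 stayed past the filter without each of the 12 arrays in turn, and the filter was missed by Pon1 without control B replicate 1, control S replicate 1, Ptpn11D61Y B replicate 2 or Ptpn11D61Y S replicate 1 (0.99 to 1.22), by Brip1 without control B replicates 1 or 3, control S replicate 1, Ptpn11D61Y B replicate 1 or Ptpn11D61Y S replicate 3 (0.71 to 1.01) and by Mpzl2 without control B replicate 2, control S replicate 2, Ptpn11D61Y B replicate 1 or Ptpn11D61Y S replicates 1 or 3 (-0.86 to -0.70). From the smaller number of regulated genes in the mutant, the paper concludes that activity-induced regulation is less complex in Ptpn11D61Y than in control slices.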

The transcriptome comparison of Ptpn11^D61Y^ S *vs*. control S revealed 292 DEGs, thereof 85% with higher and 15% with a lower expression in Ptpn11^D61Y^ compared to control, implying that the pronounced activity-induced transcriptional downregulation seen in controls is affected in the mutant (Fig 9B). 

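Of stimulated slices, those of Ptpn11D61Y had a higher signal of Sned1, at 1.00 ± 0.24 (log2 fold change ± standard error, n = 3 arrays per group), of the myeloid receptor Cd300ld at 1.27 ± 0.36 and of Kcnh8 at 1.47 ± 0.33. In control slices Sned1 and Cd300ld had been lower after stimulation, a comparison that uses the same control S arrays. Clec2d and Thbs4, higher in Ptpn11D61Y slices in the basal state, were also higher in the stimulated state, at 0.79 ± 0.18 and 1.02 ± 0.30. The mitotic motor Kifc1 was at 1.22 ± 0.31, the chloride channel Clcn1 at 0.64 ± 0.19 and Hhatl at 0.86 ± 0.27. On the lower side, Mir376c had a log2 signal of 0.16 ± 0.21 (SD) in Ptpn11D61Y S, near the floor, against 2.23 ± 0.52 in control S. Without each of the 6 arrays in turn, Sned1, Cd300ld, Kcnh8, Clec2d, Thbs4, Kifc1, Clcn1, Hhatl and Mir376c stayed past the filter. The filter was passed by 758 clusters, 590 higher and 168 lower (77.8% higher), against 59.7% higher of 784 with the arrays centred on their median and 52.7% of 744 with the quantile normalization repeated. Without control S replicate 2 the count was 1304, and in replicates 2 and 3 alone 899 with 50.8% higher. None passed the adjusted p of 0.05 in limma (0; smallest 0.407; 810 at an unadjusted p under 0.05) or in the methods' test (0; 898 unadjusted).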

DEGs coding for microRNAs (miRNAs) were identified in all datasets (Fig 8B). 

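Among 562 microRNA clusters, the filter was passed by 10 in Ptpn11D61Y B vs. control B (1 higher, 9 lower) and by 19 in control S vs. B (1 higher, 18 lower). In Ptpn11D61Y S vs. B it was passed by 6 (2 higher, 4 lower) and in Ptpn11D61Y S vs. control S by 11 (7 higher, 4 lower). With centred arrays the higher and lower were 3 and 10, 4 and 12, 3 and 3, and 4 and 7 in the 4 comparisons, and with the quantile normalization repeated 4 and 10, 6 and 10, 3 and 2, and 4 and 8. Mir877 had the smallest p of the microRNA clusters in 2 comparisons, at -2.29 ± 0.61 in Ptpn11D61Y S vs. B and -2.59 ± 0.61 in Ptpn11D61Y S vs. control S (log2 fold change ± standard error, n = 3 arrays per group). Mir344e and Mir5098 were higher in Ptpn11D61Y S than in control S, at 2.74 ± 0.74 and 2.46 ± 0.71. Without each of the 6 arrays in turn, Mir877, Mir344e and Mir5098 stayed past the filter. No microRNA cluster passed the adjusted p of 0.05 in limma (0 in each of the 4 comparisons; 10, 20, 6 and 12 at an unadjusted p under 0.05), nor in the methods' test. Leaving out 1 array at a time changed the first count to 5 without control B replicate 2, 5 without control B replicate 3, 30 without Ptpn11D61Y B replicate 1 and 4 without Ptpn11D61Y B replicate 3. The second became 7 without control B replicate 1, 10 without control S replicate 1 and 32 without control S replicate 2. The third became 10 without Ptpn11D61Y B replicate 1, 15 without Ptpn11D61Y B replicate 2, 15 without Ptpn11D61Y S replicate 1 and 10 without Ptpn11D61Y S replicate 2, and the last 23 without control S replicate 2, 20 without control S replicate 3, 6 without Ptpn11D61Y S replicate 1 and 22 without Ptpn11D61Y S replicate 3. The probes of a microRNA cluster match the precursor sequence, so the signal does not separate the precursor from the mature form.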

S2 Table contains the full lists of DEGs for all datasets. The regulation of selected regulated transcripts was confirmed by quantitative PCRs (qPCRs) with specific primers. The regulation of all 6 selected coding DEGs (Efna4, Pdgfra, Erbb3, Gabrr1 and Klb) and 5 out of 7 tested mature forms of miRNAs were confirmed (S3 Table).

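On the arrays, Pdgfra, the growth factor receptor of oligodendrocyte precursors, was higher in Ptpn11D61Y B than in control B, at 0.75 ± 0.18 (log2 fold change ± standard error, n = 3 arrays per group), and so was the neuregulin receptor Erbb3 at 0.73 ± 0.31. The ephrin Efna4 was lower in Ptpn11D61Y B, at -0.96 ± 0.31, and also in control S against control B, at -0.89 ± 0.31. Stimulated control slices had less signal of the GABA receptor subunit Gabrr1, at -1.50 ± 0.45, and of the FGF co-receptor Klb, at -1.40 ± 0.45. Of the miRNA clusters, miR-148a was at -1.35 ± 0.56, miR-30c-1 at -0.72 ± 0.31 and miR-126a at 1.37 ± 0.61 in Ptpn11D61Y B vs. control B. In control S vs. B, miR-350 was at -1.07 ± 0.47, miR-30c-1 at -0.97 ± 0.31, and miR-376c at 1.20 ± 0.54. miR-206 missed the filter; it had a log2 signal of 1.53 ± 0.85 (SD) in control B, and all 3 control S arrays were at the floor. miR-376c was lower in Ptpn11D61Y S, near the floor, than in Ptpn11D61Y B, where its log2 signal was 1.54 ± 0.61 (SD). On the arrays, the direction was kept without replicate 1. In the study's qPCR of mature forms, miR-30c-1 in Ptpn11D61Y B vs. control B and miR-206 in control S vs. B went the other way, without reaching significance. Pdgfra and Efna4 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Erbb3 without control B replicates 1, 2 or 3 or Ptpn11D61Y B replicates 1 or 3 (0.62 to 0.75), by Mir148a without control B replicates 1 or 3 or Ptpn11D61Y B replicates 2 or 3 (-1.22 to -1.14) and by Mir30c-1 without control B replicates 1, 2 or 3 or Ptpn11D61Y B replicates 2 or 3 (-0.79 to -0.58) in Ptpn11D61Y B vs. control B. Gabrr1, Klb and Mir30c-1 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Efna4 without control B replicate 2 or control S replicate 1 (-0.76 to -0.65), by Mir350 without control B replicates 1 or 2 or control S replicates 1, 2 or 3 (-1.16 to -0.88) and by Mir376c without control B replicates 1, 2 or 3 or control S replicates 2 or 3 (0.91 to 1.35) in control S vs. B. The miRNA clusters are dim, with group means of 0 to 4.63 log2 signal. The adjusted p from limma was 1 for the Ptpn11D61Y comparisons and 0.912 for control S vs. B; these genes were chosen by the study on the same arrays and are not independent evidence.

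**Figure D3:**
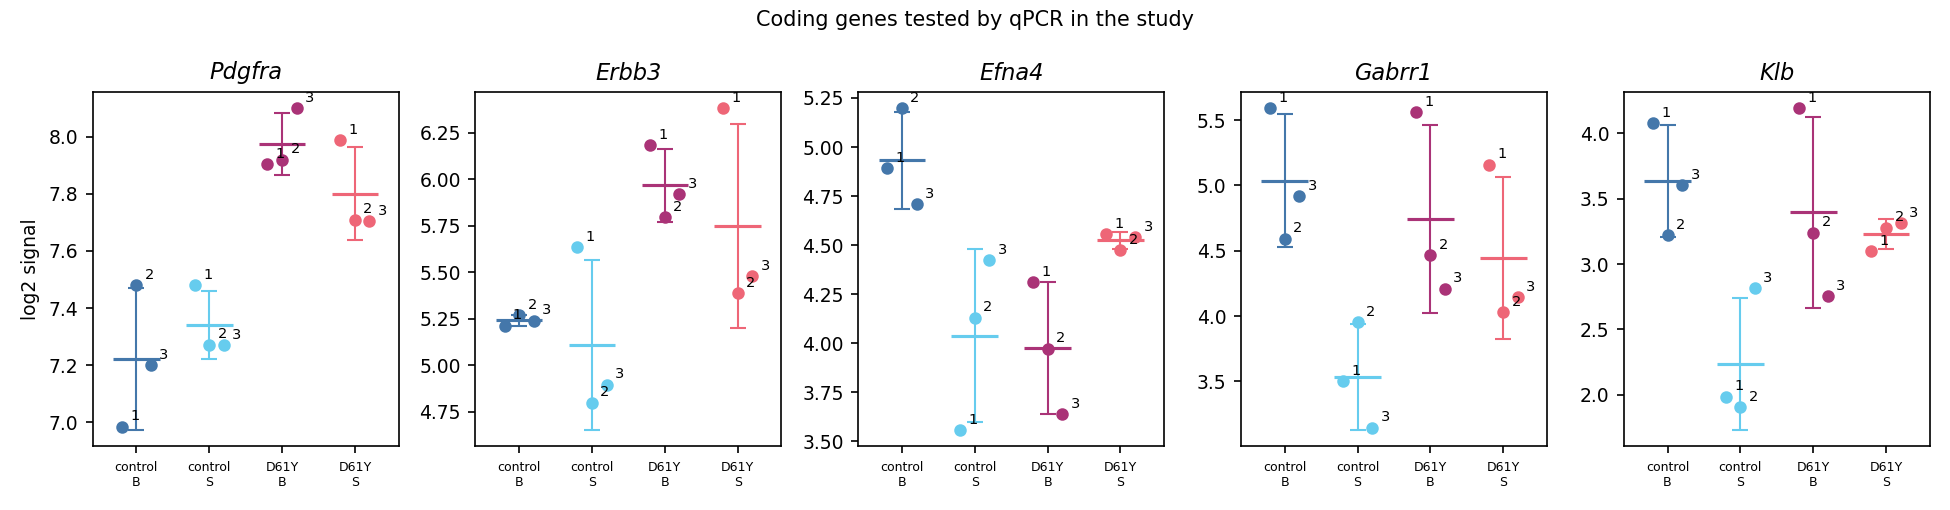
Log2 signal of the 5 coding genes tested by qPCR in the study, on the arrays of control B, control S, Ptpn11D61Y B and Ptpn11D61Y S; points are single arrays numbered by replicate, and bars are the mean with the SD (n = 3). Pdgfra lies higher in Ptpn11D61Y B than in control B, and Gabrr1 and Klb lie lower in control S than in control B.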

Next, we analyzed the DEGs commonly regulated in more than 1 datasets (S4 Table). The Venn diagram graphically summarizes their distribution across the datasets (Fig 9C). 

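Klb, the co-receptor of endocrine FGFs, was lower in control S than in control B and higher in Ptpn11D61Y S than in control S, with a log2 fold change of 0.99 ± 0.45 in the second comparison (standard error, n = 3 arrays per group). Kcnh8 was at -0.95 ± 0.33 in the first, the hematopoietic factor Lyl1 at -0.77 ± 0.32 and 0.90 ± 0.32 in the first and second, the T cell ligand Cd70 at -1.26 ± 0.42 and 1.47 ± 0.42 and the pluripotency-associated Dppa4 at -1.35 ± 0.36 and 1.21 ± 0.36. Olfr97, an olfactory receptor with a low mean log2 signal of 1.95 over all arrays, was at 2.40 ± 0.81 in the second. Cd70 and Dppa4 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Klb without control S replicates 1 or 2 or Ptpn11D61Y S replicates 1, 2 or 3 (0.83 to 1.06), by Lyl1 without control S replicate 1 or Ptpn11D61Y S replicate 3 (0.65 to 0.84) and by Olfr97 without Ptpn11D61Y S replicate 1 (1.69). Of the 59 clusters that the paper's S4 Table lists for this overlap, all 59 had opposite directions here and 37 passed the filter in both comparisons. Over all clusters, 265 passed the filter in both, 229 lower after stimulation in control and higher in Ptpn11D61Y S, 35 the other way and 1 with the same direction.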

The largest overlap (59 DEGs) was found in the activity-regulated transcripts in controls (control S vs. control B) and those differentially regulated between mutant and control slices upon activity induction (Ptpn11^D61Y^ S vs. control S). Strikingly, there was a significant negative correlation (Fig 9D) in the regulation of individual DEGs in this group, indicating that activity-driven regulation of these activity-induced genes is attenuated in the hippocampus of Ptpn11^D61Y^ mice. 

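The 265 clusters in both lists had fold changes correlated across clusters at a Pearson's r of -0.960 and a Spearman's rho of -0.905. Control S is part of both comparisons, with opposite sign, so the arrays of control S alone give a negative correlation. In 100 shuffles of the residuals over the 12 arrays, which keep this shared group and hold no response, but break the tie of arrays with the same replicate number, the median r was -0.866 over the 92 shuffles with enough clusters, and 7 of them went as far as the observed r. Over all 41345 clusters the covariance of the 2 log2 changes was -0.168 and that of the shuffles -0.151. Transcript clusters are not independent replicates, so no p is given for r itself. Sned1, Cyp4f18 and Cd300ld, all lower after stimulation in control slices, were among the 265, and Cyp4f18 was at 1.10 ± 0.29 in Ptpn11D61Y S vs. control S (log2 fold change ± standard error, n = 3 arrays per group). Within Ptpn11D61Y slices, a comparison that shares no array with control S vs. B but the Ptpn11D61Y S arrays with the other, the S minus B change was -0.37 ± 0.24 for Sned1, -0.26 ± 0.29 for Cyp4f18 and -0.16 ± 0.36 for Cd300ld.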

We identified 25 DEGs regulated by activity in the control (control S vs. control B) that were also regulated when comparing Ptpn11^D61Y^ to control in basal state (Ptpn11^D61Y^ B vs. control B). 

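Efna4 and Mir30c-1 had a lower array signal both in Ptpn11D61Y B and in control S than in control B. The study's qPCR did not bear this out for mature miR-30c-1 in Ptpn11D61Y B. The elongation factor-like Tceanc was at -0.65 ± 0.25 and -0.71 ± 0.25 in the 2 comparisons (log2 fold change ± standard error, n = 3 arrays per group). For Fabp5, a fatty acid-binding protein, the dim cluster that S4 Table lists was at 1.07 ± 0.36 and 1.15 ± 0.36, but the brightest of the gene's 4 clusters was at -0.01 ± 0.18 and 0.20 ± 0.18, short of the filter in both. The olfactory receptors Olfr1138 and Olfr1089 were at -0.82 ± 0.35 and -0.95 ± 0.35 and at 1.17 ± 0.45 and 1.20 ± 0.45. Their mean log2 signals over all arrays were low, at 4.00 and 2.71. The filter was missed by Tceanc without control B replicates 1 or 3 or Ptpn11D61Y B replicate 1 (-0.65 to -0.51), Olfr1138 without control B replicates 1 or 2 or Ptpn11D61Y B replicates 1, 2 or 3 (-0.85 to -0.63) and by Olfr1089 without control B replicate 3 or Ptpn11D61Y B replicate 2 (0.79 to 1.02) in Ptpn11D61Y B vs. control B. Of the 25 clusters that the paper's S4 Table lists, 22 had the same direction in both comparisons here and 12 passed the filter in both. Over all clusters 80 passed it in both, 79 with the same direction.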

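Across the 80 clusters in both lists, which include Efna4 and Tceanc, Pearson's r of the fold changes was 0.950 and Spearman's rho 0.968. Both comparisons subtract the control B arrays, which alone gives a positive correlation. The shuffles that keep this shared group had a median r of 0.875, and 11 of 93 went as far as the observed value. The covariance over all clusters was 0.0788, against 0.141 in the shuffles. Without Ptpn11D61Y B replicate 2, r was 0.570. Set against the Ptpn11D61Y B arrays, which are also part of the first comparison and favour a positive value, the stimulated Ptpn11D61Y arrays put Tceanc at 0.43 ± 0.25 and Efna4 at 0.55 ± 0.31 (log2 fold change ± standard error, n = 3 arrays per group).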

The regulation of individual genes between these conditions showed a significant positive correlation (Fig 9E), which is in line with the role of Ras/MAPK pathway (here upregulated due to the overactivation of Ptpn11) in the control of the neuronal-activity driven gene expression. 

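The transcription elongation factor gene Supt4b was higher in Ptpn11D61Y B than in control B and lower in Ptpn11D61Y S than in Ptpn11D61Y B, with log2 fold changes of 1.05 ± 0.34 and -0.78 ± 0.34 (standard error, n = 3 arrays per group). Mpzl2, a cell adhesion protein, was at 0.81 ± 0.27 and -0.66 ± 0.27, and the olfactory receptor Olfr1225 at 1.49 ± 0.60 and -2.15 ± 0.60. Olfr1225 had a low mean log2 signal of 1.27 over all arrays. Supt4b and Col8a2 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Mpzl2 without control B replicate 2 (0.55) and by Olfr1225 without control B replicates 1, 2 or 3 or Ptpn11D61Y B replicate 1 (1.24 to 1.53) in Ptpn11D61Y B vs. control B. Col8a2 was at 1.05 ± 0.34 in the first comparison, and Cldn2 of the choroid plexus was at -1.12 ± 0.39 in the second. The paper's S4 Table lists 18 clusters for this overlap, of which 17 had opposite directions here and 8 passed the filter in both comparisons. Over all clusters 84 passed it in both, all 84 with opposite directions.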

We identified 18 DEGs that were regulated by neuronal activity in the mutant (Ptpn11^D61Y^ S vs. B) and also between Ptpn11^D61Y^ and control in basal conditions (Ptpn11^D61Y^ B vs. control B). Interestingly, there was a significant negative correlation between individual common DEGs when comparing these two datasets (Fig 9F), which might be due to a compensatory downregulation of some activity-regulated genes in neurons expressing overactive Ptpn11^D61Y^.

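The 84 clusters in both lists, Supt4b, Mpzl2 and Col8a2 among them, had a Pearson's r of -0.921 and a Spearman's rho of -0.966 across clusters. The Ptpn11D61Y B arrays are in both comparisons with opposite sign. Shuffles of the residuals that keep them had a median r of -0.874, and 23 of 91 went as far as the observed r. The covariance over all clusters was -0.0873, nearer to 0 than the -0.133 of the shuffles. In control S vs. control B, which shares the control B arrays with the first comparison, Supt4b was at -0.13 ± 0.34 and Mpzl2 at 0.29 ± 0.27 (log2 fold change ± standard error, n = 3 arrays per group).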

### Functional analyses of DEGs

To understand the biological significance of the obtained gene expression profiles, we first analyzed the functional annotations implemented by the Ingenuity Pathway Analysis (IPA) for all DEGs. Annotations that passed the selected threshold (Fischer’s exact test; p<0.01) are listed for the four analyzed datasets in S5.1 Table. In line with multiple cellular roles of Ptpn11, the DEGs regulated in the mutant compared to control (Dataset: Ptpn11^D61Y^ B vs. control B) were linked to cellular division, differentiation, development, morphology, and mobility. 

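Genes of the oligodendrocyte lineage were higher in Ptpn11D61Y B than in control B. All 15 oligodendrocyte markers were above 0, with a median log2 fold change of 0.47 and medians of 0.34, 0.47 and 0.47 in the replicates 1 to 3, and 4 passed the filter: the plexin Plxnb3 at 1.01 ± 0.27 (standard error, n = 3 arrays per group), the aspartoacylase Aspa at 0.77 ± 0.22 and the myelin proteins Mag and Mog at 0.60 ± 0.23 and 0.65 ± 0.26. Plxnb3 and Aspa also passed when adjusted over the list alone. Of 13 oligodendrocyte precursor markers, 11 were above 0 (median 0.42; 0.68, 0.39 and 0.17 in the replicates), with Matn4 at 0.70 ± 0.25, C1ql1 at 0.60 ± 0.24 and Gpr17 at 0.44 ± 0.26. Nde1, which neural progenitors need to divide, was at 0.85 ± 0.23 and the exchange factor Plekhg3 at 0.80 ± 0.20. The same direction was found in stimulated slices, where all 15 oligodendrocyte markers (median 0.38; Mag at 0.65 ± 0.23 and Gldn at 0.67 ± 0.26) and all 13 precursor markers (median 0.35) were higher in Ptpn11D61Y than in control. For the basal state, the adjusted p from limma's camera was 3.88e-13 for oligodendrocyte and 5.22e-07 for precursor markers, and for the stimulated state 2.69e-06 and 6.56e-04; each stayed under 0.05 without each array in turn. With an estimated correlation it was adjusted p = 0.245 for both in the basal state and 0.497 and 0.452 in the stimulated state. Plxnb3, Aspa, Nde1 and Plekhg3 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Mag without control B replicate 3 or Ptpn11D61Y B replicate 2 (0.42 to 0.47), by Mog without control B replicates 1 or 3 or Ptpn11D61Y B replicate 2 (0.46 to 0.61), by Matn4 without control B replicate 1 (0.46) and by C1ql1 without control B replicates 1 or 2 or Ptpn11D61Y B replicates 2 or 3 (0.42 to 0.59).

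**Figure D4:**
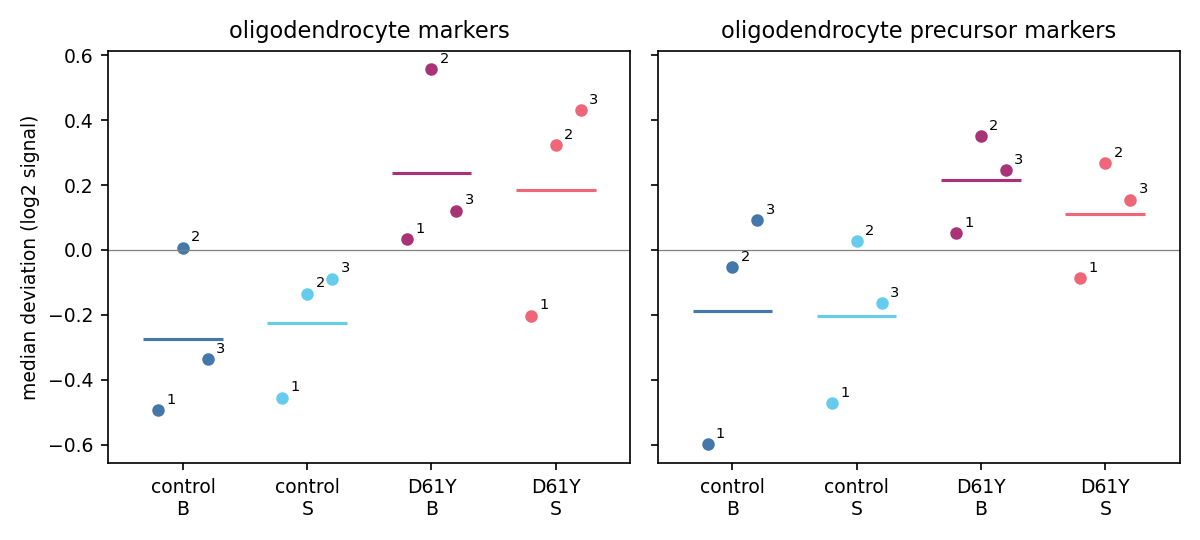
Median deviation of the 15 oligodendrocyte markers and the 13 oligodendrocyte precursor markers from their mean over all 12 arrays (log2 signal), per array; points are arrays numbered by replicate and lines are the group means (n = 3). The points are to be read within a replicate number, where Ptpn11D61Y lies above control in the basal state in each of the 3 numbers for both lists.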

Especially high scores (p<10^−4^) were obtained for pathways regulating the cell-fate decision of stem cells. Several pathways linked to morphogenesis and motility were also significantly involved. 

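Of 1129 olfactory receptor clusters, 17 passed the filter in Ptpn11D61Y B vs. control B, 13 higher and 4 lower. Among them were Olfr1062 at 1.77 ± 0.49 (log2 fold change ± standard error, n = 3 arrays per group), Olfr801 at 2.12 ± 0.63, Olfr305 at 1.21 ± 0.45 and Olfr487 at 1.03 ± 0.37. Olfr1062 and Olfr801 are dim, with mean log2 signals of 2.85 and 1.23 over all arrays. Olfr1062 and Olfr801 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Olfr305 without control B replicate 2 or Ptpn11D61Y B replicate 2 (0.79 to 1.13) and by Olfr487 without control B replicate 3 or Ptpn11D61Y B replicate 1 (0.77 to 0.84). With centred arrays 16 were higher and 9 lower, and with the quantile normalization repeated 19 and 12. The median log2 fold change of the whole family was 0.04, within the -0.04 to 0.06 of clusters of similar signal. The olfactory receptor genes did not pass as a list (adjusted p = 0.836 from limma's camera). The count was 29 without control B replicate 1 and 49 without Ptpn11D61Y B replicate 1; 0 clusters of the family passed the adjusted p of 0.05 in limma (17 at an unadjusted p under 0.05) or in the methods' test.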

Eleven DEGs were annotated to the function “olfactory response”; all of them coded for olfactory receptors. Stimulation of control slices (Dataset: control S vs. B) led to a robust and highly significant (p<10^−6^) expressional reprogramming of the genes functionally linked to olfaction (36 DEGs), olfactory response (35 DEGs), signal transduction (51 DEGs) and cell-cell communication (52 DEGs). 

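Olfr97 and Olfr172 were lower in stimulated than in basal control slices, at -2.98 ± 0.81 and -2.85 ± 0.79 (log2 fold change ± standard error, n = 3 arrays per group), as were Olfr1437 at -2.48 ± 0.72 and Olfr1385 at -2.47 ± 0.73. Olfr97 is dim, with a mean log2 signal of 1.95 over all arrays. Fewer clusters of the family passed the filter among those with a mean log2 signal of at least 5. Without each of the 6 arrays in turn, Olfr97, Olfr172, Olfr1437 and Olfr1385 stayed past the filter. Past the filter were 50 olfactory receptor clusters, 5 higher and 45 lower, and the family had a median log2 fold change of -0.36. Clusters of similar signal had a median of -0.31 to -0.20. With centred arrays the family's median was -0.16, with 8 higher and 32 lower. The median of the olfactory receptor genes was -1.08 in animal 1, 0.10 in animal 2 and -0.17 in animal 3, and the array of control S replicate 1 had the lowest median signal of all arrays. As a list they had an adjusted p = 4.52e-04 from limma's camera, and adjusted p = 0.756 with an estimated correlation. Without control B replicate 1 the direction turned (adjusted p = 0.433) and without control S replicate 3 the adjusted p was 0.0590. The count of 50 was 25 without control B replicate 1 and 23 without control S replicate 1, and 84 with the animal as a random block. None passed the adjusted p of 0.05 in limma (0; 52 at an unadjusted p under 0.05) or in the methods' test (0).

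**Figure D5:**
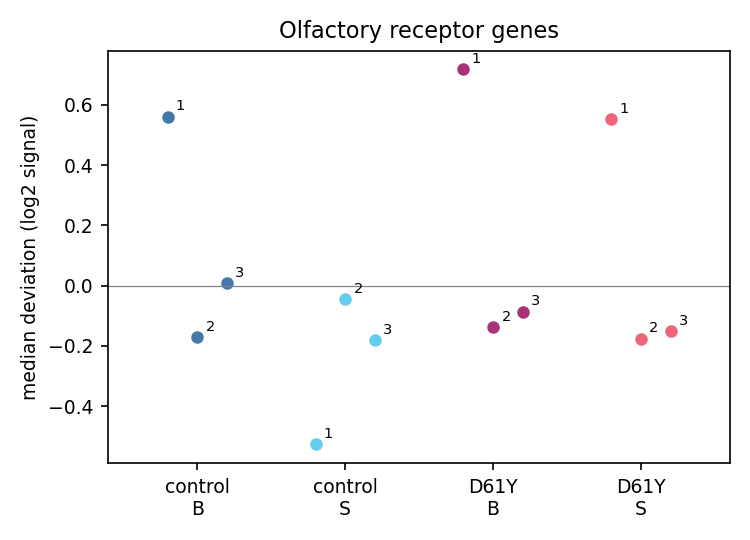
Median deviation of the olfactory receptor genes from their mean over all 12 arrays (log2 signal), per array of control B, control S, Ptpn11D61Y B and Ptpn11D61Y S; points are numbered by replicate. Control S replicate 1 lies lowest, and S lies below B in control animals 1 and 3 and above it in control animal 2.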

The vast majority of the genes in these groups of annotations (>30) belong to the superfamily of olfactory receptors, regulated also in the Ptpn11^D61Y^ B vs. control B dataset. 

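Other gene families of sensory and epithelial tissues were lower along with the olfactory receptors in control animal 1. In animal 2 their medians were 0 or above, apart from the Rhox and protamine genes. Of 81 keratin-associated and cornified envelope genes, 71 were below 0 in control S vs. B (median log2 fold change -0.46; -1.28, 0.00 and -0.15 in animals 1 to 3), with Lce1f at -2.01 ± 0.85 and Krtap4-1 at -0.98 ± 0.43 (standard error, n = 3 arrays per group). Of 53 taste and trace amine receptor genes 41 were (median -0.43; -0.95, 0.11 and -0.22), with Tas2r131 at -1.82 ± 0.79 and Taar9 at -1.35 ± 0.58. Vomeronasal receptor genes had a median of -0.39 (-0.88, 0.06 and -0.13), with 13 lower and 3 higher past the filter, such as Vmn1r53 at -1.83 ± 0.59 and Vmn1r73 at 3.11 ± 1.01. Of 14 Rhox and protamine genes of the germ line, 12 were below 0 (median -0.35; -0.62, -0.12 and -0.08), and Prm1 and Rhox6, at -0.77 ± 0.23 and -0.70 ± 0.20, also passed when adjusted over the list alone. Camera of limma gave an adjusted p of 3.70e-05 for keratin-associated, 0.00447 for taste, 0.0105 for vomeronasal and 0.0146 for Rhox and protamine genes. With an estimated correlation it was adjusted p = 0.756 for each. Without control B replicate 1 it was 0.645, 0.944, 0.643 with the direction turned, and 0.0770. Without control S replicate 3 it was 0.126 for taste and 0.307 for vomeronasal receptors, and without control S replicate 2 0.0563 for Rhox and protamine genes. Vmn1r53, Vmn1r73, Prm1 and Rhox6 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Lce1f without control B replicates 1, 2 or 3 or control S replicate 1 (-2.12 to -0.68), by Krtap4-1 without control B replicates 1 or 2 or control S replicates 1, 2 or 3 (-1.10 to -0.61), by Tas2r131 without control B replicates 1 or 3 or control S replicate 1 (-1.85 to -0.92) and by Taar9 without control B replicates 1, 2 or 3 or control S replicates 1, 2 or 3 (-1.42 to -1.22).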

Olfactory receptors are an extremely large group (>1.000 murine genes) of 7-transmembrane G-protein coupled receptors implicated in the sensing of odors [31]. Of note, the expression of these genes is not restricted to olfactory tissues and most of the receptors are still “orphan” in the sense of their ligand-specificity, suggesting their function beyond odor sensing [32]. 

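Of 55 defensin genes, which encode antimicrobial peptides, 49 were below 0 in control S vs. B (median log2 fold change -0.39; -0.84, -0.14 and -0.01 in animals 1 to 3, of which animal 1 has the control S array with the lowest median signal), with Defa39 at -0.72 ± 0.22, Defb29 at -0.86 ± 0.32 and Defb10 at -1.33 ± 0.59 (standard error, n = 3 arrays per group). The myeloid receptor Cd300ld was at -1.14 ± 0.36 and the protease inhibitor Stfa1, known from granulocytes, at -1.12 ± 0.31. Of 34 interferon response genes 21 were below 0 and none passed the filter (median -0.07, and 0.13 with centred arrays, where the direction flips). Microglia markers had a median of 0.06 and complement genes one of 0.04, without a member past the filter. Camera of limma gave an adjusted p of 1.68e-04 for defensins, 0.483 for interferon response genes, 0.159 for microglia markers and 0.346 for complement genes. For defensins it was adjusted p = 0.756 with an estimated correlation and 0.0770 without control B replicate 1. Defa39, Cd300ld and Stfa1 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Defb29 without control B replicate 1 or control S replicate 1 (-0.80 to -0.65) and by Defb10 without control B replicates 2 or 3 or control S replicates 1 or 2 (-1.39 to -1.05).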

Multiple annotations linked to cellular signaling and immune system were also significantly regulated in this dataset. The functional annotation of the DEGs regulated by activity in mutant slices (Dataset: Ptpn11^D61Y^ S vs. B) was different. Only 9 DEGs with the annotation of the olfactory response were regulated. 

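Of the olfactory receptor clusters, 15 passed the filter in Ptpn11D61Y S vs. B, 2 higher and 13 lower. Olfr1225 and Olfr1206 were at -2.15 ± 0.60 and -2.16 ± 0.66 (log2 fold change ± standard error, n = 3 arrays per group), Olfr191 at -2.18 ± 0.71 and Olfr843 at -2.12 ± 0.67. Olfr1225 is dim, with a mean log2 signal of 1.27 over all arrays. Without each of the 6 arrays in turn, Olfr1225, Olfr1206, Olfr191 and Olfr843 stayed past the filter. With centred arrays 7 were higher and 13 lower. The median of the family was -0.10, within the -0.11 to -0.01 of clusters of similar signal, and the list did not pass limma's camera (adjusted p = 0.272). For the difference between the responses of the genotypes, 12 clusters passed the filter with a higher response in Ptpn11D61Y, such as the dim Olfr97 at 4.03 ± 1.14, and 6 with a lower one. With centred arrays these were 13 and 8, and with the quantile normalization repeated 15 and 11. This difference had a family median of 0.27, against 0.13 with centred arrays and 0.10 with the quantile normalization repeated. Its adjusted p was 0.0269 from limma's camera and adjusted p = 0.850 with an estimated correlation; the direction turned without control B replicate 1 (0.101), Ptpn11D61Y B replicate 2 (0.999) or Ptpn11D61Y S replicate 1 (0.00414), and without control S replicate 2, control S replicate 3 or Ptpn11D61Y B replicate 3 the adjusted p was 0.103, 0.398 or 0.443. The count of 15 was 34 without Ptpn11D61Y B replicate 1, 28 without Ptpn11D61Y B replicate 2, 40 without Ptpn11D61Y S replicate 1 and 23 without Ptpn11D61Y S replicate 2, and 30 with the animal as a random block. In limma 0 clusters of the family passed the adjusted p of 0.05 (15 at an unadjusted p under 0.05), as in the methods' test (0).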

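Mir130b was lower in Ptpn11D61Y S than in Ptpn11D61Y B, at -0.91 ± 0.28, and Mir128-1, which neurons express at high levels, was higher at 1.67 ± 0.58 (log2 fold change ± standard error, n = 3 arrays per group). Mir130b stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Mir128-1 without Ptpn11D61Y B replicate 3 (0.97). Of the inflammatory genes among the NF-kB targets, Cxcl2 was at -0.51 ± 0.50, Il6 at -0.74 ± 0.75 and Il1b at -1.06 ± 1.12, all short of the filter. The tachykinin precursor Tac1 was at 0.63 ± 0.30 and the prohormone convertase Pcsk1 at 0.61 ± 0.31, also short of it. Of the 19 NF-kB targets 13 were below 0 (median -0.17), with an adjusted p = 0.492 from limma's camera.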

Interestingly, 7 DEGs coding for microRNAs and multiple protein-coding DEGs were assigned to functional annotations in context of cell migration, proliferation, cancer and inflammation. 

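Olfr1437, lower after stimulation in control slices, was higher in Ptpn11D61Y S than in control S, at 2.47 ± 0.72 (log2 fold change ± standard error, n = 3 arrays per group). Both comparisons use the same control S arrays, with opposite sign, so a low signal in these arrays alone would give both changes. Olfr297, dim with a mean log2 signal of 2.16 over all arrays, was at 2.33 ± 0.60 and Olfr8 at 1.88 ± 0.56. Olfr1186 had a log2 signal of 2.38 ± 0.59 in Ptpn11D61Y S (SD) and was at the floor in all control S arrays. Without each of the 6 arrays in turn, Olfr1437, Olfr297 and Olfr8 stayed past the filter. In all, 31 olfactory receptor clusters passed the filter, 28 higher and 3 lower, and the family had a median of 0.31, against 0.12 to 0.25 in clusters of similar signal and 0.16 with centred arrays (27 higher, 7 lower). The medians of replicates 1 to 3 were 0.99, -0.09 and 0.00. The adjusted p of the list from limma's camera was 1.99e-04, and adjusted p = 0.848 with an estimated correlation; it was 0.0758 without control S replicate 3 and 3.51e-04 in the other direction without Ptpn11D61Y S replicate 1. Vomeronasal receptor genes had a median of 0.34 (0.96, -0.09 and 0.01 in replicates 1 to 3; Vmn2r91 at 2.07 ± 0.55), taste and trace amine receptors one of 0.34 (0.77, 0.03 and 0.08), keratin-associated and cornified envelope genes one of 0.28 (1.00, -0.17 and 0.06) and defensins one of 0.22 (0.85, -0.07 and -0.15). The adjusted p for these was 0.00333, 9.19e-05, 0.00733 and 0.0373, and adjusted p = 0.848 for each with an estimated correlation. Without Ptpn11D61Y S replicate 1 all but the taste receptors (0.506) turned their direction, at 0.00179 for the vomeronasal, 0.230 for the keratin-associated and 0.0518 for the defensin genes; without control S replicate 3 the vomeronasal, taste and keratin-associated genes were at 0.363, 0.0525 and 0.0758, and without control S replicate 2 the defensins at 0.187. The count of 31 was 17 without control S replicate 1, 62 without control S replicate 2, 57 without control S replicate 3, 9 without Ptpn11D61Y S replicate 1, 62 without Ptpn11D61Y S replicate 2 and 59 without Ptpn11D61Y S replicate 3, and 48 with the replicate number as a block; 0 passed the adjusted p of 0.05 in limma (31 at an unadjusted p under 0.05) or in the methods' test.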

Finally, the DEGs between stimulated mutant and control slices (Dataset: Ptpn11^D61Y^ S vs. control S) were functionally annotated in the signal transduction (29 DEGs) and the olfactory response (18 DEGs), which likely reflects a failure in the regulation of these genes by neuronal activity in mutant slices. Multiple annotations linked to diseases and inflammation were also linked to this dataset.

The IPA network analysis (S4–S7A Figs; S5.2 Table) and a prediction of the upstream regulators (S4–S7B and S7C Figs; S5.3 Table) were performed to test the coverage of functional networks by the DEGs in the analyzed datasets. For the dataset Ptpn11^D61Y^ B vs. control B, the highest coverage was found for a network with the nodes ERK1/2 and PI3K downstream of the cytosolic estrogen receptor and the membrane tyrosine kinases activated by hormones and growth factors (ERBB3, PDGFR, Insulin, Cg, Lh, FSH, Alp, and LDL complexes; S4A Fig, S5.2 Table). 

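Erbb3 and Pdgfra, the receptors named in the network, were higher in Ptpn11D61Y B, while the lists of genes of the cascades downstream had medians near 0. Of 20 genes of the Ras-MAPK cascade that RASopathies affect, 6 were above and 14 below 0 (median log2 fold change -0.07) and none passed the filter: the kinase Map2k1 was at -0.48 ± 0.30 (standard error, n = 3 arrays per group), Lztr1 at -0.28 ± 0.27 and Nras at 0.30 ± 0.30. Of 18 genes that ERK signaling induces, 12 were above 0 (median 0.08), with the phosphatase Dusp4 at 0.28 ± 0.26 and the ETS factor Etv5 at 0.73 ± 0.76. Of 23 PI3K-AKT-mTOR genes, 10 were above 0 (median -0.04), with Pik3cd at -0.15 ± 0.26 and Foxo3 at 0.21 ± 0.45. In limma's camera, the adjusted p was 0.538 for the Ras-MAPK cascade, 0.781 for ERK output and 0.869 for PI3K-AKT-mTOR genes. In replicates 2 and 3 alone, chosen after the arrays were seen, it was 0.00430 for ERK output genes, which were then higher as a list.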

The differentially regulated upstream regulators predicted for this dataset comprised 6 kinases, 4 phosphatases, 2 microRNAs and 26 transcription factors, which suggests that Ptpn11^D61Y^ induces broad changes in the homeostasis of protein phosphorylation and dephosphorylation as well as in the reconfiguration of gene expression in neurons (S4B and S4C Fig; S5.3 Table). A high activation score was predicted for tumor suppressor protein 53 (Fig 9A), which is implied in neurogenesis and in neurite outgrowth, maturation and regeneration [33]. 

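Of 18 target genes of p53, 13 were above and 5 below 0 in Ptpn11D61Y B vs. control B, with a median log2 fold change of 0.08, and none passed the filter. Perp, an apoptosis effector, was at 0.58 ± 0.30 (standard error, n = 3 arrays per group), the stress sensor Sesn2 at 0.40 ± 0.35, the receptor Eda2r at 0.52 ± 0.49 and the pro-apoptotic Pmaip1 at -0.40 ± 0.22. The adjusted p of the list from limma's camera was 0.459. It was 0.00197, with the targets higher, in replicates 2 and 3 alone, an alternative chosen after the arrays were seen.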

The mechanistic networks of the predicted upstream regulators with the highest score covered signaling downstream of PDGFR and cytokine receptors via the JAK/STAT pathway. 

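Of 23 JAK-STAT genes, 12 were above and 11 below 0 in Ptpn11D61Y B vs. control B (median log2 fold change 0.03, and 0.00 with the quantile normalization repeated). The feedback inhibitor Socs1 was at -0.56 ± 0.29 and Socs2 at -0.37 ± 0.29 (standard error, n = 3 arrays per group), Stat5b at 1.08 ± 0.61 and Stat3 itself at 0.22 ± 0.52, none past the filter. These are transcripts in slices, while the paper found more STAT3 protein in forebrain homogenate of Ptpn11D61Y mice. Of 16 genes of cholesterol synthesis 9 were above 0 (median 0.05), with Stard4 at -0.19 ± 0.22 and Mvd at 0.19 ± 0.27. For steroid synthesis the paper's S6 Table prints HSD3B1 and HSD3B7, taken here as the mouse genes Hsd3b3 and Hsd3b7 of S2 Table: Hsd3b3 was lower at -1.39 ± 0.51 and Hsd3b7 at 0.50 ± 0.24, short of the filter. The cytochrome Cyp3a44, taken for the CYP3A5 of nicotine and melatonin degradation, was higher at 1.96 ± 0.83. In limma's camera, the adjusted p was 0.996 for each of the JAK-STAT and the cholesterol synthesis genes. The filter was missed by Hsd3b3 without control B replicate 2 or Ptpn11D61Y B replicate 2 (-1.21 to -1.15) and by Cyp3a44 without control B replicates 1 or 3 or Ptpn11D61Y B replicates 2 or 3 (1.69 to 1.84).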

The STAT3 pathway was, together with pathways involved in synthesis/metabolism of cholesterol, lipids and steroids, also a significant hit in the Ingenuity canonical pathway analysis (S6 Table).

In the dataset control S vs. B, the induction of activity led to the regulation of genes that were best covered by the IPA functional network containing the pathways activated by insulin and VEGF involving Akt and AMPK signaling, converging on the expressional reprogramming by the regulation of transcription (RNA polymerase II, ENO1, PLOR2F) and chromatin structure (Hdac, Histone H3, PARP10) (S5A Fig, S5.2 Table). 

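In control S vs. B, 21 of 23 PI3K-AKT-mTOR genes were above 0 with a median log2 fold change of 0.17, and 19 of 20 genes of the Ras-MAPK cascade with a median of 0.21; none passed the filter. Akt1 was at 0.02 ± 0.35 (standard error, n = 3 arrays per group), Akt2 at -0.38 ± 0.21 and the PI3-kinase subunit Pik3cb at 0.44 ± 0.25. The kinase Araf was at 0.28 ± 0.22 and the Ras inhibitor Rasa1 at 0.36 ± 0.28. Polr2f, a subunit of the RNA polymerases, was at 0.64 ± 0.33. Camera of limma gave an adjusted p of 0.0105 and 0.00658 for the 2 lists, and adjusted p = 0.756 for each with an estimated correlation. Without single arrays the calls ended: without control B replicate 1 it was 0.734 for PI3K-AKT-mTOR genes and 0.378 for Ras-MAPK cascade genes; without control S replicate 3 it was 0.0962 for PI3K-AKT-mTOR genes and 0.0590 for Ras-MAPK cascade genes.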

The predicted upstream regulators involved 6 kinases and 15 transcription regulators (S5B and S5C Fig; S5.3 Table). The network based on the predicted upstream regulators discerned PAX6, KLK3 as regulation nodes with >4 connections. 

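The lymphoid transcription factor Spib had a log2 fold change of 0.65 ± 0.38 in control S vs. B (standard error, n = 3 arrays per group) and the germ cell factor Figla one of -0.57 ± 0.51. Pax6, a factor of neural progenitors, was at 0.14 ± 0.31, and Irf7, which drives interferon genes, at -0.61 ± 0.31. None of the 4 passed the filter, and each had an adjusted p from limma of at least 0.912. These are transcript levels, which do not measure the activity of a regulator that the paper predicts.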

A significant inactivation was predicted for SPIB and FIGLA, which are transcription factors that were not yet characterized in the brain (S5B Fig; S5.3 Table).

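Genes of the Ras-MAPK cascade had a median log2 fold change of 0.09 in Ptpn11D61Y S vs. B, with 15 of 20 above 0, and PI3K-AKT-mTOR genes one of 0.10, with 18 of 23. Map2k1 was at 0.33 ± 0.30 (standard error, n = 3 arrays per group), Akt2 at -0.34 ± 0.21, and the neurotrophin receptor Ngfr at 0.47 ± 0.25. Of 24 early activity genes 20 were above 0, with a median of 0.19. No member of the 3 lists passed the filter. In limma's camera, the adjusted p was 0.158, 0.272 and 0.101. In replicates 2 and 3 alone, chosen after the arrays were seen, it was 0.0167 for the Ras-MAPK cascade and 3.91e-04 for the early activity genes, both higher.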

The IPA functional network covering the neuronal activity-regulated genes in Ptpn11^D61Y^ hippocampi (Dataset: Ptpn11^D61Y^ S vs. B) comprised the signaling around Ras/MAPK, Akt, p38MAPK, Jnk and NFκB pathways that are activated by growth factors (NGF, FGF, NT3), hormones (Insulin, POSTN, TAC1, TAC4, estrogen), and chemokines (lectin) (S6A Fig; S5.2 Table). The upstream regulator analyses predicted 3 growth factors, 1 kinase, 3 microRNAs and 15 transcription factors (S6B and S6C Fig; S5.3 Table). When compared to the dataset control S vs. B, the functional network based on the predicted upstream transcriptional regulators comprises less molecules and shows a remarkable decrease in complexity, which is highlighted by the absence of nodes with >4 connections (S6B Fig).

The DEGs significant in the comparison of the transcriptomes of stimulated hippocampi from Ptpn11^D61Y^ and control (Dataset: Ptpn11^D61Y^ S vs. control S) were best covered by the IPA network that comprises the signaling pathways related to cytokines (IL6, IL10, IL13), hormones (relaxin, thyroid hormone), and growth factors (VEGF) signaling as well as to MAPK1/ERK signaling (S7A Fig; S5.2 Table). In this dataset, 11 kinases, 2 microRNAs, 1 phosphatase and 33 transcription factors were predicted as upstream regulators for DEGs (S7B and S7C Fig; S5.3 Table), which implies a pronounced difference in the neuronal activity-induced signaling and gene expression reprogramming between Ptpn11^D61Y^ and control neurons. A complex kinase network containing the NFκB pathway downstream of TNF, interferon and Jnk signaling covers the upstream regulators predicted for this dataset (S7B Fig). 

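Of 19 NF-kB target genes, 15 were below 0 in Ptpn11D61Y S vs. control S, with a median log2 fold change of -0.09 that differed between the replicates 1 to 3 (-0.90, 0.25 and 0.40). Icam1 was at 0.24 ± 0.42 (standard error, n = 3 arrays per group), Vcam1 at 0.31 ± 0.55, the feedback inhibitor Tnfaip3 at -0.23 ± 0.46 and Tbk1 itself at -0.09 ± 0.22. For TBK1 the paper predicts a lower activity, which the transcript level does not measure. Early activity genes divided in the same way, with a median of -0.17 overall and -0.94, 0.17 and 0.23 in the replicates, and Fos at -0.45 ± 0.74. By limma's camera, the adjusted p was 0.0833 for the NF-kB targets and 0.0165 for the early activity genes, the latter with adjusted p = 0.848 with an estimated correlation. Without Ptpn11D61Y S replicate 1 the early activity genes were higher instead (adjusted p = 0.0271), and without control S replicate 3 the adjusted p was 0.0758. In replicates 2 and 3 alone the NF-kB targets were higher in Ptpn11D61Y S (adjusted p = 4.92e-08), an alternative chosen after the arrays were seen.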

A negative activation score was calculated for TBK1, an activator of NFκB signaling, implying its lower activity in Ptpn11^D61Y^ S compared to control S condition (S7C Fig; S5.3 Table). A highly interconnected network of upstream transcriptional regulators was predicted with multiple nodes. The nodes KLK3 and PAX6 appear in this network similarly as for dataset control S vs. B (S7B Fig). However, according to the prediction these nodes are activated in the dataset Ptpn11^D61Y^ S vs. control S but inhibited in the dataset control S vs. B. An activation of STAT1, IRF3 and IRF7 transcription factors was also predicted, which is implied in the interferon production and signaling via the JAK/STAT pathway. These pathways were also predicted in the Ingenuity canonical pathway analysis (S6 Table).

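Interferon response genes were higher in Ptpn11D61Y than in control slices in both states. In stimulated slices 30 of 34 were above 0, with a median log2 fold change of 0.42 (0.18, 0.42 and 0.47 in the replicates 1 to 3); the GTPase Gbp3 passed the filter at 0.66 ± 0.27 (standard error, n = 3 arrays per group), while Parp12 was at 0.57 ± 0.26, Ifit2 at 0.85 ± 0.39 and the peptide transporter Tap1 at 0.43 ± 0.23. In basal slices 29 of 34 were above 0 (median 0.35; 0.06, 0.45 and 0.63 in the replicates), with Ifit2 at 1.37 ± 0.39, the antiviral tetherin Bst2 at 0.80 ± 0.30 and the RNA sensor Ddx58 at 0.75 ± 0.29. The transcripts of regulators whose activation the paper predicts did not pass the filter in S: Irf3 at 0.27 ± 0.27, Irf7 at 0.38 ± 0.31 and Pax6 at -0.10 ± 0.31. The prediction is of their activity, which a transcript level does not measure. The complement component C4b, which interferons induce, was higher in both states, at 0.71 ± 0.20 in B and 0.72 ± 0.20 in S. The adjusted p of the interferon response genes from limma's camera was 1.99e-04 in S and 5.22e-07 in B, and adjusted p = 0.848 and 0.441 with an estimated correlation. It was 0.0528 in S without Ptpn11D61Y S replicate 3 and 0.0666 in B without Ptpn11D61Y B replicate 3, the array with the high Ttr signal. Ifit2 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Bst2 without control B replicates 1 or 2 or Ptpn11D61Y B replicate 3 (0.64 to 0.70), by Ddx58 without control B replicates 1 or 3 or Ptpn11D61Y B replicate 3 (0.44 to 0.75) and by C4b without control B replicate 2 (0.54). The filter was missed by Gbp3 without control S replicates 1 or 3 or Ptpn11D61Y S replicates 1 or 3 (0.55 to 0.68).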

Among the DEGs, numerous transcripts for microRNAs were identified. To understand the biological significance of these regulations we performed miRNA-mRNA target pathway analysis using DIANA miRPath v.2.0 online tool, which predicts significantly enriched target pathways and genes (S7 Table). An increase of miRNAs targeting the Wnt and MAPK signaling pathway was predicted in basal conditions in Ptpn11^D61Y^ compared to control (Ptpn11^D61Y^ B vs. control B), which might reflect the compensatory attenuation of the Ras/MAPK signaling that is overactivated in presence of Ptpn11^D61Y^. 

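In Ptpn11D61Y B vs. control B, 9 of the 10 microRNA clusters past the filter were lower, among them Mir128-1 at -1.56 ± 0.58, Mir1967 at -1.96 ± 0.78 and Mir1955 at -1.70 ± 0.69 (log2 fold change ± standard error, n = 3 arrays per group). Mir367, of the pluripotency-associated miR-302 cluster, was at the floor in all control B arrays and had a log2 signal of 1.76 ± 1.06 (SD) in Ptpn11D61Y B. The filter was missed by Mir128-1 without control B replicate 2 or Ptpn11D61Y B replicate 3 (-1.28 to -0.86), Mir1967 without control B replicates 1 or 2 or Ptpn11D61Y B replicate 3 (-1.80 to -1.57) and by Mir1955 without control B replicates 1 or 3 or Ptpn11D61Y B replicate 2 (-1.76 to -0.94). The median over all microRNA clusters was -0.02, within the -0.04 to 0.07 of clusters of similar signal, and the list did not pass limma's camera (adjusted p = 0.996). The methods' test called 4 higher and 3 lower, and limma on the 6 arrays compared 5 and 4. The split was 7 higher and 6 lower without Ptpn11D61Y B replicate 2, 4 and 6 without control B replicate 1, 2 and 3 without control B replicate 2, 1 and 4 without control B replicate 3, 3 and 27 without Ptpn11D61Y B replicate 1, and 3 and 1 without Ptpn11D61Y B replicate 3. With the quantile normalization repeated, 4 were higher and 10 lower.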

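Stimulated control slices had less signal of Mir574 and Mir5100, at -0.85 ± 0.24 and -0.85 ± 0.30 (log2 fold change ± standard error, n = 3 arrays per group), and of Mir5108, at -0.96 ± 0.35. Mir574 stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Mir5100 without control B replicate 1 or control S replicate 1 (-0.69 to -0.57) and by Mir5108 without control S replicate 1 (-0.77). The median over all microRNA clusters was -0.24 in control S vs. B, where clusters of similar signal had -0.28 to -0.12, and -0.04 with centred arrays (4 higher and 12 lower past the filter). Over the microRNA genes it was -0.57, 0.08 and -0.22 in control animals 1 to 3. In Ptpn11D61Y S vs. B it was -0.09, against -0.10 to 0.00 in clusters of similar signal. The adjusted p from limma's camera was 0.0178 in control and 0.101 in Ptpn11D61Y slices, the first with adjusted p = 0.756 with an estimated correlation. It was 0.734 without control B replicate 1 and 0.307 without control S replicate 3.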

Neuronal activity led to a striking downregulation of miRNAs and their predicted target pathways in both control and Ptpn11^D61Y^ neurons. However, the miRNA regulation was, similarly as the regulation of the coding DEGs, strikingly less pronounced in Ptpn11^D61Y^ neurons.

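The responses of the microRNA clusters in the 2 genotypes were compared by the interaction. Mir148a and Mir30c-1 had the higher response in Ptpn11D61Y, by 2.05 ± 0.79 and 1.20 ± 0.44 (log2 difference ± standard error, 3 animals per genotype), and Mir376c the lower, at -2.57 ± 0.76, with a Ptpn11D61Y S signal near the floor. Mir376c stayed past the filter without each of the 12 arrays in turn, and the filter was missed by Mir148a without control B replicates 1 or 3, control S replicate 3, Ptpn11D61Y B replicate 2 or Ptpn11D61Y S replicate 3 (1.84 to 1.90) and by Mir30c-1 without control S replicate 3 or Ptpn11D61Y S replicate 1 (0.99 to 1.03). Past the filter were 8 of 562 clusters, 6 with a higher and 2 with a lower response in Ptpn11D61Y; 5 and 3 with centred arrays. The median difference was 0.12, and -0.02 with centred arrays, where the direction flips. The microRNA genes did not pass as a list, with an adjusted p = 0.388 from limma's camera. No cluster passed the adjusted p of 0.05 in limma (0; 8 at an unadjusted p under 0.05).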

To further validate our results from the in silico transcriptome analysis, we performed quantitative Western blots to test the regulation of potentially regulated pathways in the forebrain homogenate of 8 to 12 weeks old Ptpn11^D61Y^ and control animals. We tested the activity of PI3K-AKT signaling by probing immunoblots with antibodies against phospho-AKT isoforms. This analysis confirmed a reduction of AKT phosphorylation at the residues Thr308 and Ser437 (Fig 10; pAKT308/AKT: 83±3% of control; pAKT473/AKT: 80±4% of control, unpaired t-test), which is in line with a dysregulation of PI3K signaling predicted by the in silico analysis. Interestingly, we also observed an increased phosphorylation of S6K on its Thr389 in Ptpn11^D61Y^ (Fig 10; pS6K/S6K: 119±7% of control, unpaired t-test). S6K is a substrate of the activated mTOR complex1, which is regulated by the PI3K/AKT pathway [34]. Thus, these data are in line with a dysregulation of PI3K signaling in Ptpn11^D61Y^. We did not detect any detectable changes in the expression or phosphorylation levels of MEK, ERK1/2, JNK, YAP, p38 and STAT1 (Fig 10, S8 Fig). Importantly, the total expression level of STAT3 was increased in Ptpn11^D61Y^ (S8 Fig; 156±19% of control, unpaired t-test), which was also in agreement with the regulation of JAK/STAT signaling predicted by our in silico analysis.

**Fig 10:**
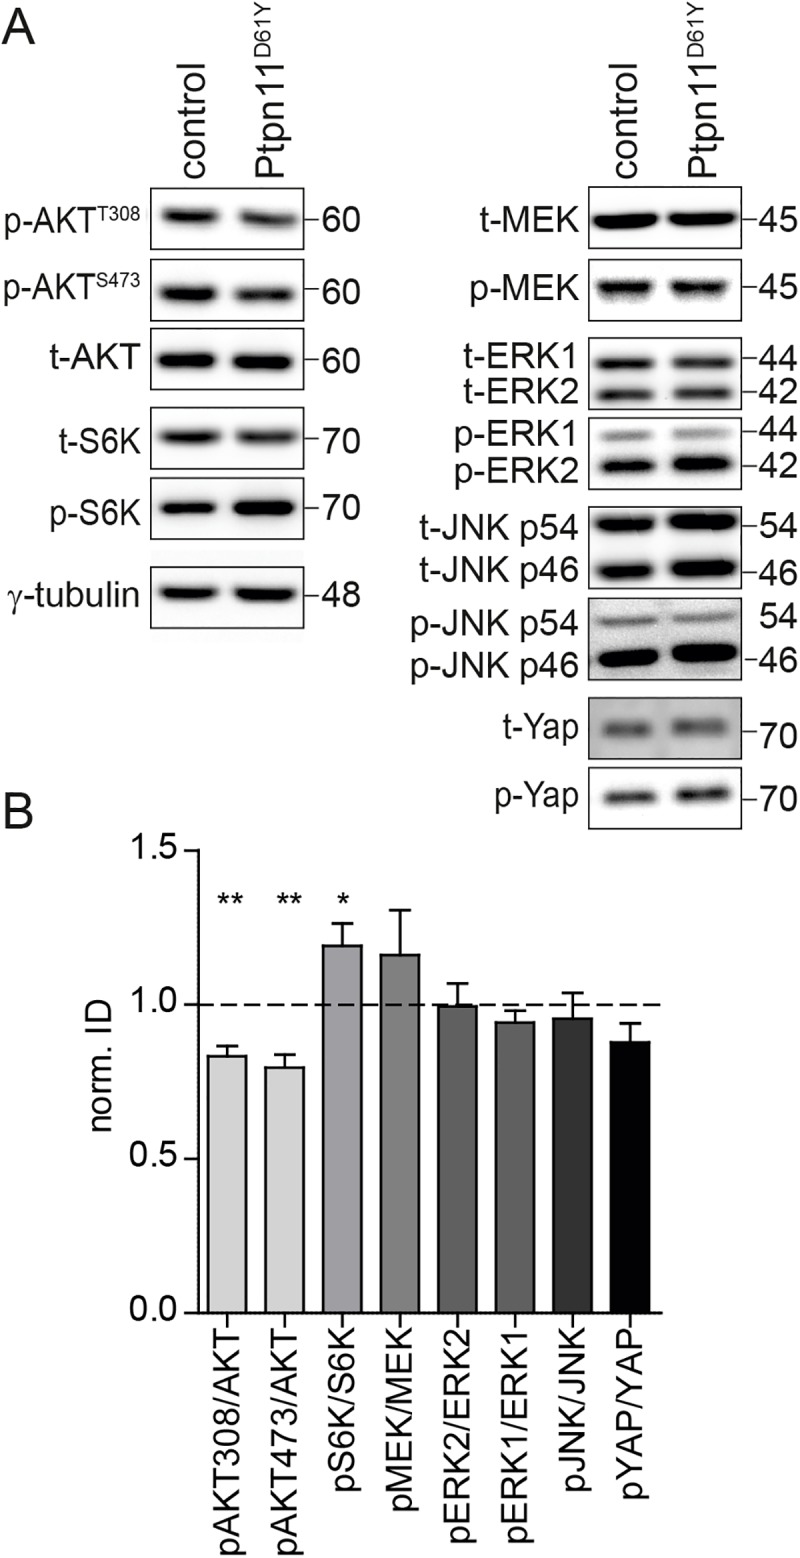
The PI3K-AKT signaling is altered in Ptpn11^D61Y^ brains. (A) Representative Western blots of forebrain homogenate from control and Ptpn11^D61Y^ mice. The phosphorylation level of AKT at the residues Thr308 and Ser473 are reduced, while the phosphorylation of S6K is increased. See S8 Fig for representative images of all proteins analyzed. **(B)** Quantification of the Western blots exemplified in **A**. Data is shown as mean ± SEM and normalized to the expression in controls (n = 3 animals per genotype, unpaired t-test; *p<0.05; **, p<0.01).

## Discussion

In this study, we generated a new mouse model expressing the overactivating *Ptpn11*^*D61Y*^ allele to decipher the underlying molecular mechanism of brain dysfunction in RASopathies. The D61Y substitution in *Ptpn11* leads to a strong increase of the basal PTP activity of Ptpn11 [8,10,20]. In humans, *PTPN11*^*D61*Y^ occurs as a somatic mutation in juvenile myelomonocytic leukemia (JMML) with mostly fatal outcome [10]. A global expression of this mutation is lethal in the mouse model [15,20]. Consistently, this mutation has never been observed as a germline mutation in humans, while other germline missense changes at the same codon are compatible with life and lead to a NS phenotype. We have deliberately chosen to use a model based on this particular mutant, because its stronger functional impacts promised that the recognition of significant abnormalities in the nervous system, where patients with NS usually have rather mild impairments, might be easier. In our model, the expression of *Ptpn11*^*D61Y*^ occurs from an endogenous locus, thus corresponding to the expression level of mutant PTPN11 in patients with NS. Since the *Ptpn11*^*D61Y*^ expression in this model is restricted to forebrain excitatory neurons and astroglia it circumvents embryonic and juvenile lethality reported for the constitutive mutants [15,20]. Moreover, this design also allows studying the phenotype linked exclusively to the dysfunction of Ptpn11 in cortical brain circuits and excludes any influences of non-neuronal phenotypes. Recently, cognitive impairment was also reported for mice constitutively expressing the *Ptpn11*^*D61G*^ mutation, which has recurrently been found as a germline mutation in patients with rather severe forms of NS [35]. Although the D61G substitution leads to a smaller increase of the PTP activity than the D61Y described here [8], the impairments in hippocampal learning reported in Ptpn11^D61G^ mice were more severe compared to our observations [11]. This is presumably due to a dysfunction of subcortical circuits in the Ptpn11^D61G^ constitutive model. Systemic effects leading to the perinatal and juvenile death of about 50% of the progeny, could also contribute [12]. The constitutive mouse model expressing the most common NS-associated mutation *Ptpn11*^*N308D*^ showed no alterations in MWM performance and only mild deficits in contextual fear conditioning that is also well comparable with our new model [11]. Altogether the mild cognitive impairment observed in the Ptpn11^D61Y^ mice corresponds well to the clinical neurodevelopmental phenotype in NS patients and justifies the suitability of this model for investigations of the brain-specific pathomechanism of the NS-linked cognitive impairments. Nevertheless, the expression of Ptpn11^D61Y^ in excitatory neurons and astrocytes in our model differs from the global expression in patients with NS. Thus, this mouse model might be more suitable to decipher neuronal molecular and cellular mechanisms than to model the complex pathophysiology in forebrain circuits.

### Normal morphology and synaptogenesis but changes in synaptic glutamate receptor trafficking in Ptpn11^D61Y^ neurons

The expression of *Ptpn11*^*D61Y*^ allele specifically in the forebrain led to a two-fold increased Ptpn11-specific PTP activity as anticipated, but had no effect on mouse viability or gross brain morphology. In this study, we employed cultured hippocampal and cortical neurons allowing the assessment of dynamic processes at the level of individual cells and synapses. The measured increase of Ptpn11-specific PTP activity in neuronal cultures prepared from newborns was comparable to the increase measured in forebrains of adult Ptpn11^D61Y^ mice, justifying our approach. The neuronal morphology and synaptogenesis in culture was not altered, however, we observed differences in the synaptic expression and trafficking of synaptic glutamate receptors. Specifically, the relative surface expression was decreased for GluN2B-containing NMDARs and increased for GluA1-containing AMPA receptors. We suggest that this is due to their abnormal endo- and exocytosis, as we could confirm decreased endocytosis rate of GluA1 in Ptpn11^D61Y^. It is well established that Ras-dependent signaling promotes the externalization of GluA1 at synapses, which is negatively regulated by calcium influx through GluN2B-containing receptors [26]. Thus, the increased GluA1 level we observed is in line with an increased Ras activation in the presence of the overactive Ptpn11^D61Y^ and also with a decreased Ca^2+^ influx through GluN2B. At this point, we can only hypothesize about the mechanism behind the decreased surface expression of GluN2B. Similarly, Ptpn11^D61G^ mutant was reported previously to have a higher neurotransmission [11]. This could explain the observed decrease of GluN2B, as neurotransmission induces an increased endocytosis of synaptic GluN2B-recepors [36]. In line with our data, Lee and colleagues reported a deregulation of surface expression of GluA1 receptors [11]. However, in their case, the receptor expression level was increased and not decreased as we observed. The differences in the experimental setup are likely the reason for this discrepancy. They used an acute (12h) strong overexpression of Ptpn11^D61G^ mediated by viral vectors, while in our case physiological levels of Ptpn11^D61Y^ were expressed during the entire development. Long-term mild overexpression might lead to homeostatic expressional adaptations of these receptors, which are intensively regulated in response to neuronal activity [37–39]. Trafficking of NMDA and AMPA glutamate receptors plays a key role in neuronal plasticity [40]. Therefore a deviation of this process suggested here likely contributes to the aberrant long term-potentiation reported previously for a similar NS model [11].

### Defect in the activity-induced phosphorylation of ERK in Ptpn11^D61Y^ neurons

We observed a stronger increase in the basal phosphorylation of ERK in hippocampal slices of Ptpn11^D61Y^ as compared to the recently published values obtained from slices of Ptpn11^D61G/+^ animals [11]. This is consistent with a higher PTP activity of Ptpn11^D61Y^ mutation described previously and now confirmed here [8] and indicates that the Ptpn11 activity correlates with the level of ERK phosphorylation in the brain. Interestingly, we did not find any significant differences in the relative pERK/ERK levels in full forebrain homogenate of Ptpn11^D61Y^ mice, which is likely due to an upregulation of total ERK in the forebrain of Ptpn11^D61Y^ mice. However, we observed a significant increase of the ratio pERK/ERK in the nuclear fraction prepared from these homogenates that showed no changes in the total ERK abundance. This reveals important differences in the ERK signaling in intact animals and is in line with the observed enhancement of ERK phosphorylation in acute slices and in the nuclei of cultured cells. ERK phosphorylation is strongly regulated by neuronal activity and by growth factors such as BDNF in neurons [41,42]. Having elevated pERK levels already in the basal state, Ptpn11^D61Y^ neurons in high-density cultures and in hippocampal slices failed to increase pERK upon stimulation of neurotransmission or with BDNF. This confirms and expands the previous data about defects in ERK phosphorylation upon theta burst stimulation in hippocampal slices expressing Ptpn11^D61G^ from a viral vector [11]. Moreover, the treatment of Ptpn11^D61Y^ neurons with an inhibitor of MEK1 (a kinase upstream of ERK) fully normalized the basal ERK phosphorylation and rescued the activity-induced increase in pERK, thus confirming that the observed abnormalities in ERK phosphorylation dynamics are indeed mediated by an overactivation of the Ras/MAPK pathway in the Ptpn11^D61Y^ model. Importantly, not only the magnitude but also the temporal course of ERK phosphorylation differed in cells expressing Ptpn11^D61Y^ indicating an aberrant temporal regulation of pERK-dependent gene expression in this NS model.

### Aberrant neuronal activity-dependent gene expression in Ptpn11^D61Y^ neurons

In line with the key role of ERK activation for expressional control of activity-regulated genes, we observed defects in the neuronal activity-induced activation of the BDNF promoter in Ptpn11^D61Y^ neurons. The subsequent gene expression profiling revealed differences in the hippocampal gene expression at basal conditions and after stimulation of neuronal activity in Ptpn11^D61Y^ compared to control mice. A fraction of genes regulated in Ptpn11^D61Y^ under basal conditions overlapped with genes regulated by neuronal activity in controls, which implies an activation of Ptpn11 and its downstream signaling by neuronal activity. This is in line with the well-established role of the Ras/MAPK pathway in neuronal activity-dependent gene expression [18,43]. The network analysis data revealed a regulation of five kinases and four phosphatases, which were linked to signaling related to Ptpn11 in previous studies [44,45] and an increased expression of miRNAs that target Ras/MAPK signaling in Ptpn11^D61Y^ neurons. These regulations might reflect a possible compensatory feedback loop on basal Ras/MAPK signaling in this NS model. Such an adaptive regulation of the Ras/MAPK signaling network could also contribute to the observed defects in the induction of pERK by activity. Increased neuronal activity induced a robust reprogramming of gene expression with an overall tendency towards decreased expression levels in controls. Transcript levels of 90% of DEGs were reduced, while the transcripts of only 10% were elevated. In contrast, the activity-induced regulation of gene expression was largely impaired in Ptpn11^D61Y^: The number of genes regulated by activity is 3-times lower compared to controls. Although the preference for an activity-induced downregulation of genes persists in Ptpn11^D61Y^, the number of downregulated genes is strongly reduced (434 in control vs. 110 in Ptpn11^D61Y^) and their downregulation is less pronounced (see the negative correlation in Fig 9D). 

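The 1311 clusters past the filter in control S vs. B had a median change of 0.98 log2 in control slices and of 0.16 in the same direction in Ptpn11D61Y slices, which share no array with them, with 919 of them (70.1%) in the same direction. In the 3 Ptpn11D61Y animals the median was 0.30, 0.12 and 0.06. Clusters picked for a large change in one set of arrays have a smaller one in another set, so the reverse was measured too. The 473 clusters past the filter in Ptpn11D61Y S vs. B had a median change of 1.40 in Ptpn11D61Y and 0.22 in control slices, 298 of them in the same direction. Pde6h and Chdh, lower after stimulation in control slices, were at -0.40 ± 0.26 and -0.25 ± 0.22 in Ptpn11D61Y slices (log2 fold change ± standard error, n = 3 arrays per group), while Popdc3 and Ltc4s, which differed in Ptpn11D61Y slices, were at 0.63 ± 0.42 and -0.02 ± 0.34 in control slices. Fgfr4 was lower after stimulation in both genotypes. Shuffles of the residuals over the arrays gave a median as large in 30 of 100 cases for the first and 25 of 100 for the second. They can put more than 1 replicate 1 array in a group, where the data have 1 in each. Their medians spread from -1.43 to 2.21 and from -1.66 to 2.42, so they do not decide whether the response is shared. Without Ptpn11D61Y B replicate 1 the medians were -0.05 and -0.08. In the interaction, which tests whether the responses differ, 0 clusters passed after adjustment. This is not a count of the clusters that respond differently. In simulated data, only 6 of 100 clusters shifted by a log2 change of 1 passed adjustment in control S vs. B. Standard errors are larger in the interaction, so the 0 does not decide whether the response is attenuated.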

The comparison of activity-induced regulation in Ptpn11^D61Y^ and in controls showed that most transcripts are relatively increased in the mutant, thus further supporting a failure of the activity-induced downregulation of gene expression in Ptpn11^D61Y^ neurons.

The functional analysis of DEGs revealed changes in the cellular signaling going beyond a dysregulation of Ras/MAPK axis that has been nearly exclusively discussed in the context of neuronal phenotypes in NS so far [3,11]. Significant changes in the basal JAK/STAT and PI3K/AKT/mTOR signaling in Ptpn11^D61Y^ were predicted in silico and confirmed by quantitative Western blots. These pathways are known targets of Ptpn11 regulation [7,46] and were connected to NS-linked myeloproliferative pathogenesis [47,48]. Our study now suggests these pathways as important targets of Ptpn11 signaling in the brain. The in silico analysis predicted a differential regulation of the JAK/STAT, Jnk and NFκB pathways by neuronal activity in Ptpn11^D61Y^ compared to controls. These pathways contribute to the expressional control of activity-regulated genes [49–51] and Ptpn11 was linked to these pathways by previous studies [3,52,53]. The dysregulation of these pathways and their possible targeting for a therapeutic intervention in the context of NS-associated cognitive impairments should be explored in further studies.

Taken together, this study revealed that the forebrain-restricted expression of the overactive Ptpn11^D61Y^ results in learning impairments and suggests an aberrant neuronal activity-dependent regulation of gene expression as the underlying mechanism. Our data indicate disturbances in several steps of the neuronal activity-induced cellular signaling including the aberrant expression of glutamate receptors on the spine surface, impaired neuronal activity-induced ERK phosphorylation and subsequent regulation of gene expression. Moreover, we provide evidence for changes in JAK/STAT, PI3K, and mTOR signaling. Further, our study suggests that the expression of overactive Ptpn11 in neurons leads to the development of compensatory mechanisms that partially dampen the unconstrained activation of Ras/MAPK signaling in the basal state, whose pathogenic significance has been underestimated, so far. We propose that these mechanisms strongly limit the dynamic range of Ras/MAPK signaling and contribute to the observed blunting of the activity-induced regulation of neuronal gene expression. These findings have important implications for therapeutic considerations regarding neuronal dysfunction in RASopathies. We propose that efficient treatment strategies will probably have to target also JAK/STAT, and PI3K/mTOR pathways and they have to focus on the restoration of the normal dynamics of Ras/MAPK signaling rather than a general inhibition of this cascade.

## Materials and methods

### Animals

Conditional *Ptpn11*^*D61Yfloxed/wt*^ animals (B6.129S6-Ptpn11tm1Toa/Mmjax) [20] were provided by B. G. Neel and T. Araki and bred on C57BL/6J background. For genotyping, the PCR was performed using TGGAGCTGTTACCCACATCA and GCACAGTTCAGCGGGTACTT primers followed by a melting point analysis using the High Resolution Melting and Gene scanning application on the LightCycler 480 (Roche Diagnostics). B6.129S2-Emx1tm1(cre)Krj/J animals [21] were obtained from Jackson Laboratories and genotyped according the provider’s recommendations. Breeding statistics were obtained using to the Python Based Relational Animal Tracking (PyRAT, Scionics Computer Innovation) and analyzed in MS Excel. An average litter size had 6 pups and one breeding couple delivered 5 litters; as calculated from approx. 200 litters of 40 breeding couples.

Breeding of animals, behavioral experiments and experiments using animal material were carried out in accordance with the European Communities Council Directive (2010/63/EU) and approved by the local animal care committees of Sachsen-Anhalt/Germany / Regierungspräsidium Halle Sachsen-Anhalt/Germany (reference number AZ: 42502/2-988 IfN and 42502/2-1295 UniMD).

### Ptpn11-specific tyrosine-phosphatase activity assay

For the Ptpn11-specific protein tyrosine phosphatase activity assay 8 weeks old control and Ptpn11^D61Y^ mice were sacrificed. Forebrain homogenate was centrifuged for 5 min at 1.000xg to obtain the postnuclear S1 supernatant, which was subsequently used for the Ptpn11 immuno-capture and PTP activity measurements. The same experiment was performed using 14 DIV cortical neurons of both genotypes. All components were purchased as a kit DuoSet IC DYC2809 from R&D Systems Inc. and solutions prepared according to manufacturer’s protocols. Colorimetric results were measured at 620 nm wavelength on FLUOstar Omega plate reader by BMG Labtech.

### Antibodies, chemicals and drugs

The following antibodies and chemicals were used for Western Blot (WB), immunocytochemistry (ICC), immunohistochemistry (IHC), recycling assay and Syt1 AB uptake: **mouse antibodies** against Bassoon (mAb7f, IHC 1:1.000; Assay Designs), β-III-tubulin (WB 1:2.000; Sigma-Aldrich), γ-tubulin (1:1000; T5326 Sigma-Aldrich), GluA1 (MAB2263, Recycling Assay, 1:50, Merck Millipore), GluA2 (ICC 1:500; Chemicon/Merck Millipore), panGluA Oyster 550-labeled (ICC: 1:500; Synaptic Systems), Homer1 (ICC 1:500; Synaptic Systems), MAP2 (ICC 1:1.000; Sigma-Aldrich), pERK (M9692, ICC of high density cultures, Sigma-Aldrich) and pERK (M7802, WB 1:500; Sigma-Aldrich), Tau1 (ICC 1:1.000; Millipore), Ptpn11 (SH-PTP2; WB 1:1000; sc-7384 Santa Cruz), **rabbit antibodies** against phosphorylated ERK (#4370, ICC 1:200 in low density cultures; Cell Signaling), ERK (WB: 1:500; Cell Signaling), Bassoon (SAP7f, 1:1.000 [54]), GFP (ICC 1:1.000; Invitrogen), GluN1 (ICC 1:500, Alomone labs), GluN2A (ICC 1:200; Alomone labs), GluN2B (ICC 1:500; Alomone labs), Homer1 (ICC 1:500; Synaptic Systems), Synaptotagmin1 Oyster 550-labeled (Syt1 AB uptake, 1:100; Synaptic Systems), VGAT (ICC and IHC 1:500; Synaptic Systems), VGLUT1 (IHC 1:1.000; Synaptic Systems), MEK1/2 (WB 1:1000; Cell Signaling 9126), ERK1/2 (WB 1:1000; Cell Signaling 9102), AKT (WB 1:1000; Cell Signaling 9272), phospho-MEK1/2 (WB 1:1000; Ser-217/Ser-221, Cell Signaling 9154), phospho-ERK1/2 (WB 1:1000; Thr-202/Thr-204; Cell Signaling 9106), phospho-AKT (WB 1:1000; Ser-473, Cell Signaling 4060; Thr-308, Cell Signaling 2965), p110 (PI3Kinase; WB 1:1000; Cell Signaling 4249), STAT3 (WB 1:1000; Cell Signaling 9139S), phospho-STAT3 (WB 1:1000; Cell Signaling 9145S), FOXO1 (WB 1:1000; Cell Signaling 2880), phospho-YAP (WB 1:1000; Ser 127; Cell Signaling 4911), YAP (WB 1:1000; Cell Signaling 4912), phospho-FOXO1 (WB 1:1000; Ser25; Cell Signaling 9461), JNK (WB 1:1000; Cell Signaling 9252), phospho-JNK (WB 1:1000; Thr 183/Tyr185; Cell Signaling 9251), S6K (WB 1:1000; Cell Signaling 2708) and phospho-S6K (WB 1:1000; Thr389; Cell Signaling 9205), phospho-p38 (WB 1:1000; Thr180/Tyr182; Cell Signaling 9211) and p38 (WB 1:1000; Cell Signaling 8690), **guinea pig antibodies** against Bassoon (ICC 1:500; Synaptic Systems), GAD65 (ICC 1:500; Synaptic Systems), GluA1 (ICC 1:100; Alomone labs), and MAP2 (ICC 1:1.000; Synaptic Systems). **Secondary antibodies** from goat coupled with Alexa 488- (ICC 1:2.000, recycling assay 1:250, IHC 1:500), 647- (ICC 1:2.000) and 680-fluorophore (WB 1:20.000) were purchased from Invitrogen, with Cy3- (ICC 1:2.000; IHC 1:500) and Cy5-fluorophore (ICC 1:2.000) from Jackson ImmunoResearch Laboratories and with CF770 (WB 1:20.000) from Biotium. 4´,6-Diamidin-2-phenylindol (DAPI, 1 μg/ml) was obtained from Sigma-Aldrich. Following **drugs** were used: D-(-)-2-amino-5-phosphonopentanoic acid (APV, 40 μM; Tocris), 6-cyano-7-nitroquinoxaline-2,3-dione disodium (CNQX, 100 μM; Tocris), 4-aminopyridine (4AP, 2.5 mM; Sigma-Aldrich), bicuculline (Bic, 50 μM; Sigma-Aldrich), Brain-derived neurotrophic factor (BDNF, 100 ng/ml; PEPROTECH) and α-[Amino[(4-aminophenyl)thio]methylene]-2-(trifluoromethyl)benzeneacetonitrile (SL327, 1 μM; Tocris).

### Primary culture

Dissociated hippocampal cultures from newborn mice were prepared as described previously [55]. Cells were plated in densities of either 10.000 cells for 5 DIV old neurons, 20.000 cells per coverslip for 14 DIV cells for low density cultures, or 30.000 cells per coverslip for 14 DIV cells for high density cultures.

For the preparation of primary cortical neurons derived from Ptpn11^D61Y^ newborns and their wild-type siblings, postnatal animals (day P0-P1) were killed by decapitation and their cortices were freed of meninges. After treatment with 0.25% trypsin for 20 min at 37°C cells were mechanically triturated in the presence of 100 μl DNase (0.1%), filtered using 70 μm nylon nets (Falcon) and plated in DMEM including 10% of fetal calf serum, 1 mM glutamine and antibiotics (100 U/ml penicillin, 100 μg/ml streptomycin) on poly-D-lysine-coated 6 cm plates with 800.000 cells per plate. After 7–8 hours the medium was changed to Neurobasal A medium supplemented with B27, 1 mM sodium pyruvate, 4 mM Glutamax and antibiotics (100 U/ml penicillin, 100 μg/ml streptomycin). At 4 DIV AraC (Sigma Aldrich) was added to the cells to reach a final concentration of 0.6 μM. All chemicals used for neuronal cultures were obtained from Thermo Fisher Scientific, unless indicated otherwise.

### Immunocytochemistry

Quantitative immunostaining of cultured neurons were done as described earlier [56] with following modifications. Cells were fixed in 4% paraformaldehyde in PBS for 4 min, washed three times in PBS, permeabilized with 0.2% Triton X-100 in PBS for 10 min, washed again and blocked in a PBS buffer containing 2% glycine, 2% BSA, 0.2% gelatin, 50 mM NH_4_Cl. All antibodies were applied in blocking buffer. For quantitative assessment, all coverslips compared in one experiment were processed in parallel using identical antibodies, solutions, and other reagents.

The uptake of Syt1 AB induced by an application of 50 mM KCl for 4 min was done as described before [56]. For surface staining of glutamate receptors neurons were incubated with antibodies recognizing the extracellular domain of GluA1, GluA2, panGluA, GluN1, GluN2A, or GluN2B receptors in Tyrode’s buffer (containing, in mM: 119 NaCl, 2.5KCl, 2 CaCl_2_, 2 MgCl_2_, 30 glucose, 25 HEPES, pH 7.4) for 30 min at 37°C. After Syt1 AB uptake or surface staining of GluRs cells were processed for immunostaining as described above. For GluA1 recycling assay neurons were incubated with GluA1 (GluR1-NT) antibody recognizing the extracellular N-terminus in cell media at 4°C for 30 min to block membrane trafficking. Cells were shortly washed with Tyrode´s Buffer containing 1% BSA and placed back into the original culture plate at 37°C for 30 min to allow for endocytosis. Afterwards, cells were washed again with Tyrode´s buffer and processed for immunostaining as described previously [56].

### BDNFpI+pII-EGFP lentivirus

The lentiviral construct expressing BDNFpI+pII-EGFP was used as described previously [57]. For infection of hippocampal neurons, the viral particles were applied over night at 4 DIV. Infected neurons were used for experiments at 14 DIV.

### Immunohistochemistry

Mice were perfused and brains were cryopreserved and 30–40 μm thick slices were prepared and stained as described previously [58]. Slices were mounted using Fluoromount G DAPI (Southern biotech).

### Image acquisition, analysis and presentation

Overview pictures of single sagittal brain sections were obtained using 2.5X objective. The images were arranged to show a brain overview using Adobe InDesign CS3. Brightness and contrast levels of the presented images were minimally adjusted using either ImageJ software (NIH, http://rsb.info.nih.gov/ij/) or Adobe Photoshop CS3.

Images of stained cultured neurons were acquired on a Zeiss Axio Imager A2 microscope with Cool Snap EZ camera (Visitron Systems) controlled by VisiView (Visitron Systems GmbH) software. In general, single coverslips were acquired using camera settings identically applied to all samples quantified in one experiment. Unspecific background was removed using mathematical subtraction of mean background value measured in three unstained regions of each analyzed image in ImageJ software.

For morphological analysis images were binarized using ImageJ software and Adobe Photoshop CS3, and analyzed using the Sholl analysis plugin in ImageJ software. Longest outgrowing dendrite was measured with the same software.

For analysis of synaptic immunofluorescence synaptic puncta were defined semiautomatically by setting rectangular regions of interest (ROI) with dimensions of about 0.8 by 0.8 μm around local intensity maxima in the channel with the staining for the synaptic marker using OpenView software, written and kindly provided by N.E. Ziv [59]. To decrease the variability of data only synapses on 20 μm long proximal dendritic segments localized 10–30 μm away from the soma were considered. As synaptic marker Bassoon was used for all analyses. For analyses of active synapses and surface and total staining of GluRs receptors only synapses that showed over-threshold staining for both Bassoon and Homer1 were considered. OpenView software was utilized to measure mean IF intensities of synaptic staining.

For the quantification of IF for pERK or BDNFpI+pII-EGFP reporter DAPI staining was used as mask for nuclear ROIs. Masks were generated using Image J software. The integrated density of the nuclear staining was measured using the same software.

Brightness and contrast levels of the presented images were minimally adjusted using either ImageJ software or Adobe Photoshop CS3 and CS6. All panels were arranged in Adobe InDesign and Adobe Illustrator CS3 and CS6.

### Preparation of acute hippocampal slices and neuronal activity induction

Acute hippocampal slices were prepared from 8–11 weeks old control and Ptpn11^D61Y^ mice as described previously [60]. Briefly, mice were anesthetized with isoflurane and euthanized by decapitation according to the institution’s approved protocols. Brains were quickly removed, placed in carbogenated ice-cold artificial cerebrospinal fluid (ACSF, in mM: 125 NaCl, 2.5 KCl, 1.25 NaH_2_PO_4_, 25 NaHCO_3_, 25 D-glucose, 2 CaCl_2_ and 1 MgCl_2_) and hippocampi were dissected. Transverse slices of hippocampus (350 μm thick) were prepared using a McIlwain-type tissue chopper, transferred to small meshed chambers and incubated for recovery in carbogenated (95% O_2_/5% CO_2_) ACSF for 1 h at 37°C.

Thereafter, 3–4 slices originating from the same animal were incubated together in each chamber. Slices were treated with 2.5 mM 4AP and 50 μM Bic or vehicle in ACSF for 10 min and then processed immediately for Western blotting or incubated for additional 3 hours in ACSF prior to RNA isolation. For quantitative western blotting the slices from one chamber were pooled and homogenized using ice-cold lysis buffer containing 50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 0.1% SDS, 1% Triton X-100 and 2 mM EDTA supplemented with Complete Protease inhibitor and PhosSTOP phosphatase inhibitor cocktails (Roche) immediately after the treatment. Lysates were then centrifuged at 14.000 g for 10 min, pellets discarded and colorimetric amido black protein assay was used to determine the protein concentrations of the lysate samples. In each experiment homogenates were prepared from two independently processed chambers per each treatment and genotype. Quantitative immunoblotting was done as described previously [56]. Immunoreactivity was visualized using Odyssey Infrared Scanner (LI-COR Biosciences) and fluorescence intensity of the bands was quantified using Odyssey Software V3.0 (LI-COR Biosciences). As background value, the mean of three empty areas on the membrane was subtracted from each band value and optical density (OD) values were normalized using β-III-tubulin as loading control. The densitometry data were expressed as relative OD. Each sample was loaded in triplicates, resulting in a minimum of 6 values per experiment.

### Preparation of forebrain lysate

To prepare the whole cell lysates, forebrains from 8–12 weeks old male control or Ptpn11^D61Y^ mice were dissected and immediately flash frozen in liquid nitrogen before further processing. Frozen brain samples were homogenized in protein lysis buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 2 mM EDTA, 1X protease inhibitor cocktail and 1X phosphatase inhibitor cocktail) and centrifuged to collect the protein-enriched supernatant. Protein concentrations of the lysate samples were determined by BCA assay. Immunoblot analysis was performed as described previously [61]. Equal amounts of cell lysates (20 μg) from control and Ptpn11^D61Y^ (five animals per genotype) were used for the detection of corresponding proteins. Primary antibodies were diluted 1:1000 in 5% nonfat milk (Merck)/TBST (Tris-buffered saline, 0.05% Tween 20). Densitometry analysis of blots was performed using ImageJ software. After background substraction the band intensity was measured. Each blot was repeated two to three times and average was used for analysis. The amount of phosphorylated protein was normalized to the total amount of protein. Unpaired two-tailed t-test was used for statistical analysis in MS Excel.

### Preparation of nuclear fraction from forebrains

Nuclear protein fraction of forebrains from 8–12 weeks old male control or Ptpn11^D61Y^ mice were prepared at 4°C by using CelLytic NuCLEAR extraction kit (Sigma-Aldrich) as per the manufacturer’s recommendations with minor modifications of protocol. Briefly, flash frozen forebrains were quickly washed twice with PBS and homogenized in hypotonic lysis buffer containing DTT, protease and phosphatase inhibitor cocktails. Homogenized samples were centrifuged for 20 min at 11,000xg, supernatant containing cytoplasmic fraction was separated from the crude nuclei pellet. The crude nuclei pellet was re-suspended in extraction buffer (containing DTT, protease and phosphatase inhibitor cocktails), kept on shaker for 30 min followed by centrifugation for 5 min at 21000xg to collect the nuclear protein fraction. Protein concentrations of the lysate samples were determined by BCA assay and equal amount of proteins for each sample were loaded into SDS-PAGE gels for electrophoresis and proteins were transferred to PVDF membranes as described above. The blots were incubated with blocking buffer for 30min followed by primary antibodies (pERK1/2, ERK1/2, β-III tubulin) overnight at 4°C. On the following day, blots were washed thrice with PBS-T (PBS+0.1% Tween-20), incubated with secondary antibodies for 1hr and further washed thrice with PBS-T and twice with PBS. The bands were detected using Odyssey scanner and densitometric analysis was performed by using Odyssey software. Immunoreactivity was normalized to loading control (β-III tubulin) and then the fraction of pERK/ERK was quantified and the data was normalized to control group.

### RNA isolation and quality control

Acute hippocampal slices from animals of both genotypes were prepared and treated in the same way as mentioned above. After 10 min of treatment and incubation in ACSF for additional 3 hours slices were placed in RNAlater RNA stabilization reagent (Qiagen). Total RNA was isolated using the RNeasy Mini Kit (QIAGEN) as per manufacturer’s protocol. RNA integrity (RIN) was determined using ScreenTape R6K kit on the TapeStation2200 (Agilent Technologies); only samples with RIN >7 were further used for microarray hybridization, qPCR and miRNA quantification. The concentration was measured using NanoDrop spectrophotometer at 230, 260 and 280nm (Thermo Scientific, Germany).

### Microarray hybridization, expression data acquisition and analysis

cDNA was prepared from total RNA using a random priming method followed by fragmentation of double-stranded cDNA, labelling and hybridization onto the Affymetrix GeneChip Mouse gene 2.0 ST Arrays with full genome-wide coverage of coding and non-coding transcripts according to the manufacturer’s protocol. Microarrays were scanned with the Affymetrix GeneChip Scanner 3000. Raw data files were corrected for background and imported into Expression Console 1.4.1.46 software (Affymetrix), where the signals were normalized using the quantile method using PLIER algorithm, and mean signals were transformed to log2 scale. The data passed the overall quality assessment done by principal component analysis and other quality metrics. Normalized raw data were analyzed using the software Transcriptome Analysis Console v3.0 (Affymetrix). A fold change of ≥1.5/≤-1.5 and p-value <0.05 (One-way ANOVA) was used as a criterion for the selection of DEGs. Raw array data (.cel files), and processed data (.chp files) are deposited to Gene Ontology Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/; GEO Accession Number GSE80061).

Data mining software Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com/) was used for identification of significantly enriched functional annotations, canonical pathways, upstream regulators and molecular networks for DEGs. IPA implements Fisher's exact test to determine overlap of DEGs with a functional annotation or a canonical pathway. IPA upstream regulator´s analysis function uses the filter criteria of p<0.05 (Fisher’s exact test). To filter the highly significant networks a log(p) transformed score (p-value obtained from Fischer's exact test) higher than 10 was used as threshold.

The miRNA-mRNA target analysis was performed using DIANA miRPath v.2.0 web based software tool (http://www.microrna.gr/miRPathv2), which utilizes previously described DIANA-microT-CDS algorithm [62]. A microT threshold of 0.8 and FDR corrected p-value of 0.01 were used as threshold for predicting the miRNA targets.

### Quantitative real-time PCR (qRT-PCR)

cDNA was synthesized from total RNA samples using RT^2^ First Strand Kit (QIAGEN) according to manufacturer’s instructions and used as template in qRT-PCRs using the RT^2^ SYBR Green qPCR master mix (QIAGEN) and primers specific to the target genes (sequences are listed in S8 Table) performed on the LightCycler480. The expression level of the target genes was normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as housekeeping transcript. The relative expression level was determined using the relative quantification ΔΔCt method and expressed as fold change to control.

### miRNA quantification

cDNA was synthesized using qScript miRNA cDNA synthesis kit (Quanta Biosciences) according to manufacturer’s protocol and used as template for miRNA amplification using PerfeCTa miRNA assays (Quanta Biosciences) containing specific forward primers and RT^2^ SYBR Green qPCR master mix using the LightCycler480. The expression level of target miRNAs was normalized to the expression of Snord47.

### Behavioral experiments

For all experiments except for Morris Water Maze animals were kept in reverse 12h light/12 h dark cycle. 8–12 weeks old male Ptpn11^D61Y^ and control mice were habituated for at least one week in individual cages. All experiments were performed between 9:00 a.m. and 5:00 p.m.

#### Home cage activity monitoring

Home cage activity was measured as previously described [63]. Mice were monitored and activity was measured for four consecutive days in their home cages using infrared-thermo sensors (Home Cage Activity System, Coulbourn Instruments, Allentown PA), mounted on the top of each cage and interfaced with a computer. Activity was determined from raw values of 15 seconds, which were used to calculate activity periods of 5 min bins. Percentages of activity per hour were calculated from average values of 4 days.

#### Open field exploration (OFT)

Animals were tested for 20 minutes under red light (5 Lux low light conditions) in an open field arena measuring 50 x 50 cm with 35 cm high walls. Exploration was monitored using a video-tracking system (ANY-maze Video tracking system, version 4.50, Stoelting Co, Wood Dale, IL, USA). The distance moved by each mouse and mean speed was measured.

#### Fear conditioning

All tests were performed in a training apparatus containing glass arena and grid floor to deliver foot shock from TSE System, Bad Homburg, Germany. The entire arena was enclosed in a sound-proof cubicle containing speaker, ventilation fan and background noise (70 dB), connected to a computer to measure the freezing behavior, using photo beam system. Mice were tested in a classical auditory cued conditioning paradigm described earlier [64]. Conditioning was done as described previously [65] with minor modifications. Briefly, mice were habituated to training apparatus with six neutral acoustic stimuli (three and three separated with 2 minutes pause; CS- 2.5-kHz, 10 seconds with 20 seconds inter stimulus intervals, ISIs). Training was done 24 hours later with three conditional stimuli (CS+ 10-kHz, 10 seconds with 20 seconds ISIs) each terminating with a 1 second unconditional stimulus (US, scrambled foot shock of 0.4 mA). Fear memory towards shock context was tested 24 hours later. Memory towards different auditory tones was tested in a neutral context using a new standard cage. Freezing behavior (lack of movements except for respiration) was monitored. Fear memory levels were expressed as percentage of time spent freezing during the first two minutes of contextual retrieval in the shock context, cue retrieval in the neutral context and difference between shock and neutral contexts. Cue specific fear memory towards different tones in neutral context was expressed as total freezing levels towards CS+, CS- tone presentations and difference between the two.

With a second batch of mice contextual fear conditioning was also tested. Mice were trained in the fear conditioning chamber after 2 minutes of prior habituation, with a single electric foot shock (0.4 mA, 1 second) followed by 30 seconds interval. This was done for three days and 24 hours after the third training session mice were tested in the shock context for contextual memory retrieval. The fear response was represented as the percentage of freezing during first two minutes of the session.

#### Morris Water Maze (MWM)

Animals were kept under normal light conditions. 13–15 weeks old male Ptpn11^D61Y^ and control mice were habituated for at least one week in individual cages. Spatial learning was assessed in the hidden platform MWM exactly according to a published protocol [11] and analyzed using VideoMot2 and WINTRACK as described by us previously [66].

### Statistical analysis for activity measurements, staining, western blots, quantitative PCRs, and behavioral experiments

All values are shown as mean ± standard error of the mean (SEM). Graphs were plotted and statistics were calculated using Prism 5 software (GraphPad Software, Inc.). Size of groups, number of independent experiments, analyses, and statistical analyses applied are indicated for each result. Analyses used were one sample t-test, unpaired t-test and one-way ANOVA followed by Bonferroni or Dunnett´s multiple comparison test. For all behavioral analyses either t-test (after performing Shapiro-Wilk normality test), one-way ANOVA or two-way ANOVA repeated measures was used followed by post hoc analysis (Scheffe's or Fisher PLSD) using Prism 5 software (GraphPad Software, Inc.), except for MWM where Statview (SAS Institute Inc., Cary, NC) was used. A p-value smaller than 0.05 (p<0.05) was considered significant.

## Supporting information

S1 Fig Total synaptic expression and surface abundance of glutamate receptors. Control and Ptpn11^D61Y^ hippocampal neurons (14 DIV) were stained with antibodies recognizing the subunits GluA2, all GluAs, GluN1 and GluN2 of glutamate receptors. Staining was performed to visualize the surface fraction and total expression of the respective subunits. Synapses were co-labeled with antibodies against Homer1 and Bsn; arrows highlight the co-labeling. For the quantification see **Fig 4B and 4C** and **S1 Table**. Scale bar: 5μm.
(TIF)

S2 Fig Effect of network activity modulation on the nuclear pERK level in low-density hippocampal cultures from Ptpn11^D61Y^ and controls. **(A)** Representative images of DIV14 neurons of both genotypes stained for pERK in the basal state, upon stimulation of neuronal network activity by application of 4AP/Bic for 30 min and after activity silencing using the blockers of glutamatergic transmission APV (40 μM) and CNQX (100 μM) for 30 min. Neurons are labeled with antibodies against MAP2 (neuronal marker), nuclei with DAPI. Scale bar: 10 μm. **(B)** Quantification of the nuclear pERK level in the images as exemplified in **A**. The increase of neuronal activity using 4AP/Bic leads to an elevation of the nuclear pERK level in controls, but fails to do so in Ptpn11^D61Y^ neurons. The silencing of network activity by APV/CNQX treatment shows comparable effects in both, control and Ptpn11^D61Y^ neurons. Data are presented as mean ± SEM and numbers in columns indicate the number of cells analyzed. Statistical assessment was done using one-way ANOVA followed by Bonferroni´s multiple comparison test (***p≤0.0001).
(TIF)

S3 Fig Time course of activity-induced expression of BDNF and Arc. (A) The expression of BDNF was quantified by qPCR in hippocampal slices harvested 1, 3 or 6 h after incubation of slices with ACFS containing 4AP/Bic. Significantly increased BDNF mRNA levels were detected 3 h after stimulation. qPCR was run on samples for each time point and treatment in quadruplicates, significance was tested by one-way ANOVA with Bonferroni’s multiple comparison test; ***p≤0.0001. **(B)** The expression of BDNF and Arc was quantified in treated and control slices 3 h after the treatment. A significant induction was observed for both genes. qPCR was run in triplicates on one sample from treated and untreated slices, significance was tested using unpaired t-test, **p≤0.01, *p≤0.05. Data are presented as mean ± SEM.
(TIF)

S4 Fig Functional analysis of genes with different basal expression levels in hippocampi of control and Ptpn11^D61Y^ mice. **(A)** Molecular network covering the DEGs with highest scores. **(B)** Network of predicted upstream transcription regulators. **(C)** Network of upstream posttranscriptional and posttranslational regulators for all datasets. In all networks, nodes and edges represent genes and gene relationships, respectively. Upregulated and downregulated DEGs are in color code, whereas uncolored nodes represent genes of networks unregulated in the dataset. The legend explains the meaning of color codes, node shapes and edge types. The intensity of the color is proportionate to the fold values of regulation of DEGs.
(TIF)

S5 Fig Functional analysis of genes differentially regulated by activity in hippocampi of control mice. **(A)** Molecular network covering the DEGs with highest scores. **(B)** Network of predicted upstream transcription regulators. **(C)** Network of upstream posttranscriptional and posttranslational regulators for all datasets. In all networks, nodes and edges represent genes and gene relationships, respectively. Upregulated and downregulated DEGs are in color code, whereas uncolored nodes represent genes of networks unregulated in the dataset. The legend explains the meaning of color codes, node shapes and edge types. The intensity of the color is proportionate to the fold values of regulation of DEGs.
(TIF)

S6 Fig Functional analysis of genes differentially regulated by activity in hippocampi of Ptpn11^D61Y^ mice. **(A)** Molecular network covering the DEGs with highest scores. **(B)** Network of predicted upstream transcription regulators. **(C)** Network of upstream posttranscriptional and posttranslational regulators for all datasets. In all networks, nodes and edges represent genes and gene relationships, respectively. Upregulated and downregulated DEGs are in color code, whereas uncolored nodes represent genes of networks unregulated in the dataset. The legend explains the meaning of color codes, node shapes and edge types. The intensity of the color is proportionate to the fold values of regulation of DEGs.
(TIF)

S7 Fig Functional analysis of genes differentially regulated upon activity induction in hippocampi of Ptpn11^D61Y^ and control mice. **(A)** Molecular network covering the DEGs with highest scores. **(B)** Network of predicted upstream transcription regulators. **(C)** Network of upstream posttranscriptional and posttranslational regulators for all datasets. In all networks, nodes and edges represent genes and gene relationships, respectively. Upregulated and downregulated DEGs are in color code, whereas uncolored nodes represent genes of networks unregulated in the dataset. The legend explains the meaning of color codes, node shapes and edge types. The intensity of the color is proportionate to the fold values of regulation of DEGs.
(TIF)

S8 Fig Quantitative Western blot analysis of the activity of Ptpn11-linked signaling in brain lysates from control and Ptpn11^D61Y^ mice. Quantitative Western blots were probed with antibodies against Ptpn11 **(A)**, against components of the PI3K-AKT-S6K/FoxO1 pathway **(B)**, against members of the Ras-Raf-MEK-ERK pathway **(C)**, against JNK **(D)**, p38 **(E)**, YAP **(F)** and STAT1/3 **(G, H)**. Decreased levels of AKT phosphorylated at Thr-308 and Ser-473 and higher levels of phosphorylated Thr389 of S6K were measured in Ptpn11^D61Y^ samples. An increase in the total expression of STAT3 was also detected. A tendency for an increase was observed for p-MEK levels (~15%), however it did not reach statistical significance. No immunoreactivity for phospho-p38Thr-180/Tyr-182, total STAT1 and phosphoSTAT1 and 3 were detectable in the brain samples, even though control samples from pluripotent stem cells, Jurkat or Baf3 cell lines proved the activity of the used antibodies. Homogenates were prepared from 5 mice per genotype; the numbers on the right side of the blots indicate the molecular weight of the relevant marker.
(TIF)

S1 Table Surface and total synaptic expression of glutamate receptors. The statistical comparison of the surface and total synaptic expression of glutamate receptors subunits: The intensity of the specific synaptic immunofluorescence **(S1.1)** and the density of the staining i.e. number of puncta per 20 μm long segments of dendrites **(S1.2)** are shown here. Statistical analyses were calculated using unpaired t-test (ns: not significant, *p<0.05, **p<0.01, ***p<0.001). Data are presented as mean ± SEM.
(XLSX)

S2 Table List of DEGs for all analyzed datasets. Full lists of DEGs for Ptpn11^D61Y^ B *vs*. control B (A), control S *vs*. B (B), Ptpn11^D61Y^ S *vs*. B (C) and Ptpn11^D61Y^ S *vs*. control S (D) including fold changes and ANOVA p-values are provided.

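S2 Table lists, for each comparison, the transcript clusters past a fold of 1.5 and a p of 0.05 in the array software, with the fold and the p of each. Its clusters number 227, 482, 170 and 292 for Ptpn11D61Y B vs. control B, control S vs. B, Ptpn11D61Y S vs. B and Ptpn11D61Y S vs. control S. Every one of them had the same direction here, which their choice on these same arrays all but fixes. Of these clusters, 113, 256, 76 and 148 passed the filter with limma on all 12 arrays, and 223, 479, 169 and 289 with the methods' test. The methods' test called 378, 671, 315 and 442 clusters in all, and every call outside the table is a cluster without a symbol in the platform annotation used here. Without replicate 1, 99, 146, 62 and 100 passed the filter. None had an adjusted p under 0.05 in limma (0 in each comparison).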

(XLSX)

S3 Table Validation of microarray data by quantitative real-time PCR. Comparison of the qPCR validation and the microarray results: The differential expression of selected genes and miRNAs was validated by qPCR. The results of the microarray analyses are compared to the qPCR quantifications for randomly selected genes. Regulations are expressed as mean fold change. P-values p<0.05 (unpaired t-test) were considered as statistically significant (n = number of independent experiments/biological replicates). The expression levels of mRNAs and miRNAs were normalized to the housekeeping genes GAPDH and Snord47, respectively, using the 2^−ΔΔCT^ method. Fold changes and p-values (ANOVA between the subjects) of the selected DEGs from microarrays are taken from Table 1. Results were expressed as mean fold change ± SEM. *p<0.05, unpaired t-test (n = 5–12).
(DOCX)

S4 Table List of DEGs that are commonly regulated between the datasets. List of DEGs that are commonly regulated for each analyzed dataset are provided.

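Besides the 3 overlaps that the paper's text describes, S4 Table lists clusters that differ between the genotypes in both states, the pair of Fig. 9G. Thbs4, C4b and Clec2d were higher in Ptpn11D61Y in B and in S, and so was the olfactory receptor Olfr1062, at 1.10 ± 0.49 in S (log2 fold change ± standard error, n = 3 arrays per group). Of the 11 listed clusters 10 had the same direction in both states here and 6 passed the filter in both. This pair of comparisons shares no array, though the same animals give both. Over all clusters 37 passed the filter in both states, 26 with the same and 11 with opposite directions. Their fold changes correlated across clusters at a Pearson's r of 0.367 and a Spearman's rho of 0.365, and 38 of 90 shuffles of the residuals went as far. These shuffles break the tie of arrays with the same replicate number. The r was -0.0624 without control B replicate 2, -0.353, -0.276 and 0.0351 without Ptpn11D61Y B replicates 1, 2 and 3, and -0.145 without Ptpn11D61Y S replicate 3.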

(XLSX)

S5 Table Results of IPA analysis for all datasets. **(A)** Significantly enriched functional annotations for each dataset. **(B)** Significantly regulated molecular networks. A log(p) transformed score for each network is calculated by IPA tool, where p-value is obtained from Fischer's exact test. A threshold of >10 score was used to filter the significant networks. **C)** Significantly regulated upstream regulators. IPA upstream regulator analysis predicted the significant upstream transcription regulators and kinases/phosphatases using a filter criteria of p<0.05.
(XLSX)

S6 Table Canonical pathways enriched with DEGs by Ingenuity Pathway Analysis. Significantly enriched canonical pathways for Ptpn11^D61Y^ B vs. control B, control S vs. B, Ptpn11^D61Y^ S vs. B and Ptpn11^D61Y^ S vs. control S dataset comparisons were shown in the table. For each canonical pathway, the p-value (probability that each function assigned to the pathway is due to the chance alone) and the DEGs associated with the pathway were shown. Fischer’s exact test p<0.05 was used as filter criterion for the enriched pathways.

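The genes of the pathways in S6 Table were chosen by the study from these arrays, and counts among them are not independent evidence. Of the 23 measured here, 5 were higher and 2 lower past the filter in Ptpn11D61Y B vs. control B, 1 higher and 5 lower in control S vs. B, 2 lower in Ptpn11D61Y S vs. B and 2 higher in Ptpn11D61Y S vs. control S. Adjusted over the list alone, 3, 3, 0 and 2 passed. In control S vs. B, Mocos, which activates molybdenum enzymes, was at -0.70 ± 0.24 (log2 fold change ± standard error, n = 3 arrays per group), Bhmt2 of methionine synthesis at -0.97 ± 0.40, and the mesoderm factor Twist2 was higher at 0.85 ± 0.33. S6 Table prints human symbols in part, and the mouse genes of S2 Table were put in their place: Hsd3b3 for HSD3B1, Cyp3a44 for CYP3A5, Cyp4f18 for CYP4F2 and Ifna16 for IFNA4. In the activity response, Cyp3a44 was at -2.85 ± 1.18 and Cyp4f18 at 0.90 ± 0.41 in Ptpn11D61Y relative to control. As a list the genes had an adjusted p from limma's camera of 0.0379 in control S vs. B (lower) and 5.84e-04 in Ptpn11D61Y S vs. control S (higher). With an estimated correlation it was adjusted p = 0.756 and 0.430. Without single arrays it was 0.108 without control B replicate 1, 0.0755 without control B replicate 3, 0.0934 without control S replicate 2 and 0.307 without control S replicate 3 in the first comparison and 0.0758 without control S replicate 3 in the second. Mocos stayed past the filter without each of the 6 arrays in turn, and the filter was missed by Bhmt2 without control B replicates 1 or 3 or control S replicates 1 or 2 (-0.95 to -0.60) and by Twist2 without control B replicate 2 or control S replicates 1 or 2 (0.69 to 0.74).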

(DOCX)

S7 Table Results of miRNA-mRNA target pathway analysis for significantly enriched pathways related to the differentially expressed miRNAs of each dataset. DIANA miRPath v.2.0 tool with the default parameters is used for predicting the target pathways with a p-value threshold of p<0.01.
(XLSX)

S8 Table List of primers used for the validation of genes by qRT-PCR.

# Supplementary material for: Aberrant neuronal activity-induced signaling and gene expression in a mouse model of RASopathy
**Source:** PLoS Genet. 2017 Mar 27;13(3):e1006684. doi: 10.1371/journal.pgen.1006684
**Supplement:** S3 Table — Comparison of the qPCR validation and the microarray results: The differential expression of selected genes and miRNAs was validated by qPCR. The results of the microarray analyses are compared to the qPCR quantifications for randomly selected genes. Regulations are expressed as mean fold change. P-values p<0.05 (unpaired t-test) were considered as statistically significant (n = number of independent experiments/biological replicates). The expression levels of mRNAs and miRNAs were normalized to the housekeeping genes GAPDH and Snord47, respectively, using the 2−ΔΔCT method. Fold changes and p-values (ANOVA between the subjects) of the selected DEGs from microarrays are taken from Table 1. Results were expressed as mean fold change ± SEM. *p<0.05, unpaired t-test (n = 5–12).

| **Ptpn11^D61Y^ B vs. control B** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **qPCR** | |  | **Microarray** | |  |
| **Gene** | **Fold change** | **p-value (t-test)** | **n** | **Fold change** | **p-value (Anova)** | **n** |
| *Erbb3* | 2.618 | 0.013 | 3 | 1.63 | 0.003 | 3 |
| *Pdgfra* | 1.438 | 0.011 | 3 | 1.62 | 0.009 | 3 |
| *Efna4* | -1.222 | 0.027 | 3 | -1.92 | 0.017 | 3 |
| **control S vs. control B** | | | | | | |
| *Efna4* | -1.802 | 0.002 | 3 | -1.79 | 0.038 | 3 |
| *Gabrr1* | -1.497 | 0.002 | 3 | -2.75 | 0.016 | 3 |
| *Klb* | -1.779 | 0.009 | 3 | -3.21 | 0.022 | 3 |
| **Ptpn11^D61Y^ B vs. control B** | | | | | | |
| *miR-148a* | -1.923 | 0.016 | 3 | -4.07 | 0.048 | 3 |
| *miR-126a* | 1.466 | 0.014 | 3 | 3.12 | 0.020 | 3 |
| *miR-30c-1* | 1.443 | 0.217 | 3 | -1.69 | 0.016 | 3 |
| **control S vs. control B** | | | | | | |
| *miR-206* | 1.301 | 0.084 | 3 | -3.37 | 0.035 | 3 |
| *miR-350* | -1.658 | 0.005 | 3 | -2.06 | 0.011 | 3 |
| *miR-376c* | 1.496 | 0.114 | 3 | 2.09 | 0.028 | 3 |
| **Ptpn11^D61Y^ S vs. Ptpn11^D61Y^ B** | | | | | | |
| *miR-376c* | -1.309 | 0.011 | 3 | -3.45 | 0.021 | 3 |

**S3 Table. Validation of microarray results by qPCR:** Differential expression of selected genes and miRNAs was validated by qPCR. Results are expressed as mean fold change ± SEM. p<0.05 (Student's t-test) was considered as statistically significant (n = number of independent experiments/biological replicates). The expression of mRNAs and miRNAs were normalized to the housekeeping genes Gapdh and Snord47 respectively, using the 2^− ΔΔCT^ method. Fold changes and p-values (ANOVA between the subjects) of the selected genes from microarrays were indicated in the table for the comparison of results from qPCR.

# Supplementary material for: Aberrant neuronal activity-induced signaling and gene expression in a mouse model of RASopathy
**Source:** PLoS Genet. 2017 Mar 27;13(3):e1006684. doi: 10.1371/journal.pgen.1006684
**Supplement:** S6 Table — Significantly enriched canonical pathways for Ptpn11D61Y B vs. control B, control S vs. B, Ptpn11D61Y S vs. B and Ptpn11D61Y S vs. control S dataset comparisons were shown in the table. For each canonical pathway, the p-value (probability that each function assigned to the pathway is due to the chance alone) and the DEGs associated with the pathway were shown. Fischer’s exact test p<0.05 was used as filter criterion for the enriched pathways.

| **Ptpn11^D61Y^ B vs. control B** | | | |
| --- | --- | --- | --- |
| **Ingenuity Canonical Pathways** | **p value** | | **Molecules** |
| Mineralocorticoid Biosynthesis | 6.99E-04 | | HSD3B7,HSD3B1 |
| Glucocorticoid Biosynthesis | 8.71E-04 | | HSD3B7,HSD3B1 |
| Androgen Biosynthesis | 1.27E-03 | | HSD3B7,HSD3B1 |
| Complement System | 9.56E-03 | | C4A/C4B,Scgb2b27 (includes others) |
| Nicotine Degradation III | 1.38E-02 | | CYP3A5,UGT2B28 |
| Melatonin Degradation I | 1.38E-02 | | CYP3A5,UGT2B28 |
| Superpathway of Melatonin Degradation | 1.73E-02 | | CYP3A5,UGT2B28 |
| Nicotine Degradation II | 2.03E-02 | | CYP3A5,UGT2B28 |
| STAT3 Pathway | 4.24E-02 | | PDGFRA,SOCS1 |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation | 4.39E-02 | | COL12A1,COL8A2,PDGFRA |
| Bile Acid Biosynthesis, Neutral Pathway | 4.82E-02 | | HSD3B7 |
|  |  | |  |
| **control S vs. B** | | | |
| **Ingenuity Canonical Pathways** | **p value** | | **Molecules** |
| Thio-molybdenum Cofactor Biosynthesis | 0.0101 | | MOCOS |
| Melatonin Degradation III | 0.0101 | | MPO |
| Choline Degradation I | 0.02 | | CHDH |
| Hematopoiesis from Pluripotent Stem Cells | 0.0321 | | IGHM,IGHA1 |
| α-tocopherol Degradation | 0.0397 | | CYP4F2 |
| Primary Immunodeficiency Signaling | 0.0482 | | IGHM,IGHA1 |
|  |  | |  |
| **Ptpn11^D61Y^ S vs. B** | | | |
| **Ingenuity Canonical Pathways** | | **p value** | **Molecules** |
| N-acetylglucosamine Degradation II | | 1.37E-02 | NAGK |
| CMP-N-acetylneuraminate Biosynthesis I (Eukaryotes) | | 1.70E-02 | NAGK |
| Regulation of the Epithelial-Mesenchymal Transition Pathway | | 2.43E-02 | TWIST2,mir-200,FGFR4 |
| STAT3 Pathway | | 2.60E-02 | NGFR,FGFR4 |

| **Ptpn11^D61Y^ S vs. control S** | | |
| --- | --- | --- |
| **Ingenuity Canonical Pathways** | **p value** | **Molecules** |
| Complement System | 1.88E-02 | C4A/C4B,ITGAX |
| Methionine Salvage II (Mammalian) | 1.90E-02 | BHMT2 |
| α-tocopherol Degradation | 2.53E-02 | CYP4F2 |
| Retinoic acid Mediated Apoptosis Signaling | 3.22E-02 | PARP12,IFNA4 |
| Activation of IRF by Cytosolic Pattern Recognition Receptors | 4.06E-02 | IFIT2,IFNA4 |

# Supplementary material for: Aberrant neuronal activity-induced signaling and gene expression in a mouse model of RASopathy
**Source:** PLoS Genet. 2017 Mar 27;13(3):e1006684. doi: 10.1371/journal.pgen.1006684
**Supplement:** S8 Table

| **Gene**  **Symbol** | **Gene name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- | --- |
| ***Erbb3*** | v-erb-b2 erythroblastic leukemia viral oncogene homolog 3 | 5' TTGCCTACAGGAACGCTTACCCG 3′ | 5' ACCCCCCAAAACCGCAGAATC 3′ |
| ***Pdgfra*** | Platelet derived growth factor receptor, alpha polypeptide | 5' AGCGCTGTAGGGGACCCGGAG 3' | 5' GGCCCTGTGAGGAGACAGCTGAG 3' |
| ***Efna4*** | Ephrin A4 | 5' CAGCGCTACACACCCTTCCC 3' | 5' GTGATGACCCGCTCTCCTTG 3' |
| ***Gabrr1*** | Gamma-aminobutyric acid (GABA) C receptor, subunit rho 1 | 5' GAATCTATGTTGGCTGTCCAGA 3' | 5' TGGTGTGGAATTCTTGAATGAG 3' |
| ***Klb*** | Klotho beta | 5' CAGAGAAGGAGGAGGTGAGG 3′ | 5' CAGCACCTGCCTTAAGTTGA 3′ |
| ***Gapdh*** | Glyceraldehyde-3-phosphate dehydrogenase | 5' ACCACAGTCCATGCCATCAC 3' | 5' CACCACCCTGTTGCTGTAGCC 3' |

**S8 Table: List of primers used for the validation of genes by qRT-PCR.**

How the deposited data were processed for this re-analysis (not part of the article)

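Acute slices of the hippocampus of 3 mice per genotype, control and Ptpn11D61Y, were profiled on Affymetrix Mouse Gene 2.0 ST arrays. Slices of each animal were kept in the basal state (B) or received a pulse of 10 min of 4AP and bicuculline (S), and RNA was taken 3 h later, which gives 12 arrays in 4 groups of 3. The labels and the paper describe the control genotype differently, as the floxed D61Y allele without Emx1-IREScre or as wild-type Ptpn11 with it; both call these mice control, and the groups are named so here.

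The signal intensity values of the 41345 transcript clusters were made by the authors, who according to the methods corrected the background, applied quantile normalization and summarised the probes with PLIER in the Affymetrix Expression Console, and then tested log2 values by one-way ANOVA in the Transcriptome Analysis Console. The labels name PLIER without a version. The intensities are on a linear scale, from near 0 to 22547, although log2 values had been assumed before the data were examined, and log2 of the intensity with a floor of 1 was therefore used here. Floored in this way and averaged by the Tukey bi-weight of the authors, they give the fold changes of S2 Table with a median difference of at most 0.00178 on the log2 scale. The medians of the arrays still differ, from 36.5 to 58.1. The number of values under the floor was 697 to 2188 per array. Clusters with a mean log2 signal under 5 number 16016. The number of arrays and the signal over background limit the precision, and no depth in the sense of read counts applies.

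Symbols came from the platform annotation, in which 23521 clusters carry 1 symbol, 1814 several and 16010 none. For tests of gene lists, 1 cluster was kept per gene, the one with the highest mean, for 22180 genes. Differences between groups were computed in R 4.3.3 with limma 3.58.1 on all 12 arrays, with 1 coefficient per group, a trend of the variance on the signal and 8 residual degrees of freedom. The 4 comparisons of the paper and the interaction of genotype and stimulation were tested. Counts use the filter of the authors, a fold change of at least 1.5 and an unadjusted p-value under 0.05, beside the count past a Benjamini-Hochberg adjusted p of 0.05. The methods' test, a one-way ANOVA of 2 groups with Tukey bi-weight averages (constant 5), was run beside limma. Of 42 gene lists fixed before the data were examined, 40 had at least 2 measured members; they hold cell type markers, activity genes, signaling pathways, gene families found by symbol and the genes the paper names. They were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over the lists within a comparison.

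Genes named in the text follow a rule fixed beforehand. It takes 12 clusters per comparison, those past the adjusted p of 0.05 and, as none passed, the clusters of smallest p past the filter with a group mean of at least 5 and separated groups. It adds every gene in the lists taken from the paper, the 4 members with the largest moderated t of each other list spoken of, and the genes of S4 Table where overlaps are described. Values in the paper's tables count as seen. Some genes of these lists are not reported here. Where a group mean lies near the floor, the size of a fold is uncertain, since the floor cuts it off and signal over background is low there. With an offset of 16 on the linear scale, 547 clusters passed the filter in control S vs. B, against 1311 without it. Human symbols in the paper's pathway table were replaced by the mouse genes of S2 Table. Clusters that the platform gives several symbols are not counted as measured for a gene.

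The labels give the B and S slices with the same number in 1 genotype the same animal. This pairing was checked on the residuals after removal of the group means: same-number arrays correlated at 0.05, -0.01 and 0.04 in control and 0.55, 0.39 and 0.19 in Ptpn11D61Y animals 1 to 3, against 0.56, 0.36 and 0.19 for B arrays of the 2 genotypes with the same number, which come from different animals. The consensus correlation of arrays of 1 animal was 0.292. The animal was left out of the chosen fit, and was tried as a random and as a fixed block.

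Alternatives set beforehand were the methods' test, limma on the 6 arrays compared, other variance priors, centred arrays, a repeated quantile normalization, an offset of 16 on the linear scale, filters on dim and unnamed clusters, blocks by replicate number or animal, and leaving out each array in turn. Replicates 2 and 3 alone, array weights, and identical clusters counted once were chosen after the data were seen. The code was tested on simulated data built on these arrays: of 100 clusters shifted by a log2 change of 1 in control S, 88 passed the filter and 6 the adjusted p, and of 100 shifted by 2, 97 and 75, while 1888 of the unshifted clusters passed the filter and 2 the adjusted p. The methods' test passed 71 and 93 of the shifted clusters. The shifted clusters were drawn from those with a mean log2 signal of at least 5, and the noise was independent between arrays. The simulation therefore does not cover dim clusters or the tie of arrays with the same replicate number. Exact tests were two-sided, and 0.1 is the smallest p that 3 arrays against 3 allow. The pathway, network and target predictions of the paper and its qPCR and protein measurements were not analysed here.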

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

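The tests on the abundant markers and on replicates 2 and 3 alone were chosen after the results were seen. Markers of mature oligodendrocytes were higher in Ptpn11D61Y than in control slices in both states, a signal in cell type markers that the paper did not analyse: all 15 were above 0 in B and in S, with a median log2 fold change of 0.47 and 0.38 (adjusted p = 3.88e-13 and 2.69e-06 from limma's camera). Oligodendrocyte precursor markers, which include Pdgfra, a gene the study picked, had a median of 0.42 and 0.35 (adjusted p = 5.22e-07 and 6.56e-04). The values were adjusted p = 0.245 and 0.497 for the first list and 0.245 and 0.452 for the second with an estimated correlation, so that these calls rest on the preset one. No array left out alone ended any of the 4 calls.

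For the oligodendrocyte markers in B, the arrays of replicate 1, which stand apart from the others, are argued against as the source, since the median was 0.53 in replicates 2 and 3 alone against 0.47 over all arrays. A larger share of oligodendrocytes in the Ptpn11D61Y slices is a candidate explanation that these values do not decide. The 4 members with a mean log2 signal of at least 9 had a median of 0.25, below the 0.47 of the list, from 0.13 for Mbp and 0.22 for Mobp to 0.48 for Cldn11. These 4 were singled out by their signal after their values were seen. The criterion was also set then, and it was only just met. Of the dimmer members, Plxnb3, Enpp6 and Aspa were at 1.01, 0.94 and 0.77, but Opalin and Gldn at 0.29 and 0.28. More myelinated tissue kept at dissection and a higher expression per cell would give the same change, and neither was tested.

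Meningeal fibroblast markers were also higher in Ptpn11D61Y slices in both states, with a median of 0.21 in B (0.35, 0.00 and 0.58 in replicates 1 to 3) and 0.37 in S (0.63, -0.23 and 0.13, so that replicate 2 goes the other way) (adjusted p = 0.00119 and 0.0252 from limma's camera; adjusted p = 0.339 and 0.848 with an estimated correlation). The adjusted p was 0.0649 without Ptpn11D61Y B replicate 1 and 0.142 without Ptpn11D61Y B replicate 3 in B, and 0.0553, 0.122 and 0.312 without control S replicate 2, control S replicate 3 or Ptpn11D61Y S replicate 1 in S. All 10 mural cell markers were above 0 in both states, with a median of 0.33 (0.35, 0.12 and 0.16 in the replicates) and 0.31 (0.55, 0.16 and 0.22) (adjusted p = 0.00166 and 0.00733; adjusted p = 0.245 and 0.452 with an estimated correlation). Theirs was 0.175 without Ptpn11D61Y B replicate 3 in B, and 0.0776, 0.0525 and 0.0862 without control S replicate 2, control S replicate 3 or Ptpn11D61Y S replicate 1 in S.

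The activity responses of the 2 genotypes differed for 5 gene lists in the interaction, a test that the paper did not make. Choroid plexus markers had the lower response in Ptpn11D61Y, by a median log2 difference of -1.04 with 8 of 11 members below 0 (adjusted p = 0.00641 from limma's camera), and the adjusted p was 0.646 without Ptpn11D61Y B replicate 3, the array with the high Ttr signal. Keratin-associated and cornified envelope genes had the higher response, by 0.42 with 58 of 81 above 0 (adjusted p = 0.00641; 0.761 with the direction turned without control B replicate 1, 0.0517 without control S replicate 3, 0.633 without Ptpn11D61Y B replicate 2, 0.266 without Ptpn11D61Y B replicate 3 and 0.783 with the direction turned without Ptpn11D61Y S replicate 1). Taste and trace amine receptor genes were at 0.30 with 40 of 53 above 0 (adjusted p = 0.00641; 0.995 with the direction turned without control B replicate 1, 0.215 without control S replicate 3, 0.205 without Ptpn11D61Y B replicate 2, 0.322 without Ptpn11D61Y B replicate 3 and 0.632 without Ptpn11D61Y S replicate 1). Olfactory receptor genes were at 0.26 with 756 of 1105 above 0 (adjusted p = 0.0269; 0.101 with the direction turned without control B replicate 1, 0.103 without control S replicate 2, 0.398 without control S replicate 3, 0.999 with the direction turned without Ptpn11D61Y B replicate 2, 0.443 without Ptpn11D61Y B replicate 3 and 0.00414 with the direction turned without Ptpn11D61Y S replicate 1). The S3 Table coding genes were at 1.20 with 3 of 5 above 0 (adjusted p = 0.0111; 0.0880 without control B replicate 1, 0.103 without control S replicate 2, 0.0517 without control S replicate 3, 0.0554 without Ptpn11D61Y B replicate 2, 0.0920 without Ptpn11D61Y B replicate 3 and 0.315 without Ptpn11D61Y S replicate 1), and as a list chosen on these samples they are not independent evidence. Each of the 5 lists had an adjusted p = 0.850 with an estimated correlation.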

How the results depend on the processing

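The tests on replicates 2 and 3 alone, with array weights and with identical clusters counted once were chosen after the results were seen. Of the counts, correlations and responses recomputed under other settings, 404 values stayed within 1.5 times the reported count or within the spread, 120 moved further and 1 reversed; with 1 array left out these numbers were 201, 72 and 6. For single genes, 2917 values stayed on their side of the filter, 296 lost the filter and 56 gained it, and with 1 array left out 1153, 229 and 16. None turned direction where at least 1 of the 2 values compared was past the filter. A turn between values that both missed the filter was not counted as a change. For gene lists past the threshold, 236 values kept the call, 126 lost it and 13 turned direction, and with 1 array left out 232, 80 and 18. With robust variance priors, with centred arrays and with identical clusters counted once, none of these counts in total moved beyond these limits. Counts by direction did: with centred arrays, the lower clusters in control S vs. B went from 1095 to 570 and the higher from 216 to 532. The correlations stayed within the limits with identical clusters counted once. They were not recomputed with robust variance priors or centred arrays. Clusters past the adjusted p of 0.05 stayed at 0 in limma under every setting other than array weights, and at 0 in the methods' t-test.

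With the methods' t-test, olfactory receptor clusters numbered 11 in Ptpn11D61Y B vs. control B, 9 in Ptpn11D61Y S vs. B and 18 in Ptpn11D61Y S vs. control S. Clusters past the filter numbered 671 in control S vs. B, 315 in Ptpn11D61Y S vs. B and 442 in Ptpn11D61Y S vs. control S. The correlation of fold changes was -0.761 (Fig. 9F) and -0.459 (Fig. 9G, sign reversed) under this setting. With limma on the 6 arrays compared, microRNA clusters numbered 32 in control S vs. B. Without the trend of the variance, olfactory receptor clusters numbered 27 in Ptpn11D61Y B vs. control B and 48 in Ptpn11D61Y S vs. control S. MicroRNA clusters numbered 16 in Ptpn11D61Y B vs. control B and 14 in Ptpn11D61Y S vs. B. With the quantile normalization repeated, olfactory receptor clusters numbered 31 in Ptpn11D61Y B vs. control B and 24 in Ptpn11D61Y S vs. B.

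With an offset of 16 on the linear signal, clusters past the filter numbered 245 in Ptpn11D61Y B vs. control B, 547 in control S vs. B, 187 in Ptpn11D61Y S vs. B and 288 in Ptpn11D61Y S vs. control S. Olfactory receptor clusters numbered 3 in Ptpn11D61Y B vs. control B, 16 in control S vs. B, 4 in Ptpn11D61Y S vs. B and 9 in Ptpn11D61Y S vs. control S. MicroRNA clusters numbered 2 in Ptpn11D61Y B vs. control B, 8 in control S vs. B, 1 in Ptpn11D61Y S vs. B and 2 in Ptpn11D61Y S vs. control S. The correlation of fold changes was -0.996 (Fig. 9F) under this setting. Among clusters with a mean log2 signal of at least 5, clusters past the filter numbered 205 in Ptpn11D61Y B vs. control B, 628 in control S vs. B, 134 in Ptpn11D61Y S vs. B, 203 in Ptpn11D61Y S vs. control S and 136 in the interaction. Olfactory receptor clusters numbered 2 in Ptpn11D61Y B vs. control B, 10 in control S vs. B, 1 in Ptpn11D61Y S vs. B and 2 in Ptpn11D61Y S vs. control S. MicroRNA clusters numbered 1 in Ptpn11D61Y B vs. control B, 11 in control S vs. B, 1 in Ptpn11D61Y S vs. B and 2 in Ptpn11D61Y S vs. control S. The correlation of fold changes was -0.990 (Fig. 9F) under this setting. The direction turned for S3 Table coding genes in control S vs. B (adjusted p = 0.886) and S3 Table coding genes in the interaction (adjusted p = 0.257) under this setting. Gene lists past the threshold numbered 12 in Ptpn11D61Y S vs. B and 10 in the interaction. Among clusters with a mean log2 signal of at least 4, clusters past the filter numbered 311 in Ptpn11D61Y B vs. control B, 234 in Ptpn11D61Y S vs. B, 407 in Ptpn11D61Y S vs. control S and 235 in the interaction. Olfactory receptor clusters numbered 4 in Ptpn11D61Y B vs. control B, 20 in control S vs. B, 3 in Ptpn11D61Y S vs. B and 7 in Ptpn11D61Y S vs. control S. MicroRNA clusters numbered 4 in Ptpn11D61Y B vs. control B, 3 in Ptpn11D61Y S vs. B and 4 in Ptpn11D61Y S vs. control S. Among clusters with a gene symbol, clusters past the filter numbered 236 in Ptpn11D61Y B vs. control B, 693 in control S vs. B, 151 in Ptpn11D61Y S vs. B, 330 in Ptpn11D61Y S vs. control S and 161 in the interaction.

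With the replicate number as a block, olfactory receptor clusters numbered 48 in Ptpn11D61Y S vs. control S. Gene lists past the threshold numbered 10 in Ptpn11D61Y S vs. B and 12 in the interaction. With the animal as a random block, clusters past the filter numbered 2303 in control S vs. B, 841 in Ptpn11D61Y S vs. B and 957 in the interaction. Olfactory receptor clusters numbered 84 in control S vs. B and 30 in Ptpn11D61Y S vs. B. MicroRNA clusters numbered 34 in control S vs. B and 13 in Ptpn11D61Y S vs. B. With the animal as a fixed block, microRNA clusters numbered 33 in control S vs. B. Gene lists past the threshold numbered 13 in Ptpn11D61Y S vs. B and 13 in the interaction.

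On the clusters of S4 Table, the correlation of fold changes was -0.869 (Fig. 9D). On log2 fold changes, the correlation of fold changes was -0.976 (Fig. 9F). Over all clusters, the correlation of fold changes was -0.640 (Fig. 9D), 0.347 (Fig. 9E) and -0.478 (Fig. 9F). In camera with an estimated correlation, gene lists past the threshold were 0 in each comparison and the interaction. In fry, gene lists past the threshold were 0 in each comparison and the interaction.

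In replicates 2 and 3 alone, clusters past the filter numbered 1732 in Ptpn11D61Y B vs. control B, 1632 in Ptpn11D61Y S vs. B and 1143 in the interaction. Olfactory receptor clusters numbered 66 in Ptpn11D61Y B vs. control B and 61 in Ptpn11D61Y S vs. B. MicroRNA clusters numbered 33 in Ptpn11D61Y B vs. control B, 10 in control S vs. B and 16 in Ptpn11D61Y S vs. B. The correlation of fold changes was -0.867 (Fig. 9D), 0.819 (Fig. 9E) and -0.819 (Fig. 9F) under this setting. Gene lists past the threshold numbered 17 in Ptpn11D61Y B vs. control B, 9 in control S vs. B, 14 in Ptpn11D61Y S vs. B and 2 in the interaction. The direction turned for glutamate receptor genes in control S vs. B (adjusted p = 0.943), PI3K-AKT-mTOR genes in Ptpn11D61Y S vs. control S (adjusted p = 0.827), Ras-MAPK cascade genes in Ptpn11D61Y S vs. control S (adjusted p = 0.536), defensin genes in Ptpn11D61Y S vs. control S (adjusted p = 0.0306), early activity genes in Ptpn11D61Y S vs. control S (adjusted p = 3.15e-04), immunoglobulin and T cell receptor segments in Ptpn11D61Y S vs. control S (adjusted p = 0.416), keratin-associated and cornified envelope genes in Ptpn11D61Y S vs. control S (adjusted p = 0.414), olfactory receptor genes in Ptpn11D61Y S vs. control S (adjusted p = 0.0981), vomeronasal receptor genes in Ptpn11D61Y S vs. control S (adjusted p = 0.113), keratin-associated and cornified envelope genes in the interaction (adjusted p = 0.995) and olfactory receptor genes in the interaction (adjusted p = 0.0799) under this setting. With array weights, clusters past the filter numbered 2977 in Ptpn11D61Y B vs. control B, 3306 in Ptpn11D61Y S vs. B, 1634 in Ptpn11D61Y S vs. control S and 2327 in the interaction. Olfactory receptor clusters numbered 113 in Ptpn11D61Y B vs. control B, 142 in Ptpn11D61Y S vs. B and 89 in Ptpn11D61Y S vs. control S. MicroRNA clusters numbered 61 in Ptpn11D61Y B vs. control B, 40 in control S vs. B and 48 in Ptpn11D61Y S vs. B. Clusters past the adjusted p numbered 2 in control S vs. B, 3 in Ptpn11D61Y S vs. B, 8 in Ptpn11D61Y S vs. control S and 1 in the interaction. The correlation of fold changes was -0.786 (Fig. 9D), 0.815 (Fig. 9E), -0.759 (Fig. 9F) and 0.0414 (Fig. 9G) under this setting.

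Each array was then left out in turn, which leaves 2 arrays in its group. Olfactory receptor clusters ranged over 15 to 49 in Ptpn11D61Y B vs. control B, 23 to 73 in control S vs. B, 19 to 40 in Ptpn11D61Y S vs. B and 9 to 62 in Ptpn11D61Y S vs. control S. Clusters past the filter ranged over 516 to 1241 in Ptpn11D61Y B vs. control B, 550 to 2053 in control S vs. B, 492 to 956 in Ptpn11D61Y S vs. B, 515 to 1304 in Ptpn11D61Y S vs. control S and 404 to 1216 in the interaction. MicroRNA clusters ranged over 4 to 30 in Ptpn11D61Y B vs. control B, 7 to 32 in control S vs. B, 6 to 15 in Ptpn11D61Y S vs. B and 6 to 23 in Ptpn11D61Y S vs. control S. The median response ranged over -0.0510 to 0.277 for the control activity clusters in Ptpn11D61Y and -0.0836 to 0.311 for the Ptpn11D61Y activity clusters in control, both negative without Ptpn11D61Y B replicate 1. The correlation of fold changes ranged over -0.970 to -0.793 (Fig. 9D), 0.570 to 0.962 (Fig. 9E), -0.990 to -0.823 (Fig. 9F) and -0.353 to 0.576 (Fig. 9G). Gene lists past the threshold ranged over 3 to 24 in Ptpn11D61Y B vs. control B, 2 to 18 in control S vs. B, 3 to 27 in Ptpn11D61Y S vs. B, 5 to 24 in Ptpn11D61Y S vs. control S and 0 to 30 in the interaction. Adjusted p of gene lists that turned direction without an array ranged over 0.00203 to 0.643 for glutamate receptor genes in control S vs. B, 1.03e-06 to 0.433 for olfactory receptor genes in control S vs. B, 2.18e-04 to 0.643 for vomeronasal receptor genes in control S vs. B, 1.41e-04 to 0.980 for excitatory neuron markers in Ptpn11D61Y S vs. B, 0.00206 to 0.539 for PI3K-AKT-mTOR genes in Ptpn11D61Y S vs. control S, 2.73e-04 to 0.705 for Ras-MAPK cascade genes in Ptpn11D61Y S vs. control S, 6.65e-04 to 0.187 for defensin genes in Ptpn11D61Y S vs. control S, 6.32e-05 to 0.0758 for early activity genes in Ptpn11D61Y S vs. control S, 0.00175 to 0.492 for immunoglobulin and T cell receptor segments in Ptpn11D61Y S vs. control S, 9.00e-06 to 0.230 for keratin-associated and cornified envelope genes in Ptpn11D61Y S vs. control S, 1.94e-10 to 0.0758 for olfactory receptor genes in Ptpn11D61Y S vs. control S, 9.36e-07 to 0.363 for vomeronasal receptor genes in Ptpn11D61Y S vs. control S, 2.32e-06 to 0.783 for keratin-associated and cornified envelope genes in the interaction, 7.64e-07 to 0.999 for olfactory receptor genes in the interaction and 6.72e-06 to 0.995 for taste and trace amine receptor genes in the interaction. The range of the counts shows which arrays carry weight: the highest counts in Ptpn11D61Y B vs. control B and in the interaction came without Ptpn11D61Y B replicate 1, those in Ptpn11D61Y S vs. B without Ptpn11D61Y S replicate 1, and those in control S vs. B and Ptpn11D61Y S vs. control S without control S replicate 2.

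Filters on dim or unnamed clusters lower a count because fewer clusters are tested; for the other changes the cause was not tested. The blocks by replicate number and animal changed no other total count or list number by more than 1.5 times. Counts by direction changed further, such as the higher clusters, which went from 216 to 477 with the number and 460 with the animal as a fixed block in control S vs. B, and from 181 to 317 and 336 in Ptpn11D61Y S vs. B. The animal as a fixed block could not be fitted for comparisons between genotypes, since each animal has 1 genotype. Signal over background is low in 16016 of the 41345 clusters, with a mean log2 signal under 5, and these make up 716 of the 1311 clusters past the filter in control S vs. B.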

Differences from the paper's values

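No test reported in this part was chosen after the results were seen, apart from the correlation in replicates 2 and 3 alone. For each value, the alternatives set before the data were examined that bring it within 1.5 times the paper's, or within the error for a fold or correlation, are given with their values. Under all others of them that were run for it, the value still differs. Correlations were not run under several of them, among these centred arrays and the repeated quantile normalization. The counts use the fold and p of the paper's methods, with limma in place of its ANOVA. The paper's number of differentially expressed transcripts in Ptpn11D61Y B vs. control B is 227, and 538 clusters passed here, against 245 with the offset of 16, 205 with a mean log2 signal of at least 5, 311 with a mean log2 signal of at least 4 and 236 with symbol-bearing clusters alone. The paper's number of differentially expressed transcripts in control S vs. B is 482, and 1311 clusters passed here, against 671 with the methods' t-test, 547 with the offset of 16, 628 with a mean log2 signal of at least 5, 693 with symbol-bearing clusters alone, 550 without control B replicate 1 and 659 without control S replicate 1. The paper's number of differentially expressed transcripts in Ptpn11D61Y S vs. B is 170, and 473 clusters passed here, against 187 with the offset of 16, 134 with a mean log2 signal of at least 5, 234 with a mean log2 signal of at least 4 and 151 with symbol-bearing clusters alone. The paper's number of differentially expressed transcripts in Ptpn11D61Y S vs. control S is 292, and 758 clusters passed here, against 288 with the offset of 16, 203 with a mean log2 signal of at least 5, 407 with a mean log2 signal of at least 4 and 330 with symbol-bearing clusters alone. In control S vs. B the paper gives 434 lower transcripts and 1095 were found here, against 549 with the methods' t-test, 570 with centred arrays, 564 with the repeated quantile normalization, 442 with the offset of 16, 562 with a mean log2 signal of at least 5, 374 without control B replicate 1 and 433 without control S replicate 1. In Ptpn11D61Y S vs. B the paper gives 110 lower transcripts and 292 were found here, against 120 with the offset of 16, 82 with a mean log2 signal of at least 5, 142 with a mean log2 signal of at least 4 and 107 with symbol-bearing clusters alone. The paper's share of higher transcripts in control S vs. B is 10%, and 16.5% were higher here, against 10.5% with a mean log2 signal of at least 5, 11.5% with a mean log2 signal of at least 4, 7.55% without control S replicate 2 and 13.0% without control S replicate 3.

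Of the clusters that S2 Table lists, 113 of 227, 256 of 482, 76 of 170 and 148 of 292 passed the filter with limma in Ptpn11D61Y B vs. control B, control S vs. B, Ptpn11D61Y S vs. B and Ptpn11D61Y S vs. control S. With the methods' t-test, which is the paper's one-way ANOVA applied to 2 groups, with the bi-weight averages that S2 Table heads its columns with, 223, 479, 169 and 289 of them passed. That test called 378, 671, 315 and 442 clusters in all, and those outside S2 Table, 155, 192, 146 and 153, have no gene symbol in the platform annotation, like 103, 199, 77 and 116 of those in S2 Table.

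For transcripts annotated to olfactory response the paper gives 11 in Ptpn11D61Y B vs. control B, and 17 olfactory receptor clusters were found here, against 11 with the methods' t-test, 16 with the random animal block and 15 without control B replicate 2. In the same way the paper gives 9 in Ptpn11D61Y S vs. B, and 15 olfactory receptor clusters were found here, against 9 with the methods' t-test. In the same way the paper gives 18 in Ptpn11D61Y S vs. control S, and 31 olfactory receptor clusters were found here, against 18 with the methods' t-test, 26 with limma on the 6 arrays compared, 27 with the random animal block and 17 without control S replicate 1. In control S vs. B, where the counts lie within 1.5 times of each other, the methods' t-test gave 35, the paper's number. Fig. 9C gives about 10 miRNA transcripts in Ptpn11D61Y S vs. B, and 6 microRNA clusters passed here, against 8 with the methods' t-test, 14 with no variance trend, 8 with the block by replicate number, 13 with the random animal block, 10 without Ptpn11D61Y B replicate 1, 15 without Ptpn11D61Y B replicate 2, 15 without Ptpn11D61Y S replicate 1, 10 without Ptpn11D61Y S replicate 2 and 7 without Ptpn11D61Y S replicate 3. Fig. 9C gives about 5 higher miRNA transcripts in Ptpn11D61Y B vs. control B, and 1 higher microRNA cluster passed here, against 4 with the methods' t-test, 5 with limma on the 6 arrays compared, 6 with no variance trend, 4 with the repeated quantile normalization, 5 with the block by replicate number, 4 without control B replicate 1 and 7 without Ptpn11D61Y B replicate 2. Fig. 9C gives about 3 higher miRNA transcripts in control S vs. B, and 1 higher microRNA cluster passed here, against 3 with the methods' t-test, 3 with limma on the 6 arrays compared, 4 with no variance trend, 4 with centred arrays, 2 with the block by replicate number, 3 with the random animal block, 3 without control B replicate 3 and 3 without control S replicate 3. Fig. 9C gives about 4 lower miRNA transcripts in Ptpn11D61Y B vs. control B, and 9 lower microRNA clusters passed here, against 3 with the methods' t-test, 4 with limma on the 6 arrays compared, 4 with a mean log2 signal of at least 4, 6 without control B replicate 1, 3 without control B replicate 2, 4 without control B replicate 3 and 6 without Ptpn11D61Y B replicate 2. Fig. 9C gives about 8 lower miRNA transcripts in Ptpn11D61Y S vs. B, and 4 lower microRNA clusters passed here, against 6 with the methods' t-test, 9 with no variance trend, 8 with the random animal block, 9 without Ptpn11D61Y B replicate 2, 6 without Ptpn11D61Y B replicate 3 and 6 without Ptpn11D61Y S replicate 2.

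The paper's overlap of control S vs. B and Ptpn11D61Y S vs. control S is 59 transcripts, and 265 clusters were in both lists here, against 87 with the methods' t-test, 80 with the offset of 16 and 73 with a mean log2 signal of at least 5. The paper's overlap of Ptpn11D61Y B vs. control B and control S vs. B is 25 transcripts, and 80 clusters were in both lists here, against 24 with the offset of 16, 22 with a mean log2 signal of at least 5 and 23 with symbol-bearing clusters alone. The paper's overlap of Ptpn11D61Y B vs. control B and Ptpn11D61Y S vs. B is 18 transcripts, and 84 clusters were in both lists here, against 25 with a mean log2 signal of at least 5. The correlation across clusters given in Fig. 9D is about -0.87, and it was -0.960 here, against -0.901 with a mean log2 signal of at least 5, -0.935 without control S replicate 2, -0.933 without control S replicate 3, -0.805 without Ptpn11D61Y S replicate 1 and -0.869 with the clusters of S4 Table. It was also -0.867 in replicates 2 and 3 alone, chosen after the values were seen, where 146 of the paper's 482 and 100 of its 292 clusters passed the filter. For Fig. 9G, with about 0.64, the value here was 0.367 and lay within the error, but it was 0.160 on the clusters of S4 Table and -0.459 with the methods' t-test. For miR-148a the paper's array fold in Ptpn11D61Y B vs. control B is -4.07, and it was -2.56 here, against -4.07 with the methods' t-test, -3.29 without control B replicate 2 and -3.17 without Ptpn11D61Y B replicate 1.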

Other observations

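Of the tests in this part, those on the share of lower clusters without replicate 1 and with centred arrays were chosen after the results were seen. In the basal state, complement genes were higher in Ptpn11D61Y slices as a list, with 10 of 15 above 0, a median log2 fold change of 0.03 and a mean of 0.27 (adjusted p = 0.00552 from limma's camera, adjusted p = 0.245 with an estimated correlation, and 0.0666 without Ptpn11D61Y B replicate 3). The component C4b was higher at 0.71 ± 0.20, past the filter; the inhibitor of the first component Serping1 was at 0.55 ± 0.26 and the inhibitor of the membrane attack complex Cd59a at 1.44 ± 0.80 (standard error, n = 3 arrays per group). In stimulated slices, the mural cell aminopeptidase Anpep was higher in Ptpn11D61Y at 0.68 ± 0.30 and the matrix protein Aspn at 1.01 ± 0.44. Immunoglobulin and T cell receptor segments had a median of 0.29 there (adjusted p = 0.0252; adjusted p = 0.848 with an estimated correlation), which turned direction without Ptpn11D61Y S replicate 1 (0.492) and was 0.0598 and 0.131 without control S replicates 2 and 3. Genes of the Ras-MAPK cascade were lower in Ptpn11D61Y S than in control S, with 18 of 20 below 0 and a median of -0.13 (adjusted p = 0.00333), and so were PI3K-AKT-mTOR genes, at -0.10 with 17 of 23 below 0 (adjusted p = 0.0177). Each had an adjusted p = 0.848 with an estimated correlation, and both turned direction without Ptpn11D61Y S replicate 1 (0.705 and 0.539) and lost the call without control S replicate 3 (0.0562 and 0.158).

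In Ptpn11D61Y S vs. B, Rhox and protamine genes were lower, at a median of -0.24 with 12 of 14 below 0 and Rhox5 at -0.53 ± 0.31 (adjusted p = 0.0124 from limma's camera; 0.112 without Ptpn11D61Y B replicate 1 and 0.0751 without Ptpn11D61Y S replicate 2), and excitatory neuron markers higher, at 0.25 with 12 of 14 above 0 (adjusted p = 0.0468; 0.327 and 0.622 without Ptpn11D61Y S replicates 2 and 3, and turned at 0.980 without Ptpn11D61Y B replicate 1). For both lists it was adjusted p = 0.990 with an estimated correlation. The S3 Table coding genes, chosen by the study on these samples and not independent evidence, were lower as a list in control S vs. B, at a median of -0.89 (adjusted p = 0.00540; adjusted p = 0.756 with an estimated correlation), and higher in Ptpn11D61Y S vs. control S, at 0.64 with 5 of 5 above 0 (adjusted p = 7.53e-06; adjusted p = 0.0877 with an estimated correlation). The other genes named in the paper were higher in Ptpn11D61Y B vs. control B, at 0.22 with 10 of 14 above 0 (adjusted p = 0.00367; adjusted p = 0.441 with an estimated correlation; 0.0783, 0.0578 and 0.0666 without control B replicate 1, Ptpn11D61Y B replicate 2 or Ptpn11D61Y B replicate 3). Of genes the paper names, Bdnf was at 0.38 ± 0.22 and Arc at -0.10 ± 0.67 in control S vs. B, and at -0.04 ± 0.22 and -0.08 ± 0.67 in Ptpn11D61Y S vs. B. Neither gene passed the filter, while the paper's qPCR had found the mRNA of both raised 3 h after stimulation. Of the S6 Table genes, the collagen Col12a1 was at -0.54 ± 0.21 in Ptpn11D61Y B vs. control B, the sugar kinase Nagk at 0.51 ± 0.20 in Ptpn11D61Y S vs. B, and myeloperoxidase Mpo at -0.53 ± 0.35 and the integrin Itgax at -0.66 ± 0.31 in control S vs. B, none of them past the filter. The immunoglobulin heavy chain Ighm was at -0.32 ± 0.21 in control S vs. B, and the interferon Ifna16, put in place of the printed IFNA4, at -1.78 ± 0.81 and Mir200a at 1.65 ± 0.81 in Ptpn11D61Y S vs. control S. Mir206 was at the floor in all 3 control S arrays and at -0.16 ± 0.86 in Ptpn11D61Y S vs. B.

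In none of the 4 comparisons or the interaction did the adjusted p from limma's camera pass 0.05 for astrocyte markers (smallest 0.209), microglia markers (smallest 0.131), ependymal markers (smallest 0.158), GABA receptor genes (smallest 0.101), ribosomal protein genes (smallest 0.0825), heat shock and cell stress genes (smallest 0.159), p53 target genes (smallest 0.241), JAK-STAT genes (smallest 0.119), cholesterol synthesis genes (smallest 0.0571), NF-kB target genes (smallest 0.0833), ERK output and feedback genes (smallest 0.118) and S3 Table miRNA genes (smallest 0.0524), nor for the Y-linked genes with Xist (smallest 0.504), a mixed list in which a difference in sex would partly cancel. Astrocyte markers had a median of 0.16 and ependymal markers one of 0.24 in Ptpn11D61Y B vs. control B. Of the 50 genes nearest to Ptpn11, 0 passed the filter in Ptpn11D61Y B vs. control B and 1, Oas1d, in Ptpn11D61Y S vs. control S (Fisher's exact test, two-sided p = 1 and 0.417). Of the 50 nearest to Emx1, 1 passed in each, Nat8f4 and Cyp26b1 (Fisher's exact test, p = 0.336 and 0.417). These 3 neighbours were named after their values were seen.

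Most clusters past the filter in control S vs. B were lower after stimulation (83.5%). That activity lowered these genes in control slices was tested on the clusters called lower from 2 control animals. In the animal left out, relative to clusters of similar signal, their median change was -0.09, 0.0236 and 0.0122 in animals 1 to 3. A change under -0.1 in each was needed and was not reached, and each value lay within the range of 1000 random draws. The plain medians were -0.69, 0.09 and -0.08, against -0.30, 0.06 and -0.05 in the clusters of similar signal. Replicate 1 arrays enter every round, in the choice of clusters or as the animal left out. The test therefore does not decide whether activity lowered these genes. A candidate explanation is that the arrays of replicate 1 stand apart, since 54.7% were lower without them. Signal levels left uneven by the normalization cannot be told apart from this: with the arrays centred on their median 51.7% were lower, but centring itself balances the changes, and control S replicate 1 has the lowest median signal of the 12 arrays. Lower expression of some single genes after stimulation stays open.

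Fold changes of clusters in both lists correlated across clusters at -0.960, 0.950 and -0.921 for the pairs of Fig. 9D, 9E and 9F, and clusters are not independent replicates. In each pair both comparisons use the same 3 arrays, of control S, control B or Ptpn11D61Y B, which could give such a correlation with no effect of genotype or stimulation. Shuffles of the residuals over the arrays, which keep the shared arrays and hold no effect, gave a median correlation of -0.866, 0.875 and -0.874, and 7 of 92, 11 of 93 and 23 of 91 shuffles with enough clusters went as far. A shared response of the genes is not told apart from this by them: the covariance of the log2 fold changes over all clusters differed from the median of the shuffles by -0.0170, -0.0625 and 0.0452, within the range of the 100 shuffles in each pair. The shuffles break the tie of arrays with the same replicate number, whose residuals correlated, so this leaves a shared structure by replicate untested.

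The arrays of each comparison can be split into 3 and 3 in only 10 ways, too few for a share under 0.05. Counting the real split, as many clusters passed the filter in 7 of the 10 splits for Ptpn11D61Y B vs. control B (538 in the real split, 5232 in the highest other), 5 of the 10 splits for control S vs. B (1311 in the real split, 1978 in the highest other), 8 of the 10 splits for Ptpn11D61Y S vs. B (473 in the real split, 7176 in the highest other) and 9 of the 10 splits for Ptpn11D61Y S vs. control S (758 in the real split, 2322 in the highest other). For the interaction, tested on the S minus B differences of the 6 animals, it was 10 of the 10 splits (970 in the real split and 3120 in the highest other). As many gene lists passed in 7 of the 10 splits for Ptpn11D61Y B vs. control B (9, against 28 in the highest other), 3 of the 10 splits for control S vs. B (15, against 16 in the highest other), 8 of the 10 splits for Ptpn11D61Y S vs. B (5, against 26 in the highest other) and 7 of the 10 splits for Ptpn11D61Y S vs. control S (16, against 23 in the highest other). The splits that put both arrays of replicate 1 on one side gave the 4 highest counts of clusters in Ptpn11D61Y B vs. control B, Ptpn11D61Y S vs. B and Ptpn11D61Y S vs. control S, and the highest in control S vs. B, which points to a structure of the samples by replicate number. With the replicate number as a block the counts were 792 in Ptpn11D61Y B vs. control B, 1778 in control S vs. B, 666 in Ptpn11D61Y S vs. B, 969 in Ptpn11D61Y S vs. control S and 675 in the interaction. Shuffles of the residuals gave a median of 1038, 1297, 1038, 1276 and 1174 clusters past the filter in the 4 comparisons and the interaction, and 70, 49, 67, 61 and 74 of 100 shuffles had as many as observed. Such shuffles can also put more than 1 replicate 1 array in a group, where the data have 1 in each. Their counts spread widely, from 0 to 9728 in control S vs. B.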
